# CBP Is Required for Establishing Adaptive Gene Programs in the Adult Mouse Brain

**DOI:** 10.1523/JNEUROSCI.0970-22.2022

**Published:** 2022-10-19

**Authors:** Michal Lipinski, Sergio Niñerola, Miguel Fuentes-Ramos, Luis M. Valor, Beatriz del Blanco, Jose P. López-Atalaya, Angel Barco

**Keywords:** activity-driven transcription, CBP, intellectual disability, lysine acetylation, neuroepigenetics, p300

## Abstract

Environmental factors and life experiences impinge on brain circuits triggering adaptive changes. Epigenetic regulators contribute to this neuroadaptation by enhancing or suppressing specific gene programs. The paralogous transcriptional coactivators and lysine acetyltransferases CREB binding protein (CBP) and p300 are involved in brain plasticity and stimulus-dependent transcription, but their specific roles in neuroadaptation are not fully understood. Here we investigated the impact of eliminating either CBP or p300 in excitatory neurons of the adult forebrain of mice from both sexes using inducible and cell type-restricted knock-out strains. The elimination of CBP, but not p300, reduced the expression and chromatin acetylation of plasticity genes, dampened activity-driven transcription, and caused memory deficits. The defects became more prominent in elderly mice and in paradigms that involved enduring changes in transcription, such as kindling and environmental enrichment, in which CBP loss interfered with the establishment of activity-induced transcriptional and epigenetic changes in response to stimulus or experience. These findings further strengthen the link between CBP deficiency in excitatory neurons and etiopathology in the nervous system.

**SIGNIFICANCE STATEMENT** How environmental conditions and life experiences impinge on mature brain circuits to elicit adaptive responses that favor the survival of the organism remains an outstanding question in neurosciences. Epigenetic regulators are thought to contribute to neuroadaptation by initiating or enhancing adaptive gene programs. In this article, we examined the role of CREB binding protein (CBP) and p300, two paralogous transcriptional coactivators and histone acetyltransferases involved in cognitive processes and intellectual disability, in neuroadaptation in adult hippocampal circuits. Our experiments demonstrate that CBP, but not its paralog p300, plays a highly specific role in the epigenetic regulation of neuronal plasticity gene programs in response to stimulus and provide unprecedented insight into the molecular mechanisms underlying neuroadaptation.

## Introduction

Activity-driven transcriptional and epigenetic mechanisms serve many processes in the adult brain, including the modulation of synaptic plasticity and memory, and the adaptation to environmental conditions (Gräff and Tsai, 2013; Lopez-Atalaya and Barco, 2014; Yap and Greenberg, 2018; Fuentes-Ramos et al., 2021). These mechanisms can provide a molecular substrate for enduring changes in the behavior of an animal by fine-tuning gene expression according to the neuronal activation history (Fernandez-Albert et al., 2019; Marco et al., 2020). The ubiquitous detection of transcriptional dysregulation and chromatin alterations in disorders associated with cognitive impairments and maladaptive behaviors further highlights the relevance of these mechanisms in cognition (Bjornsson, 2015; Nestler et al., 2016).

Studies in humans and rodents have strongly linked the activity of the transcriptional coactivators CREB binding protein (CBP) and p300 with cognitive processes (Lopez-Atalaya et al., 2014). Both paralogous proteins have intrinsic lysine acetyltransferase (KAT) activity and are also known as KAT3A and KAT3B, respectively. Whereas the germinal loss of either of these proteins leads to early embryonic death (Yao et al., 1998), hemizygous mutations in the genes encoding for CBP and p300 are linked in humans to a rare intellectual disability disorder known as Rubinstein–Taybi syndrome (RSTS; Petrij et al., 1995; Roelfsema et al., 2005), and cause cognitive impairments and other syndromic features in mice (Alarcón et al., 2004; Viosca et al., 2010). Pharmacological experiments and genetic studies in which CBP is specifically eliminated during development or in the early postnatal brain have later shown that cognitive impairments are not exclusively derived from developmental defects and pointed to a role for these proteins in neuronal plasticity in the adult brain (Chen et al., 2010; Barrett et al., 2011; Valor et al., 2011). However, the gene ablation strategies used in those studies produced mosaic recombination or triggered gene ablation in young neurons that are part of immature circuits still undergoing pruning and refinement (Semple et al., 2013), two processes in which CBP plays a critical role (del Blanco et al., 2019). These confounding factors complicate the interpretation of adult-specific functions. Compared with CBP, the impact of selectively eliminating p300 in forebrain neurons has been little investigated (Oliveira et al., 2011).

We have recently shown, using an efficient, inducible gene ablation approach, that CBP and p300 are jointly responsible for maintaining the active status of neuronal identity genes throughout life (Lipinski et al., 2020). Here, we used the same inducible gene ablation approach to investigate whether the individual elimination of CBP or p300 in forebrain neurons specifically compromised plasticity and adaptive processes in the adult brain. The combination of RNA-sequencing (seq) and ChIP-seq screens in the hippocampi of mice lacking CBP in excitatory neurons revealed deficits that reduced the transcriptional competence of genes linked to learning and memory. These transcriptional and epigenetic alterations correlated with impaired performance in several memory tasks. Furthermore, CBP-dependent gene dysregulation and behavioral deficits became more prominent in aged mice and in paradigms that involve a chronic or recurrent change in transcription induced by experience or environmental change. Comparative analysis with conditional knock-out mice for the CBP paralog p300 indicated that these functions are specific to CBP.

## Materials and Methods

### Mouse strains and treatments

The generation of *Crebbp*^f/f^ (Zhang et al., 2004), *Ep300*^f/f^ (Kasper et al., 2006), *Crebbp*^+/−^ (Tanaka et al., 1997), and CaMKIIα-creERT2 (Erdmann et al., 2007) mice have been previously described. We generated tamoxifen (TMX)-regulated, forebrain-restricted KO (referred to as ifKO) by crossing *Camk2*α-creERT2 and the corresponding floxed strains (Fig. 1*a*). CBP-ifKO mice and p300-ifKO mice express truncated proteins (CBP^stop523^ and p300^stop587^, respectively) that lack KAT activity and other critical domains involved in protein–protein interactions (Lipinski et al., 2020). The genetic background of all mice was C57BL/6J. Analyses were conducted in young adult (3- to 6-month-old) mice, except for those conducted in aged (15- to 20-month-old) mice (seen Fig. 3). Recombination of floxed alleles was induced by five intragastrical administrations of TMX (20 mg/ml dissolved in corn oil; Sigma-Aldrich) on alternate days (Fiorenza et al., 2016). In all our experiments with ifKOs, we used CaMKIIα-creERT2^–^ littermates treated with tamoxifen as controls. To induce status epilepticus (SE) by kainic acid (KA), we used two different protocols, as indicated: a single intraperitoneal injection of 25 mg/kg or progressive administration starting with 5 mg/kg and injecting 2.5 mg/kg with 20 min intervals until the animal reached twice the level 4 in the Racine scale or level 5 once (Umpierre et al., 2016). In the kindling experiment, we injected the mice with 45 mg/kg pentylenetetrazol (PTZ) in alternate days and evaluated their behavior during 15 min by using a modified Racine scale. In the enriched environment (EE) experiments, standard housing consisted of 30 × 15 × 11 cm clear cages occupied by up to five mice, while EE boxes were large white Plexiglas boxes (70 × 150 × 30 cm) occupied by up to 15 mice. We used natural materials, plastic tubing, running wheels, and toys to create an EE whose configuration was modified every 48 h shortly before the start of the dark cycle. Mice were maintained and bred under standard conditions, consistent with Spanish and European regulations and approved by the Institutional Animal Care and Use Committee.

### Behavior

For behavioral testing, we used adult mutant and control littermates of both sexes, except in the case of the EE experiments that were conducted exclusively with females to prevent the frequent fighting between males housed in an enriched environment. The open field (OF), elevated plus maze (EPM), and fear-conditioning tasks were performed as previously described (Viosca et al., 2009, 2010). The Porsolt and marble-burying (MB) tasks were also performed as described previously (Scandaglia et al., 2017). To study motor coordination and learning, mice were trained on a RotaRod (Ugo Basile) at a constant speed (4 rpm) four times per day during 2 d. In the novel object recognition (NOR) memory task, the procedure was similar to that described by Puighermanal et al. (2009): mice were habituated for 10 min to a white acrylic box (48 × 48 × 30 cm) 1 d before the training session. The next day, mice were exposed to a 10 min training session, and 24 h later to a 10 min test session. A three-chambered social test was performed as previously described (Ito et al., 2014). Mice were placed in the center chamber with access to both side chambers containing one empty cylinder and were allowed to freely explore the arena for 5 min (Hab). Then, a mouse with the same sex and age than the tested mouse (cage mate) was placed in one of the two empty cylinders (we systematically alternated left and right cylinders for the locations of the empty cylinder and the cage mate), and we allowed another 10 min of exploration. The interaction with the empty or the occupied cylinder was scored (sociability test). Subsequently, the tested mouse was returned to its home cage and an unfamiliar mouse was introduced into the empty cylinder to assess social recognition. Ten minutes later, the tested mouse was reintroduced in the same context, and we scored the time that the tested mice spent interacting with the familiar and novel mouse during 10 min (social recognition test). Spatial learning in the Morris water maze (MWM) was assessed in a circular tank (diameter, 170 cm) filled with opaque white water as previously described (Viosca et al., 2009). A platform of 10 cm diameter was submerged below the water surface in the center of target quadrant. Mice were monitored with the video-tracking software SMART (Panlab S.L.) during visual sessions (V; 3 d: V1 to V3), when the platform was visible, and during the hidden sessions (H; 9 d: H1 to H9). Each test had a maximum duration of 120 s; if the mouse did not reach the platform it was guided to it. Memory retention probe trials (PTs) of 60 s were performed at the beginning of day H5 (PT1) and 24 h after the last day of the MWM (H10, PT2). The MWM results (see Figs. 2, 8) correspond to experiments in which cohorts of ifKO mice and control littermates housed in a standard cage (SC) or an EE box were evaluated in parallel; the graphs seen in Figure 2 facilitate the comparison between genotypes, whereas those seen in Figure 8 highlight the housing effect on the different genotypes. Regarding statistical analyses, a nonparametric Mann–Whitney *U* test/Wilcoxon rank-sum test was used for pairwise comparison. Training curves were analyzed using repeated-measures ANOVAs including session as the within-subject factor and genotype as the between-subjects factor. Mean ± SEM values are presented in the figures. Additional statistical information for the behavioral testing is provided in Extended Data Figures 2-1, 3-1, and 8-1.

### Magnetic resonance imaging and histologic methods

Perfused mouse heads in agarose were examined in a horizontal 7 T scanner with a 30-cm-diameter bore (model Biospec 70/30 v, Bruker Medical), as previously described (Scandaglia et al., 2017). Nissl staining was conducted as previously described (Lopez de Armentia et al., 2007). In both techniques, the hippocampal area per slice was measured using ImageJ.

### Western blot and immunohistochemistry

Western blot (WB) and immunohistochemistry (IHC) analyses were conducted as previously described (Sanchis-Segura et al., 2009). The following primary antibodies were used in this study: anti-CBP [catalog #sc-583, Santa Cruz Biotechnology (chromatin immunoprecipitation [ChIP], 10 μg)]; anti-CBP [catalog #sc-369, Santa Cruz Biotechnology (WB, 1:500)]; anti-CBP [catalog #sc-7300, Santa Cruz Biotechnology (IHC, 1:100; WB, 1:500)]; anti-p300 [catalog sc-585, Santa Cruz Biotechnology (IHC, 1:100; ChIP, 10 μg)]; acetyl-histone antibodies specific for the pan-acetylated forms of H2A (K5, K9), H2B (K5, K12, K15, K20), H3 (K9, K14), and H4 (K5, K8, K12, K16) produced in our laboratory (WB, 1:500; Sanchis-Segura et al., 2009); commercially available antibodies against H3K9,14ac (06–599), H2B (07–371), H3 (05-499), H2BK15ac (07–343), and H2BK20ac (07–347), from Millipore; H2BK5me2 (catalog #ab17351, Abcam); H2BS14p (07–191), from Millipore; H3K27ac [catalog #ab4729, Abcam (IHC, 1:1000; WB, 1:1000; ChIP, 5 μg)]; anti-NeuN [catalog #MAB377, Millipore (IHC, 1:500)]; anti-GFAP Sigma G9269 (IHC: 1:200; ICC: 1:100); anti-Cre recombinase (Kellendonk et al., 1999; IHC: 1:500); anti-β-actin (F5441; WB, 1:1000). Biotinylated anti-mouse (1:500; catalog #B0529, Sigma-Aldrich) and anti-rabbit (1:3000; B8895, Sigma-Aldrich) antibodies were used in the DAB staining (catalog #11718096001, Sigma-Aldrich). Fluorophore-coupled secondary antibodies were acquired from Thermo Fisher Scientific and used in a dilution 1:400. Cell counting and length measurements were performed using ImageJ software.

### RNA-seq and quantitative real-time PCR assays

Quantitative real-time PCRs (qRT-PCRs) were performed as detailed in the study by Valor et al. (2011). All primer sequences are available on request. Each independent sample was assayed in duplicate and normalized using GAPDH levels. RNA-seq was performed as detailed in the study by Lipinski et al. (2020) with minimal modifications (i.e., single-end libraries; length, 50 bp; HiSeq 2500 Sequencer, Illumina). Information, for example, about the number of replicates and millions of reads per sample is shown in Extended Data Figure 1-1 (see Figs. 1, 7, 9, experiments). Alignment was performed with *STAR* (version 2.6.1) to mm10 (GRCm38) genome and only reads with mapq > 10 were considered for further analysis. Counts were quantified to exons using Rsubread and Mus_musculus.GRCm38.99.gtf from Ensembl. Differential expression analysis was performed with Deseq2 (version 1.30.1). For differentially expressed genes (DEGs) in p300-ifKO mice, each sample corresponded to total RNA from the hippocampus of individual p300-ifKO mice or control littermates (*n* = 3- to ∼4-month-old male mice). For DEGs in CBP-ifKO mice, we conducted the following three independent experiments: (1) each sample corresponded to total RNA from pooled hippocampi of three female mice housed in SCs (*n* = 3- to ∼4-month-old CBP-ifKO mice or control littermates); (2) samples corresponding to total RNA from hippocampus of individual saline-treated male mice in the kindling experiment (see Fig. 7; *n* = 3- to ∼4-month-old CBP-ifKOs or control littermates); and (3) samples correspond to total RNA from hippocampi of individual SC-housed female mice in the EE experiment (see Fig. 9; *n* = 3- to ∼4-month-old CBP-ifKOs or control littermates). For statistical analysis, we used the Wald test in Deseq2 to retrieve DEGs comparing control and CBP-ifKO mice. We identified as bona fide DEGs in CBP-ifKOs those genes retrieved in the three RNA-seq screens. In the RNA-seq screen for kindling-regulated transcripts (see Fig. 7), we also used the Wald in Deseq2 to retrieve DEGs comparing the PTZ45 versus saline conditions in both genotypes. The DEGs in the control group were used to elaborate on the heatmap seen in Figure 7*f*. In the RNA-seq screen for EE-regulated transcripts (see Fig. 9*a*), a likelihood rate test was performed with all the conditions in Deseq2. The design was Genotype + Environment + Genotype:Environment. We selected those genes presenting the main effect for environment and for genotype–environment interaction; outlayer genes were removed by increasing the cooksCutoff to 0.999, and genes with fold > |0.5| were selected.

### ChIP-seq and ChIP assays

ChIP-seq and ChIP-qPCR assays were performed as detailed in the studies by Lopez-Atalaya et al. (2013); Valor et al. (2013b) and Lipinski et al. (2020) using the following antibodies: H2B-ac (K5, K12, K15, K20; Sanchis-Segura et al., 2009), AcH27ac (catalog #ab4729, Abcam), H3K9,14ac (catalog #06-599, Millipore), RNAPII (catalog #sc-9001, Santa Cruz Biotechnology), and TFIIB acetylated at K238 (catalog #ab5210, Abcam). All primer sequences are available on request. ChIP-seq libraries were single-end, 50 bp in length, and sequenced in a HiSeq 2500 apparatus (Illumina). Information about, for example, the number of replicates and the millions of reads per sample is shown in Extended Data Figure 4-1 (Figs. 4, 5, 9, experiments). In the H3K27ac ChIP-seq screen (see Fig. 5), we used datasets from two different experiments, as follows: (1) comparison of samples corresponding to bulk chromatin from the hippocampus of individual (∼4-month-old) CBP-ifKO and control female mice housed in SC or EE (*n* = 2/group; i.e., 4 vs 4 in the genotype-based screen); and (2) samples corresponding to pooled samples from the hippocampi of three CBP-ifKO or control male mice (∼4 months old) housed in SCs (*n* = 2/group). We used the first experiment (with larger sample sizes) to retrieve the differentially acetylated regions (DARs; see Fig. 5*a*,*b*). The H3K27ac-enriched regions retrieved in that screen were used to normalize the second experiment. Both experiments retrieved similar results after normalization. The profiles seen in Figure 5, *a*, *d*, *e*, and *g*, correspond to the second experiment. For the H2Bac ChIP-seq screens, we used bulk chromatin from pooled hippocampi of three CBP-ifKO mice or three control male mice (*n* = 1/group); we also compared samples from *Crebbp*^+/−^ mice and their control littermates (bulk chromatin from pooled hippocampi of three male mice; *n* = 1/group). For the H3K9,14ac ChIP-seq screen, we used bulk chromatin from pooled hippocampi of three CBP-ifKO or three control male mice (*n* = 1/group). For the RNAPII, the ChIP-seq screen used bulk chromatin from the hippocampus of 1 CBP-ifKO or 1 control male mouse (*n* = 1/group). For the TFIIBac ChIP-seq screen, we used bulk chromatin from the hippocampus of 1 CBP-ifKO or 1 control male mouse (*n* = 1/group). For the H3K27ac ChIP-seq screen using sorted neuronal nuclei, the nuclei were isolated from the hippocampus of 1 control female mouse housed in SC or EE box (*n* = 1/group). In addition, we used the following datasets generated in previous studies: ChIP-seq for H3K4me3 (Scandaglia et al., 2017), CBP binding (Lipinski et al., 2020), and assay for transposase-accessible chromatin (ATAC)-seq (Fernandez-Albert et al., 2019) data in wild-type mice were downloaded from Gene Expression Omnibus (GEO; GSE85873, GSE133018, and GSE125068, respectively), and presented in the heatmaps (see Fig. 5*d*,*e*) and the IGV profiles (see Fig. 9*f*). Alignment was done with bowtie2 (version 2.3.4.3). Blacklist regions were removed, and only reads with mapq > 30 and aligned to nuclear chromosomes were used for further analysis. For peakcalling, macs2 was used, and counts were extracted with diffbind (version 3.0.15). Deseq2 was used for the DARs analysis (Fig. 5), using the likelihood rate test and removing the environment effect (EE vs SC) effect. Similar to the description of RNA-seq screen (see Fig. 9), we used Deseq2 and the design Genotype + Environment + Genotype:Environment in selecting regions that present the main effect for environment and for the interaction by selecting those with fold change > |0.25|. To generate normalized coverage tracks, scaling factors for each sample were obtained using Deseq2 sizeFactors. In those cases where samples libraries differences were >5%, we scaled coverages using deeptools and 1/Deseq2 value in the scaleFactor argument. The genomic tracks corresponding to dKAT3-ifKOs ATAC-seq were downloaded from GSE133018 (Lipinski et al., 2020). In all other cases, Reads per Genomic Content was used for normalization. ChipPeakAnno (v 3.20.1) package was used for annotation of ChIP peaks to genomic features. Homer (version 4.10) was used to obtain the number of normalized reads (see Fig. 5*i*, boxplot); these values were plotted using GraphPad, and the Wilcoxon rank-sum test (Wilcox.test one tail with alternative = “greater”) was used for statistical analysis. The selection of 200 random genes expressed in neurons was obtained from the set of genes with more than five transcripts per million in the nuRNA-seq dataset in the study by Fernandez-Albert et al. (2019).

### Other bioinformatic analyses

In both RNA-seq and ChIP-seq experiments, Fastqc (version 0.11.8) was used for quality control of next-generation sequencing (NGS) data, and adapter trimming was performed with trim_galore (version 0.6.4_dev). Reads were aligned to mm10 (GRCm38) as indicated above. Aligned files were processed using samtools (version 1.7) and deeptools (version 3.5.0). IGV (version 2.6.3) was used for visualization and interactive exploration of genomic data. Statistical analyses of RNA-seq and ChIP-seq data were performed in R (version 3.6.1). Gene ontology enrichment analyses were performed with WebGestalt; in the H3K27ac analysis, the weighted set cover option was selected to retrieve the gene ontology (GO) terms.

### Experimental design and statistical analysis

The experimenters were blind to genotypes, and the result of the PCR-based genotyping was provided as a factor for statistical analysis of the behavioral data. All statistical analyses were two tailed except when indicated otherwise. *p* Values or *p*-adjusted values were considered significant at *p* < 0.05 except when indicated otherwise. Mean ± SEM values and percentages are presented in bar graphs. Additional information concerning the experimental design of individual experiments, including the precise statistical tests, and the statistical software used to perform analyses is provided in previous Materials and Methods subsections, an extended data table, and the corresponding figure legends.

### Data availability

The accession number at GEO for the RNA-seq and ChIP-seq datasets reported in this article is GSE200594. In addition, we used the datasets GSE43439, GSE85873, GSE133018, and GSE125068 in specific comparisons.

## Results

### Loss of CBP, but not p300, causes the downregulation of plasticity genes

TMX-treated CBP-ifKO mice showed widespread loss of CBP immunoreactivity in pyramidal and granular neurons in the hippocampus a few weeks after TMX treatment (Fig. 1*a–c*). Other brain regions that also express the Camk2a-creERT2 driver and are known to play a role in learning and memory processes, such as the amygdala and cortex, also lost CBP immunoreactivity, whereas areas in which the driver is not active, such as the cerebellum and the basal ganglia, were spared. Similar results were observed in p300-ifKOs when antibodies against p300 were used (Fig. 1*a*; Lipinski et al., 2020, their Supplementary Fig. S1A,B).

**Figure 1.**
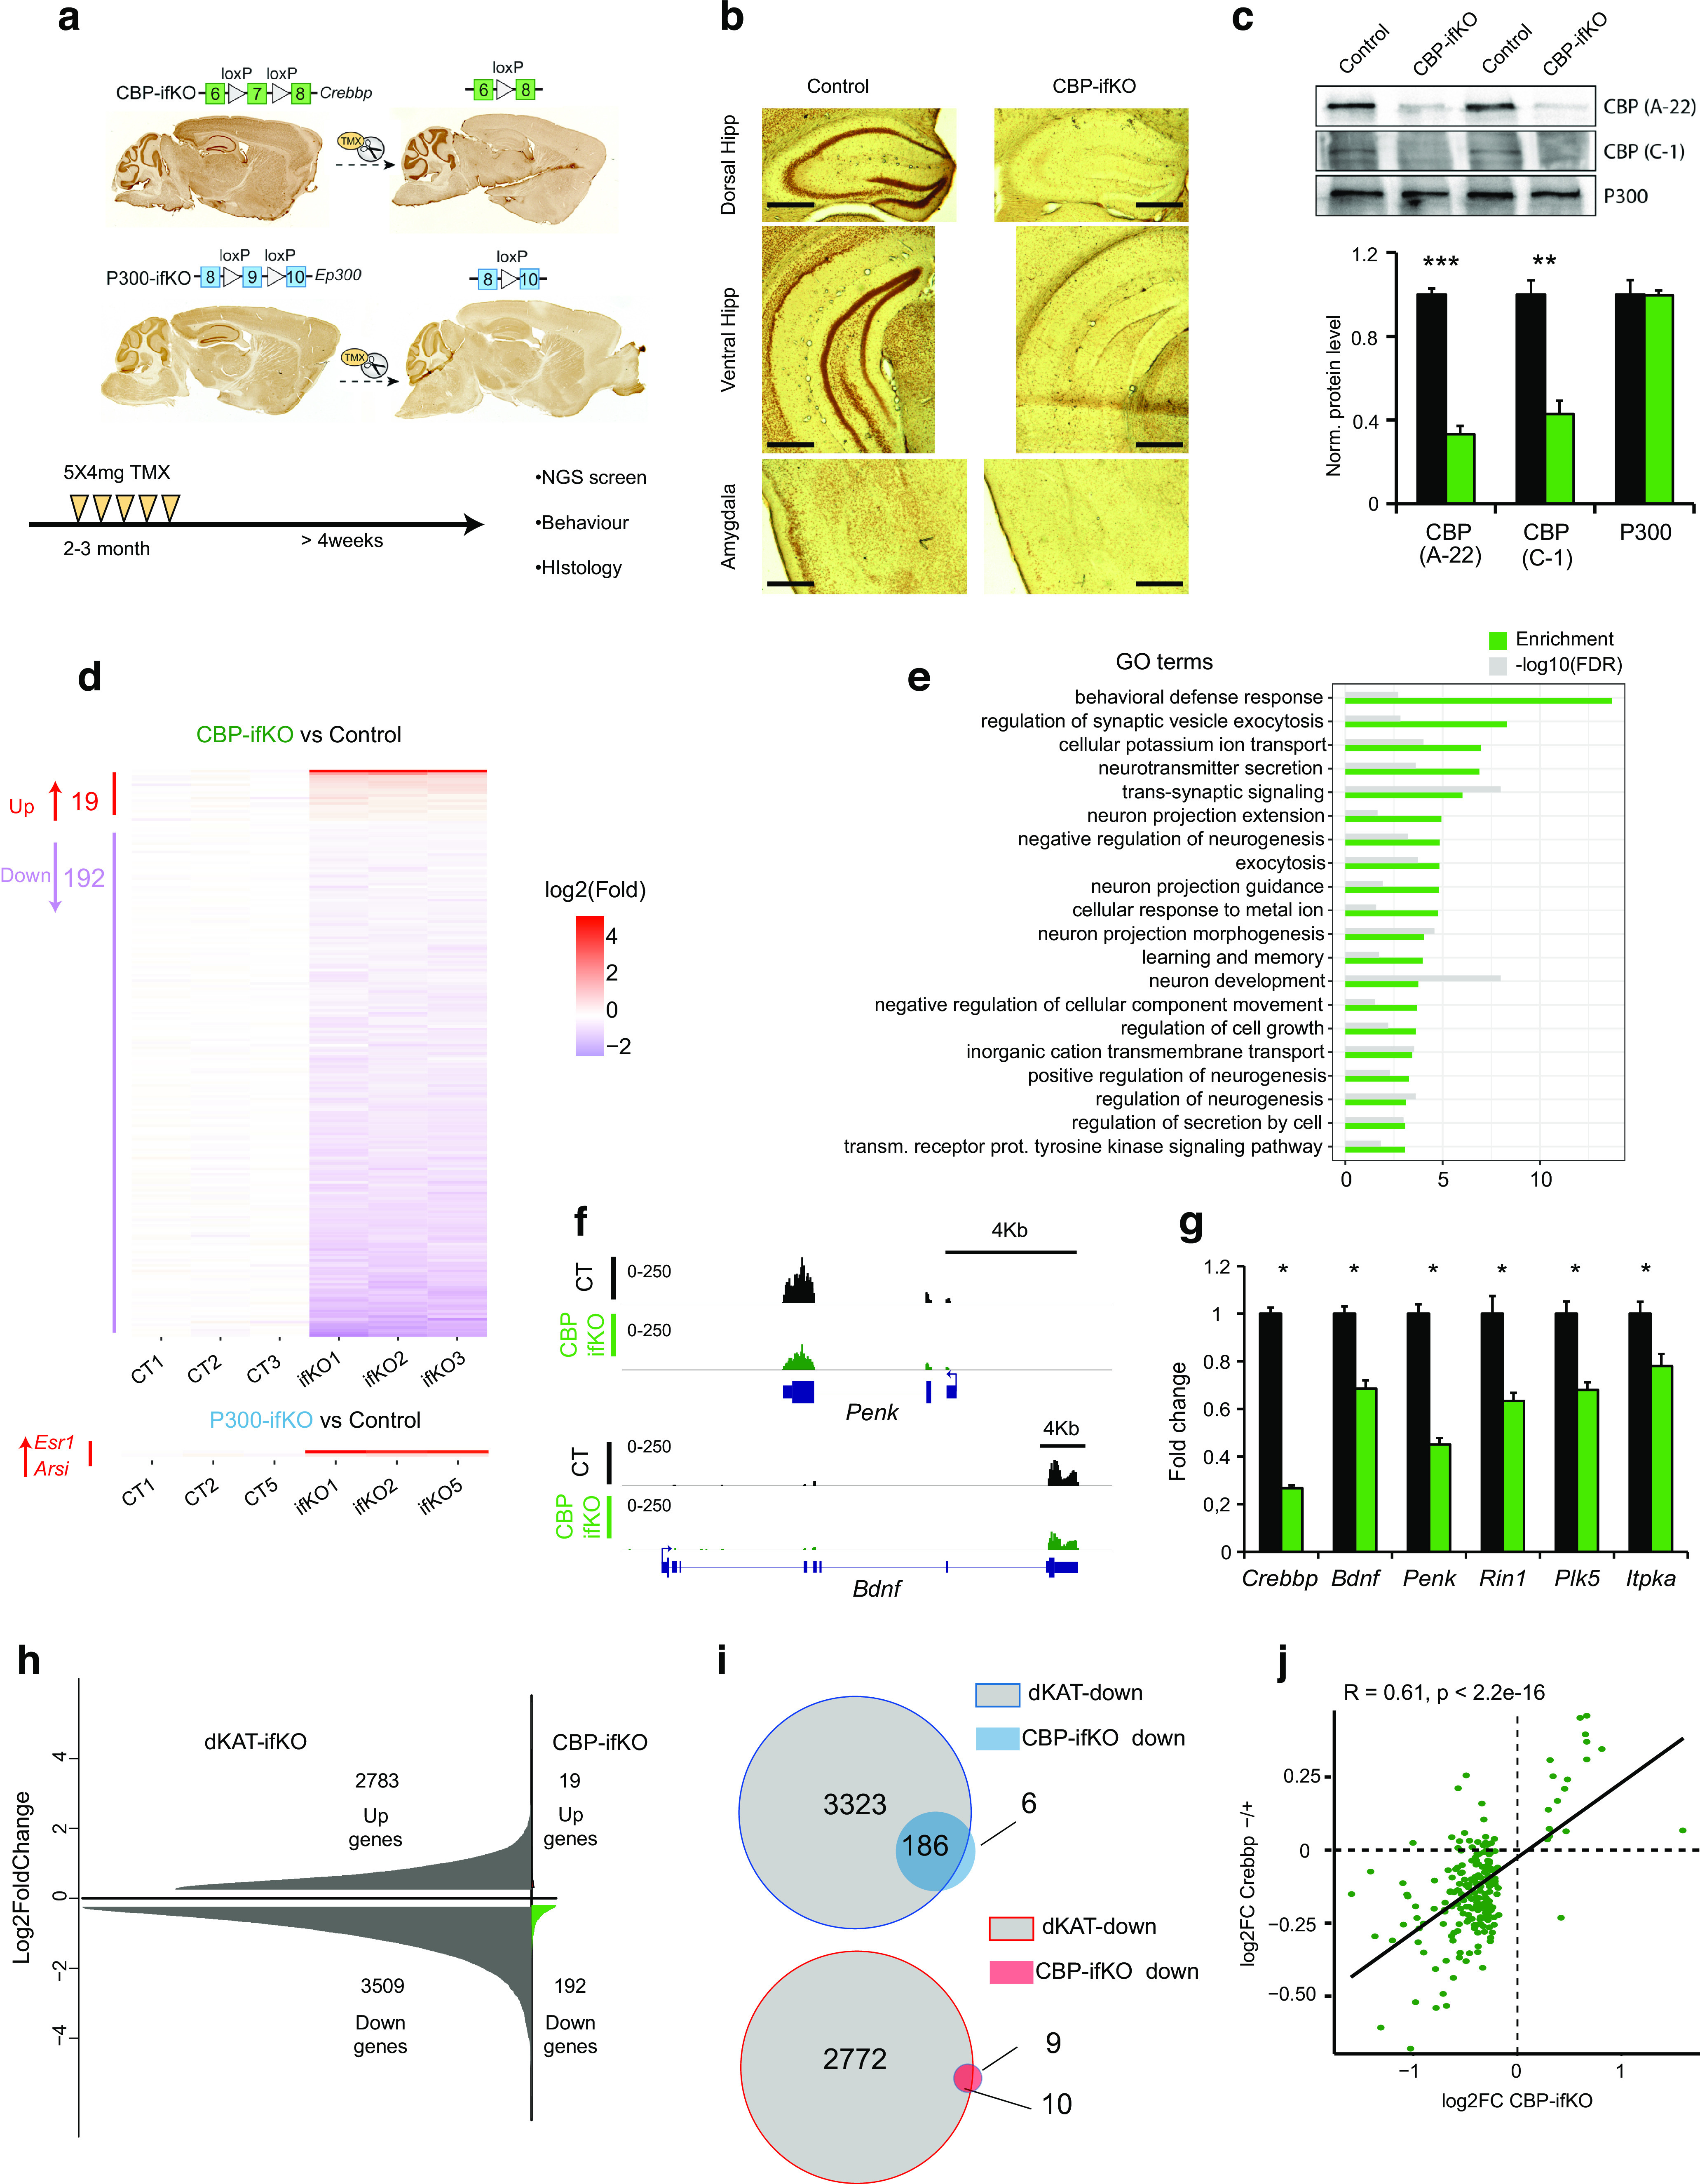
CBP, but not p300, is necessary for the normal expression of neuronal plasticity-related genes. ***a***, Scheme presenting the genetic strategy for the generation of CBP-ifKOs and p300-ifKOs illustrated with the immunostaining of sagittal brain slices of control and ifKOs that demonstrate the loss of CBP or p300 in areas where the Camk2a-creERT2 transgene is expressed. ***b***, IHC analysis demonstrated the loss of CBP in pyramidal and granular cells in the hippocampus of young adult (3- to 6-month-old) ifKO mice. Gene ablation is also appreciable in amygdala and cortex, but not in brain areas where the Cre recombinase is not expressed. Scale bar, 500 µm. ***c***, WB of CBP-ifKO (green bars) and control (WT, black bars) hippocampal protein extracts confirmed the loss of CBP expression in young adult (3- to 6-month-old) CBP-ifKOs using two different antibodies against CBP. No upregulation of p300 was observed. ***d***, RNA-seq was used for the differential expression profiling of CBP-ifKOs and control littermates (Extended Data Figs. 1-1, 1-2, additional details). Heatmap representations of upregulated and downregulated genes in young adult (3- to 6-month-old) CBP-ifKOs (top panel) and p300-ifKOs (bottom panel) referred to their respective control littermates. The creERT2 driver-related genes *Esr1* and *Arsi* are the only genes differentially expressed in p300-ifKOs. ***e***, GO analysis of downregulated genes in CBP-ifKOs. The top 20 GO biological process terms are shown. ***f***, IGV profiles of two representative genes downregulated in CBP-ifKOs. ***g***, qRT-PCR assays confirmed the downregulation of CBP target genes in the hippocampi of CBP-ifKOs. ***h***, Comparison of DEG sets in dKAT3-ifKOs (*p*-adjusted < 0.05; no fold cutoff) and CBP-ifKOs. ***i***, Overlap between the sets of genes downregulated in dKAT3-ifKOs (*p*-adjusted < 0.05; no cutoff) and CBP-ifKOs. ***j***, The comparison of differential expression profiles in CBP-ifKO and *Crebbp*^+/−^ mice revealed a gene dose effect and showed that many DEGs in CBP-ifKOs were also reduced in heterozygous mice, although did not reach the threshold for significance. *p-value < 0.05; **p-value < 0.01; ***p-value < 0.001.

10.1523/JNEUROSCI.0970-22.2022.f1-1 Figure 1-1 RNA-seq samples generated in this study. Download Figure 1-1, XLSX file.

10.1523/JNEUROSCI.0970-22.2022.f1-2 Figure 1-2 Two sheets. ***a***, Downregulated genes in the CBP-ifKO RNA-seq. ***b***, Upregulated genes in the CBP-ifKO RNA-seq (see attached Excel file). Download Figure 1-2, XLSX file.

Although neither CBP-ifKOs nor p300-ifKOs displayed overt neurologic abnormalities after gene ablation, previous studies on conditional CBP KOs have shown that specific forms of neuronal plasticity were compromised by the loss of CBP (Chen et al., 2010; Barrett et al., 2011; Valor et al., 2011; Lipinski et al., 2019). 

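The counts analyzed for CBP-ifKOs come from the last of the 3 CBP-ifKO screens, in which the hippocampus of each SC-housed female mouse was sequenced on its own. There were 3 CBP-ifKOs and 3 control littermates, and each library was sequenced in 2 runs as 50 bp single-end reads. The authors trimmed the reads, aligned them with STAR to mm10, kept alignments with a mapping quality above 10, and counted the reads on exons with Rsubread and the Ensembl annotation. The deposited values are these counts per gene, without normalization and, by the column names, with the 2 runs of each animal merged. Whether the counting was strand specific is not named in the paper's text. Among the genes examined for it, Bdnf, Penk, Camk4, Dcdc2b, Hopx, Dsp and Zmym1 share exonic sequence with a gene on the opposite strand. The libraries of the control mice held between 27056070 and 27833707 counts, with a median of 27553372. The libraries of the CBP-ifKOs held between 28582210 and 36882312 counts, with a median of 32929808. Every count in the CBP-ifKO libraries was an even number, whereas between 54.0% and 54.4% of the nonzero counts in the control libraries were odd, so the CBP-ifKO counts were also analyzed after division by 2, which left between 14291105 and 18441156 counts per library. A floor of 3 counts corresponded to between 0.0813 and 0.111 CPM across the 6 libraries, a limit that covers counting error alone. In the CBP-ifKO libraries, where every count was even, a count of 3 cannot occur. The floor is too low there if reads were counted more than once. Genotypes were compared with edgeR's quasi-likelihood test after TMM normalization, on the 17532 genes that passed edgeR's expression filter, with Benjamini-Hochberg adjustment. As a check of the sample labels, Crebbp (ENSMUSG00000022521), the gene deleted in CBP-ifKOs, lies on chromosome 16 from 4081328 to 4213997 of GRCm38. It had 75.5 ± 5.78 CPM (SD, n = 3) in control mice and 50.7 ± 0.796 (SD, n = 3) in CBP-ifKOs. Its log2 fold change was -0.58 (standard error 0.06, adjusted p = 5.42e-04 from edgeR's quasi-likelihood test). For Ep300, which encodes p300, the log2 fold change was 0.18 (standard error 0.11, adjusted p = 0.394 from the edgeR test), and without control replicate 2 it was 0.36 with an adjusted p of 0.00593.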

We conducted RNA-seq screens in the hippocampus of CBP-ifKOs, p300-ifKOs, and their control littermates 1 month after inducible gene ablation in adult excitatory neurons to explore the specific impact of eliminating either one of these coactivators at the whole-transcriptome level (Fig. 1*a*, bottom scheme, Extended Data Fig. 1-1). The screen for bona fide CBP-regulated genes (based on three independent RNA-seq experiments) retrieved >200 genes deregulated in the hippocampus of CBP-ifKOs (Fig. 1*d*, top; adjusted *p*-value < 0.05). In contrast, the loss of p300 in mature hippocampal neurons did not cause significant changes in gene expression (Fig. 1*d*, bottom; adjusted *p*-value < 0.05) except for the upregulation of the genes *Arsi* and *Esr1* (also detected in CBP-ifKOs), which is a feature of Camk2a-creERT2 transgenics (*Arsi* is adjacent to the Camk2a promoter and is part of the BAC used to create this Cre-driver strain; the upregulation of *Esr1* is limited to the exons that are part of the creERT2 chimeric construct). 

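In the SC-housed mice, 968 genes had an adjusted p-value below 0.05 between genotypes, of which 264 were increased and 704 decreased in CBP-ifKOs. The number ranged from 399 to 1908 across the 6 fits that each left out 1 mouse. The paper's bona fide list in Extended Data Figure 1-2 holds 192 decreased and 19 increased genes, and all 211 were tested here. All of them changed in the listed direction. With adjustment over all genes tested, 171 of the decreased and 16 of the increased genes had an adjusted p-value below 0.05. With adjustment over the list alone all 211 did, which carries no information on stability because the list was drawn in part from these same libraries. The median log2 fold change of the decreased genes was -0.40, with values from -1.60 to -0.18. The genes that follow were chosen from all 968, and Car12, Arsi and Gm6472 are not in the paper's list. Among the decreased genes whose groups did not overlap, Rgs14 (ENSMUSG00000052087, chromosome 13 from 55369732 to 55384687) had the smallest p-value. It fell from 111 ± 4.94 CPM (SD, n = 3) in controls to 51.5 ± 2.83 (SD, n = 3) in CBP-ifKOs, a log2 fold change of -1.10 (standard error 0.06). Thbs3 and Car12 came next, with log2 fold changes of -1.06 and -1.13, and the 3 genes had adjusted p-values of 5.27e-06, 1.12e-05 and 1.12e-05 in the edgeR test. Among the increased genes, Esr1 (ENSMUSG00000019768, chromosome 10 from 4611593 to 5005614) rose from 4.82 ± 0.886 to 74.8 ± 3.64 CPM (SD, n = 3 per group), a log2 fold change of 3.96 (standard error 0.10, adjusted p = 1.99e-09 from edgeR). Arsi (ENSMUSG00000036412, chromosome 18 from 60911780 to 60918561) rose from 1.14 ± 0.149 to 6.92 ± 1.67 CPM, a log2 fold change of 2.60 (standard error 0.22, adjusted p = 9.16e-05 from edgeR). The counts are per gene, so they do not show which exons of Esr1 carried the additional reads. The other increased gene among the 3 with the smallest p-values was Gm6472, which the annotation lists as a transcribed processed pseudogene on chromosome X. Its log2 fold change was 2.40 (standard error 0.15, adjusted p = 1.03e-05 from edgeR). Gm6472 did not pass between genotypes in EE-housed mice, with 4.23 ± 4.73 CPM (SD, n = 3) in controls and 6.26 ± 3.81 in CBP-ifKOs.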

GO analysis of the 192 downregulated genes in CBP-ifKOs retrieved a strong enrichment for terms related to neuronal growth, learning and memory, and synaptic transmission (Fig. 1*e*). 

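Bdnf, Nptx2, Penk and Pdyn were compared between genotypes in the SC-housed mice, with normalized counts given as mean ± SD of 3 mice, positions in GRCm38 and adjusted p-values from edgeR's quasi-likelihood test. Bdnf (ENSMUSG00000048482) lies on chromosome 2 from 109674700 to 109727007, and its exons share sequence with Gm45346 on the opposite strand. It had 49.5 ± 4.81 CPM in controls and 31.6 ± 1.95 in CBP-ifKOs, a log2 fold change of -0.65 (standard error 0.08, adjusted p = 0.00102). Nptx2 (ENSMUSG00000059991) lies on chromosome 5 from 144545902 to 144557478. It had 16.9 ± 2.49 CPM in controls and 8.37 ± 0.479 in CBP-ifKOs, a log2 fold change of -1.01 (standard error 0.12, adjusted p = 6.35e-04). Penk (ENSMUSG00000045573) lies on chromosome 4 from 4133531 to 4138819, encodes proenkephalin and shares exonic sequence with A830012C17Rik on the opposite strand. It had 22.5 ± 1.63 CPM in controls and 11.0 ± 0.672 in CBP-ifKOs, a log2 fold change of -1.03 (standard error 0.09, adjusted p = 9.93e-05). Pdyn (ENSMUSG00000027400) lies on chromosome 2 from 129686565 to 129699844 and encodes prodynorphin. It had 16 ± 2.3 CPM in controls and 5.98 ± 0.622 in CBP-ifKOs, a log2 fold change of -1.42 (standard error 0.13, adjusted p = 1.27e-04). Every control mouse had a higher value than every CBP-ifKO for each of the 4 genes (exact two-sided permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). Across the 11 alternatives run for each gene, which included leaving out each mouse in turn and halving the CBP-ifKO counts, the highest adjusted p was 0.0107, for Bdnf.

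**Figure D1:**
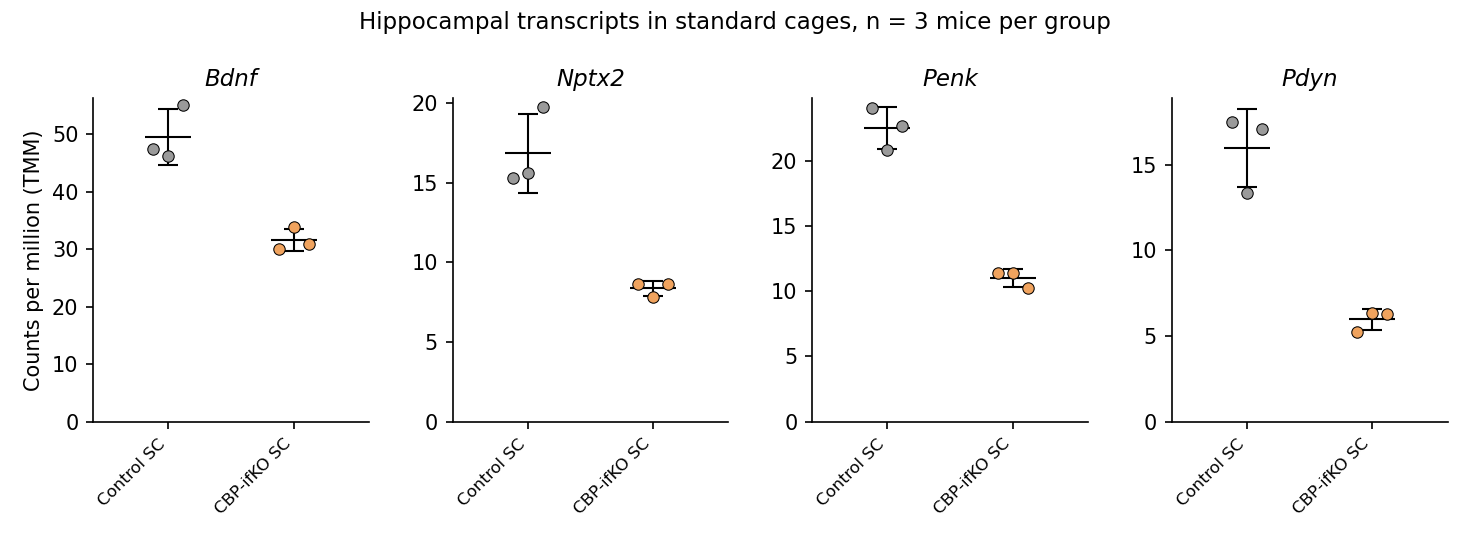
CPM of Bdnf, Nptx2, Penk and Pdyn in the hippocampus of SC-housed control mice and CBP-ifKOs, with 1 point per mouse and the mean ± SD of 3 mice. The CBP-ifKOs lie between 30.1 and 33.8 for Bdnf, below every control mouse.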

For instance, several activity-regulated genes encoding important plasticity-related factors (Fernandez-Albert et al., 2019), such as the brain-derived neurotrophic factor (BDNF), neuronal pentraxin (Nptx2), and the neuropeptides enkephalin and dynorphin, were consistently downregulated (Fig. 1*f*, Extended Data Fig. 1-2). Many of the affected genes are included in the group of so-called late response genes (LRGs). The transcripts encoding postsynaptic proteins, such as C1ql2, calmodulin kinases, and serotonin and somatostatin receptors, were also reduced, suggesting that synaptic plasticity is altered in CBP-ifKOs. In contrast, the set of upregulated genes (only 19 genes) was not enriched in any biological process or molecular function. 

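C1ql2 (ENSMUSG00000036907) lies on chromosome 1 from 120340582 to 120343174, and its level fell from 66.4 ± 7.41 to 21.9 ± 3.93 CPM (SD, n = 3 mice per genotype). Its log2 fold change was -1.60 (standard error 0.12, adjusted p = 3.44e-05 from edgeR's quasi-likelihood test). The calmodulin kinase genes of the bona fide list had log2 fold changes of -0.91 for Camk1g, -0.62 for Camkk1, -0.58 for Camkk2, -0.44 for Camkv and -0.33 for Camk4. Their adjusted p-values in the same order were 8.37e-05, 1.55e-04, 7.18e-04, 0.00233 and 0.0680 in the edgeR test. Camk4, which shares exonic sequence with 2310026I22Rik on the opposite strand, was the one kinase gene not past the threshold, and without control replicate 3 its adjusted p was 0.0401. Camk2n1, also in the list, had a log2 fold change of -0.36 (standard error 0.06, adjusted p = 0.00808 from edgeR). Without CBP-ifKO replicate 2 or 3 its adjusted p rose to 0.0555 and 0.0502. Htr1a, on chromosome 13 from 105443639 to 105448122, fell from 44.9 ± 3.66 to 30.4 ± 5.10 CPM, a log2 fold change of -0.57 (standard error 0.11, adjusted p = 0.0122 from edgeR). Sstr1, on chromosome 12 from 58211772 to 58214444, fell from 12.7 ± 1.4 to 7.81 ± 1.07 CPM, and Sstr3, on chromosome 15 from 78537008 to 78544685, from 45.6 ± 4.77 to 30.9 ± 2.74. The log2 fold changes of the somatostatin receptor genes were -0.70 and -0.56, with adjusted p-values of 0.00828 and 0.00432 from edgeR. From the reduced levels of these transcripts, the paper proposes a change in synaptic plasticity.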

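In the SC-housed mice, the 19 increased genes of the list had a median log2 fold change of 0.47. The genes not past the threshold in the edgeR test were Cpne9, Pcdhb9 and Rreb1, chosen like Frem3 after their values were seen, with log2 fold changes of 0.45, 0.31 and 0.29 and adjusted p-values of 0.115, 0.0864 and 0.143. Frem3 had a log2 fold change of 1.59 (standard error 0.22, adjusted p = 0.00235 from edgeR), the largest of the 19 after Esr1.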

We confirmed some of these changes in independent qRT-PCR assays (Fig. 1*g*).

Note that although the transcriptional dysregulation in CBP-ifKOs affected genes of great relevance in plasticity, the changes were relatively weak when compared with those observed in double ifKOs for CBP and p300 (called dKAT3-ifKOs) in which thousands of genes were severely dysregulated and many changes were greater than twofold (Lipinski et al., 2020; Fig. 1*h*). This comparison indicates that the expression of p300 compensated for the loss of CBP in >95% of the genes (Fig. 1*i*). Furthermore, comparison with a differential expression screen in *Crebbp*^+/−^ mice (Lopez-Atalaya et al., 2011) revealed that the set of genes downregulated in CBP-ifKOs also showed a global trend toward downregulation in hemizygous mice (Fig. 1*j*), thereby underscoring the potential relevance of these transcriptional changes in RSTS etiopathology. Overall, these analyses demonstrate that the expression of a subset of plasticity genes, including genes as relevant as *Bdnf*, *Penk*, and *Nptx2*, is highly dependent on CBP levels.

### Loss of CBP, but not p300, causes cognitive impairments

We next conducted a detailed behavioral characterization of CBP and p300-ifKOs to assess how the regulated ablation of these genes in the adult brain affected multiple behavioral traits (Fig. 2*a*, Extended Data Fig. 2-1). CBP-ifKOs did not show any difference in locomotion or anxiety behavior in an OF (Fig. 2*b*). Anxiety in the EPM task (Fig. 2*c*), motor coordination in the RotaRod (Fig. 2*d*), and depressive-like behaviors in the Porsolt forced swim test (Fig. 2*e*) were also unaffected. However, CBP-ifKOs displayed significantly less MB behavior than their control littermates (Fig. 2*f*). Loss of CBP in the excitatory forebrain neurons also caused impairments in cognitive tasks, such as NOR memory (Fig. 2*g*) and social recognition memory (Fig. 2*h*), while spatial navigation in the MWM (Fig. 2*i*) and contextual and cued fear conditioning (FC) memory were unaffected (Fig. 2*j*). In contrast, the p300-ifKOs did not show any significant difference in locomotion, anxiety, depression, marble-burying behavior, or memory tasks (Fig. 2*k–s*).

**Figure 2.**
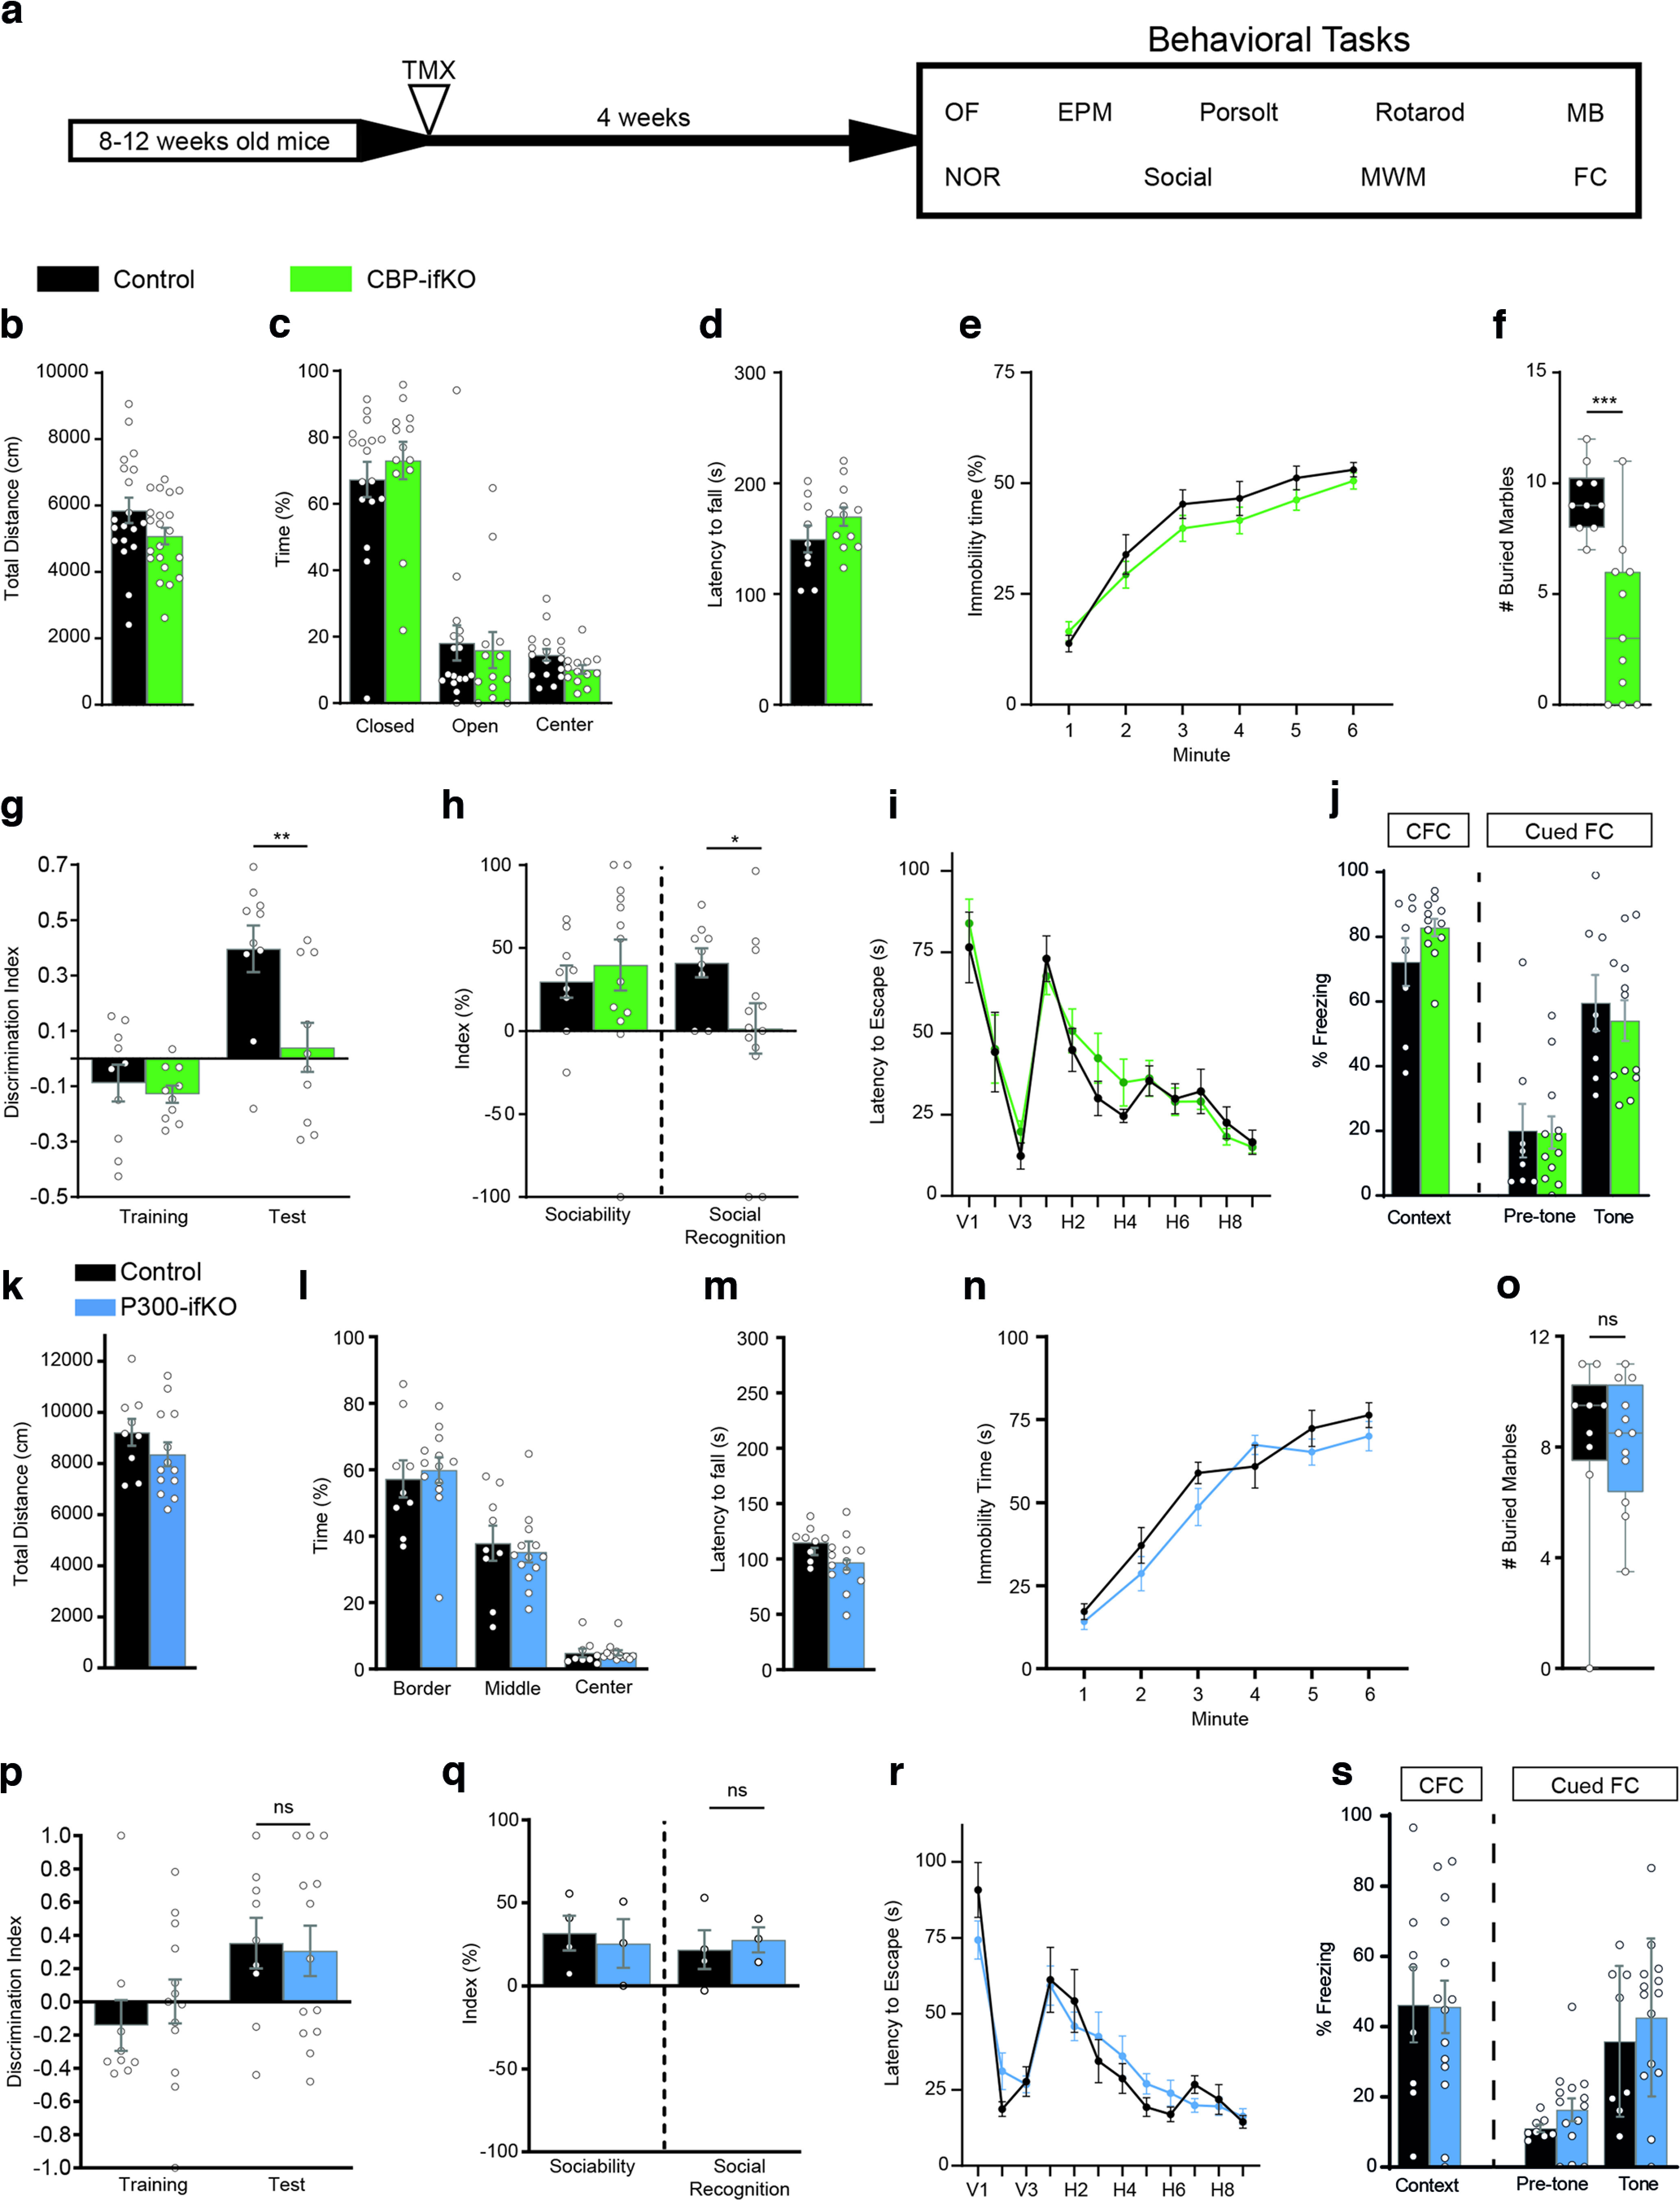
The loss of CBP, but not p300, in forebrain principal neurons causes cognitive deficits. ***a***, Scheme indicating the age at the time of TMX administration to trigger gene ablation, the interval until behavioral testing, and the battery of behavioral tasks (Extended Data Fig. 2-1, additional detail). Experiments were performed in young adult (3- to 6-month-old) mice. ***b***, Behavior in an open field evaluated as total distance traveled. ***c***, No difference in time spent in the center, closed and open arms in the elevated plus maze test. ***d***, Latency to fall in the RotaRod test. ***e***, Percentage of immobility time in the Porsolt forced swimming task. ***f***, Number of balls buried in the marble-burying task. ***g***, Discrimination index during training and testing in the novel object recognition memory task. ***h***, The sociability index reflects the preference of the animal for interacting with another mouse rather than an object, whereas the social recognition index reflects the preference of the animal for interacting with an unfamiliar mouse in the social recognition memory task. ***i***, Graph presents the daily average latency to find the platform in the MWM task. V, Visible platform; H, hidden platform. ***j***, Performance in the contextual and cued fear-conditioning tasks measured as freezing 24 h after training. ***k***, ***l***, Normal behavior of p300-ifKOs in an open field, no differences in overall activity (***a***) or anxiety measured as time near the wall (***b***). ***m***, Normal behavior of p300-ifKOs in the RotaRod. ***n***, Normal behavior of p300-ifKOs in the Porsolt forced swimming task. ***o***, Normal behavior of p300-ifKOs in marble-burying task. ***p***, Normal performance of p300-ifKOs in the novel object recognition task. ***q***, Normal performance of p300-ifKOs in the sociability and social recognition task. ***r***, p300-ifKOs show no differences in learning and memory in the MWM. The panel shows only the latency curve, but similarly no difference was observed in different parameters during the visible and hidden platform tasks and the probe trials. ***s***, Normal performance of p300-ifKOs in the fear conditioning task. ns: non significant; *p-value < 0.05; **0.001 < *p*-value < 0.01; ***p-value < 0.001.

10.1523/JNEUROSCI.0970-22.2022.f2-1 Figure 2-1 Extended information on statistical analysis of behavioral experiments in Figure 2. Download Figure 2-1, XLSX file.

Overall, these experiments demonstrate that CBP, but not p300, is required in adult excitatory neurons for optimal performance in different cognitive tasks that rely on spontaneous exploratory behavior. These results extend previous observations in noninducible CBP forebrain-specific KOs (Chen et al., 2010; Valor et al., 2011) and provide conclusive evidence for a pivotal contribution of CBP to adult cognitive function independent of its roles during brain development and maturation.

### Progression of neurologic phenotypes with aging

We extended the neurologic characterization of CBP-ifKOs to older mice. More than 1 year after gene ablation, the reduction in body weight observed in young CBP-ifKO males when compared with control littermates became highly significant and was detected also in females (Fig. 3*a*). Aged CBP-ifKOs, like the younger ones, displayed significant deficits in some LRGs, such as *Bdnf* and *Nptx2*, but not in immediate early genes (IEGs), such as *Arc*, *Fos*, and *Npas4* (Fig. 3*b*,*c*). The chronic downregulation of plasticity genes triggered additional deficits. For instance, the brain of aged CBP-ifKOs showed a moderate atrophy of the ventral hippocampus area (Fig. 3*d*), although we did not detect any apparent neuronal loss (NeuN^+^ cells in CA1 field: Mann–Whitney *U* test = 7, *p* > 0.05 two tailed) or gliosis (Fig. 3*e*,*f*), which suggests a reduction of the hippocampal neuropil that is consistent with our GO analysis (Fig. 1*c*). Moreover, aged CBP-ifKOs displayed behavioral deficits not observed in younger mice, such as gait abnormalities (Fig. 3*g*), spatial learning deficits in the MWM (Fig. 3*h*) and deficient fear memory extinction (Fig. 3*i*,*j*, Extended Data Fig. 3-1). In conclusion, the analyses of elderly mice revealed a progressive deterioration with age, which is consistent with observations in RSTS patients (Stevens et al., 2011), and point to a role for deficient CBP activity in age-related brain pathologies.

**Figure 3.**
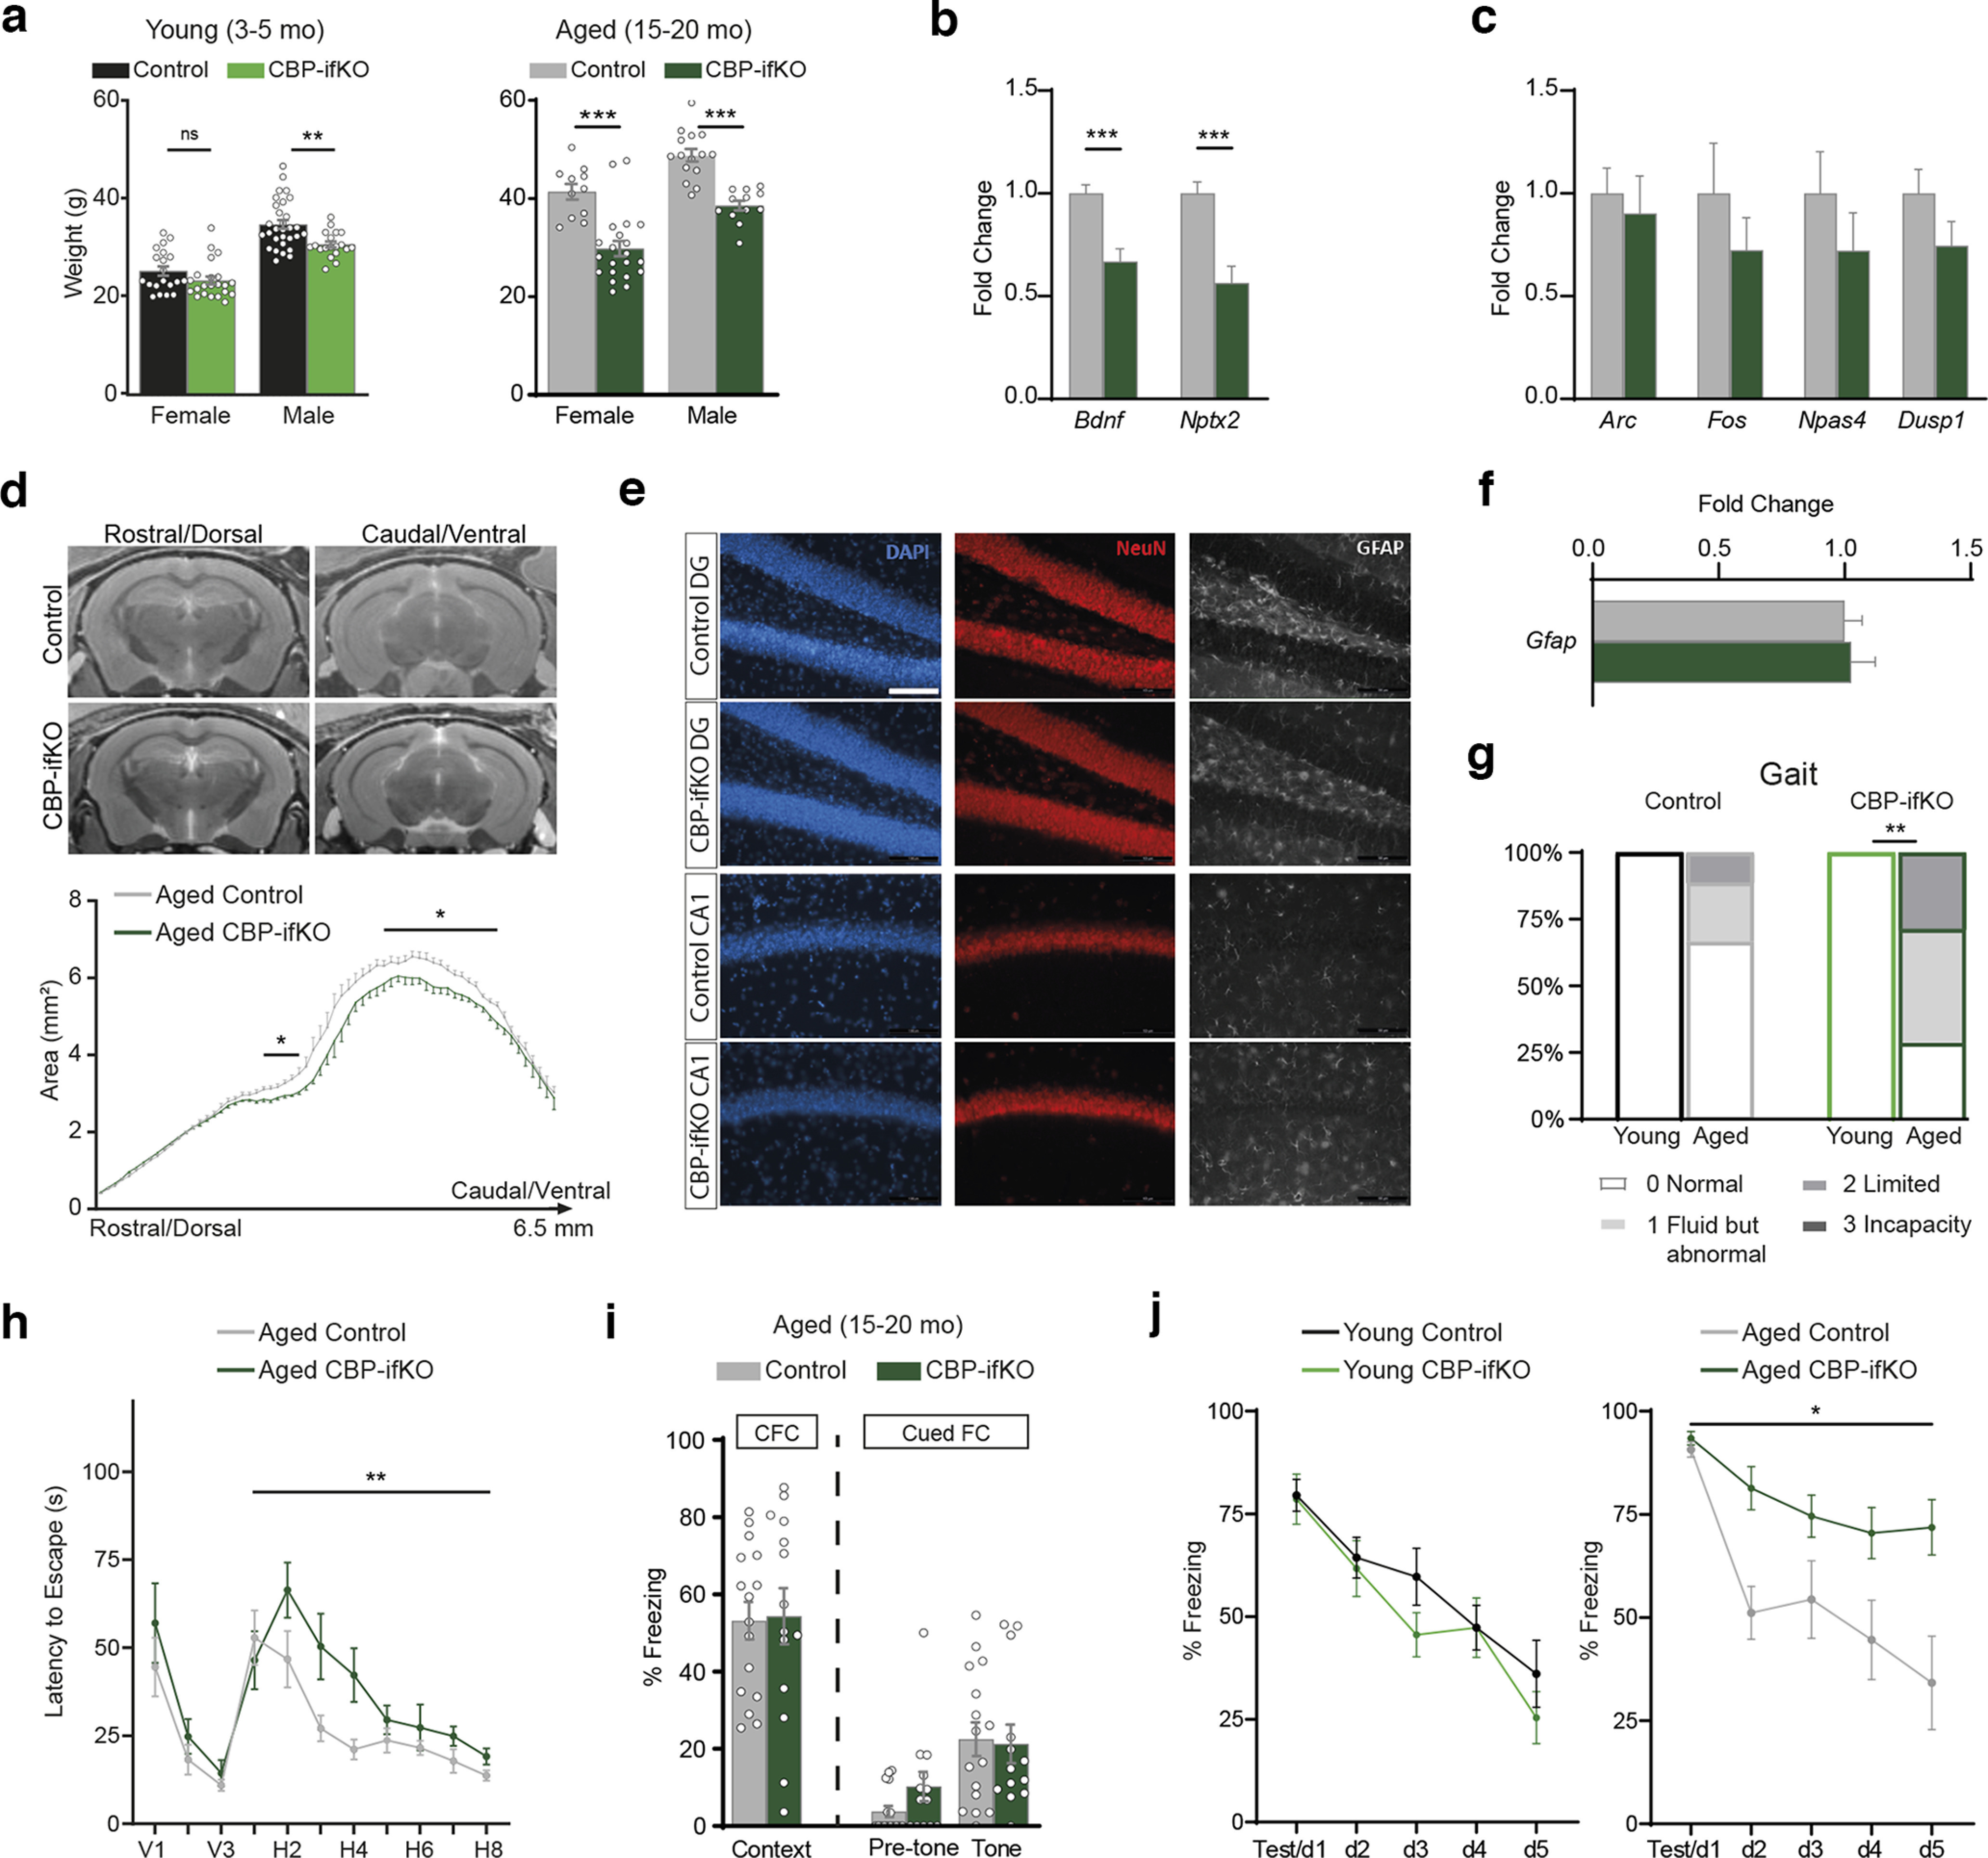
Aging worsens the neurologic deficits in CBP-ifKO mice. ***a***, Average weight in young adult and aged mice of both sexes. ***b***, qRT-PCR assays show the dysregulation of LRGs in aged (15- to 20-month-old) CBP-ifKOs, as previously shown in younger animals (compare Fig. 1*g*, results). ***c***, qRT-PCR assays show that several IEGs were not significantly downregulated at the basal state (Fig. 6*a*, Extended Data Fig. 1-2). ***d***, Representative coronal MR brain images of aged control and CBP-ifKO mice (top) and graph showing the comparison of hippocampal areas between both genotypes (bottom). ***e***, Immunostaining against GFAP and NeuN in the dentate gyrus (DG) and CA1 area of 15- to 20-month-old CBP-ifKOs and control littermates, revealed a normal histology and cellular composition, indicating no apparent gliosis or neurodegeneration in CBP-ifKOs. Scale bars, 100 µm. ***f***, qRT-PCR assay shows comparable levels of *Gfap* transcripts in 15- to 20-month-old CBP-ifKOs and control littermates, consistent with the absence of active gliosis in aged CBP-ifKOs. ***g***, Gait analysis in young adult and aged control and CBP-ifKO mice. ***h***, MWM escape latency graph in aged CBP-ifKOs and control littermates (Extended Data Fig. 3-1, additional detail). ***i***, Memory in the contextual FC (CFC) and cued FC tasks measured as freezing 24 h after training. ***j***, Fear conditioning and extinction in young adult (left) and aged (right) CBP-ifKOs and control littermates. ns: non significant; *p-value < 0.05; **0.001 < *p*-value < 0.01; ***p-value < 0.001.

10.1523/JNEUROSCI.0970-22.2022.f3-1 Figure 3-1 Extended information on statistical analysis of behavioral experiments in Figure 3. Download Figure 3-1, XLSX file.

### Impaired chromatin acetylation and recruitment of the transcriptional complex at plasticity-related genes

Previous Western blot analyses in *Crebbp*^+/−^ mice (Alarcón et al., 2004; Lopez-Atalaya et al., 2011) and CKIIcre/CBP^f/f^ mice (Valor et al., 2011) have shown that the loss of CBP causes a reduction of neuronal lysine acetylation that differentially affected specific residues in the nucleosome histone tails. We extended these analyses to the brains of CBP-ifKOs and found lysine acetylation deficits that affected histones H2A, H2B, and H3K27 (Fig. 4*a*).

**Figure 4.**
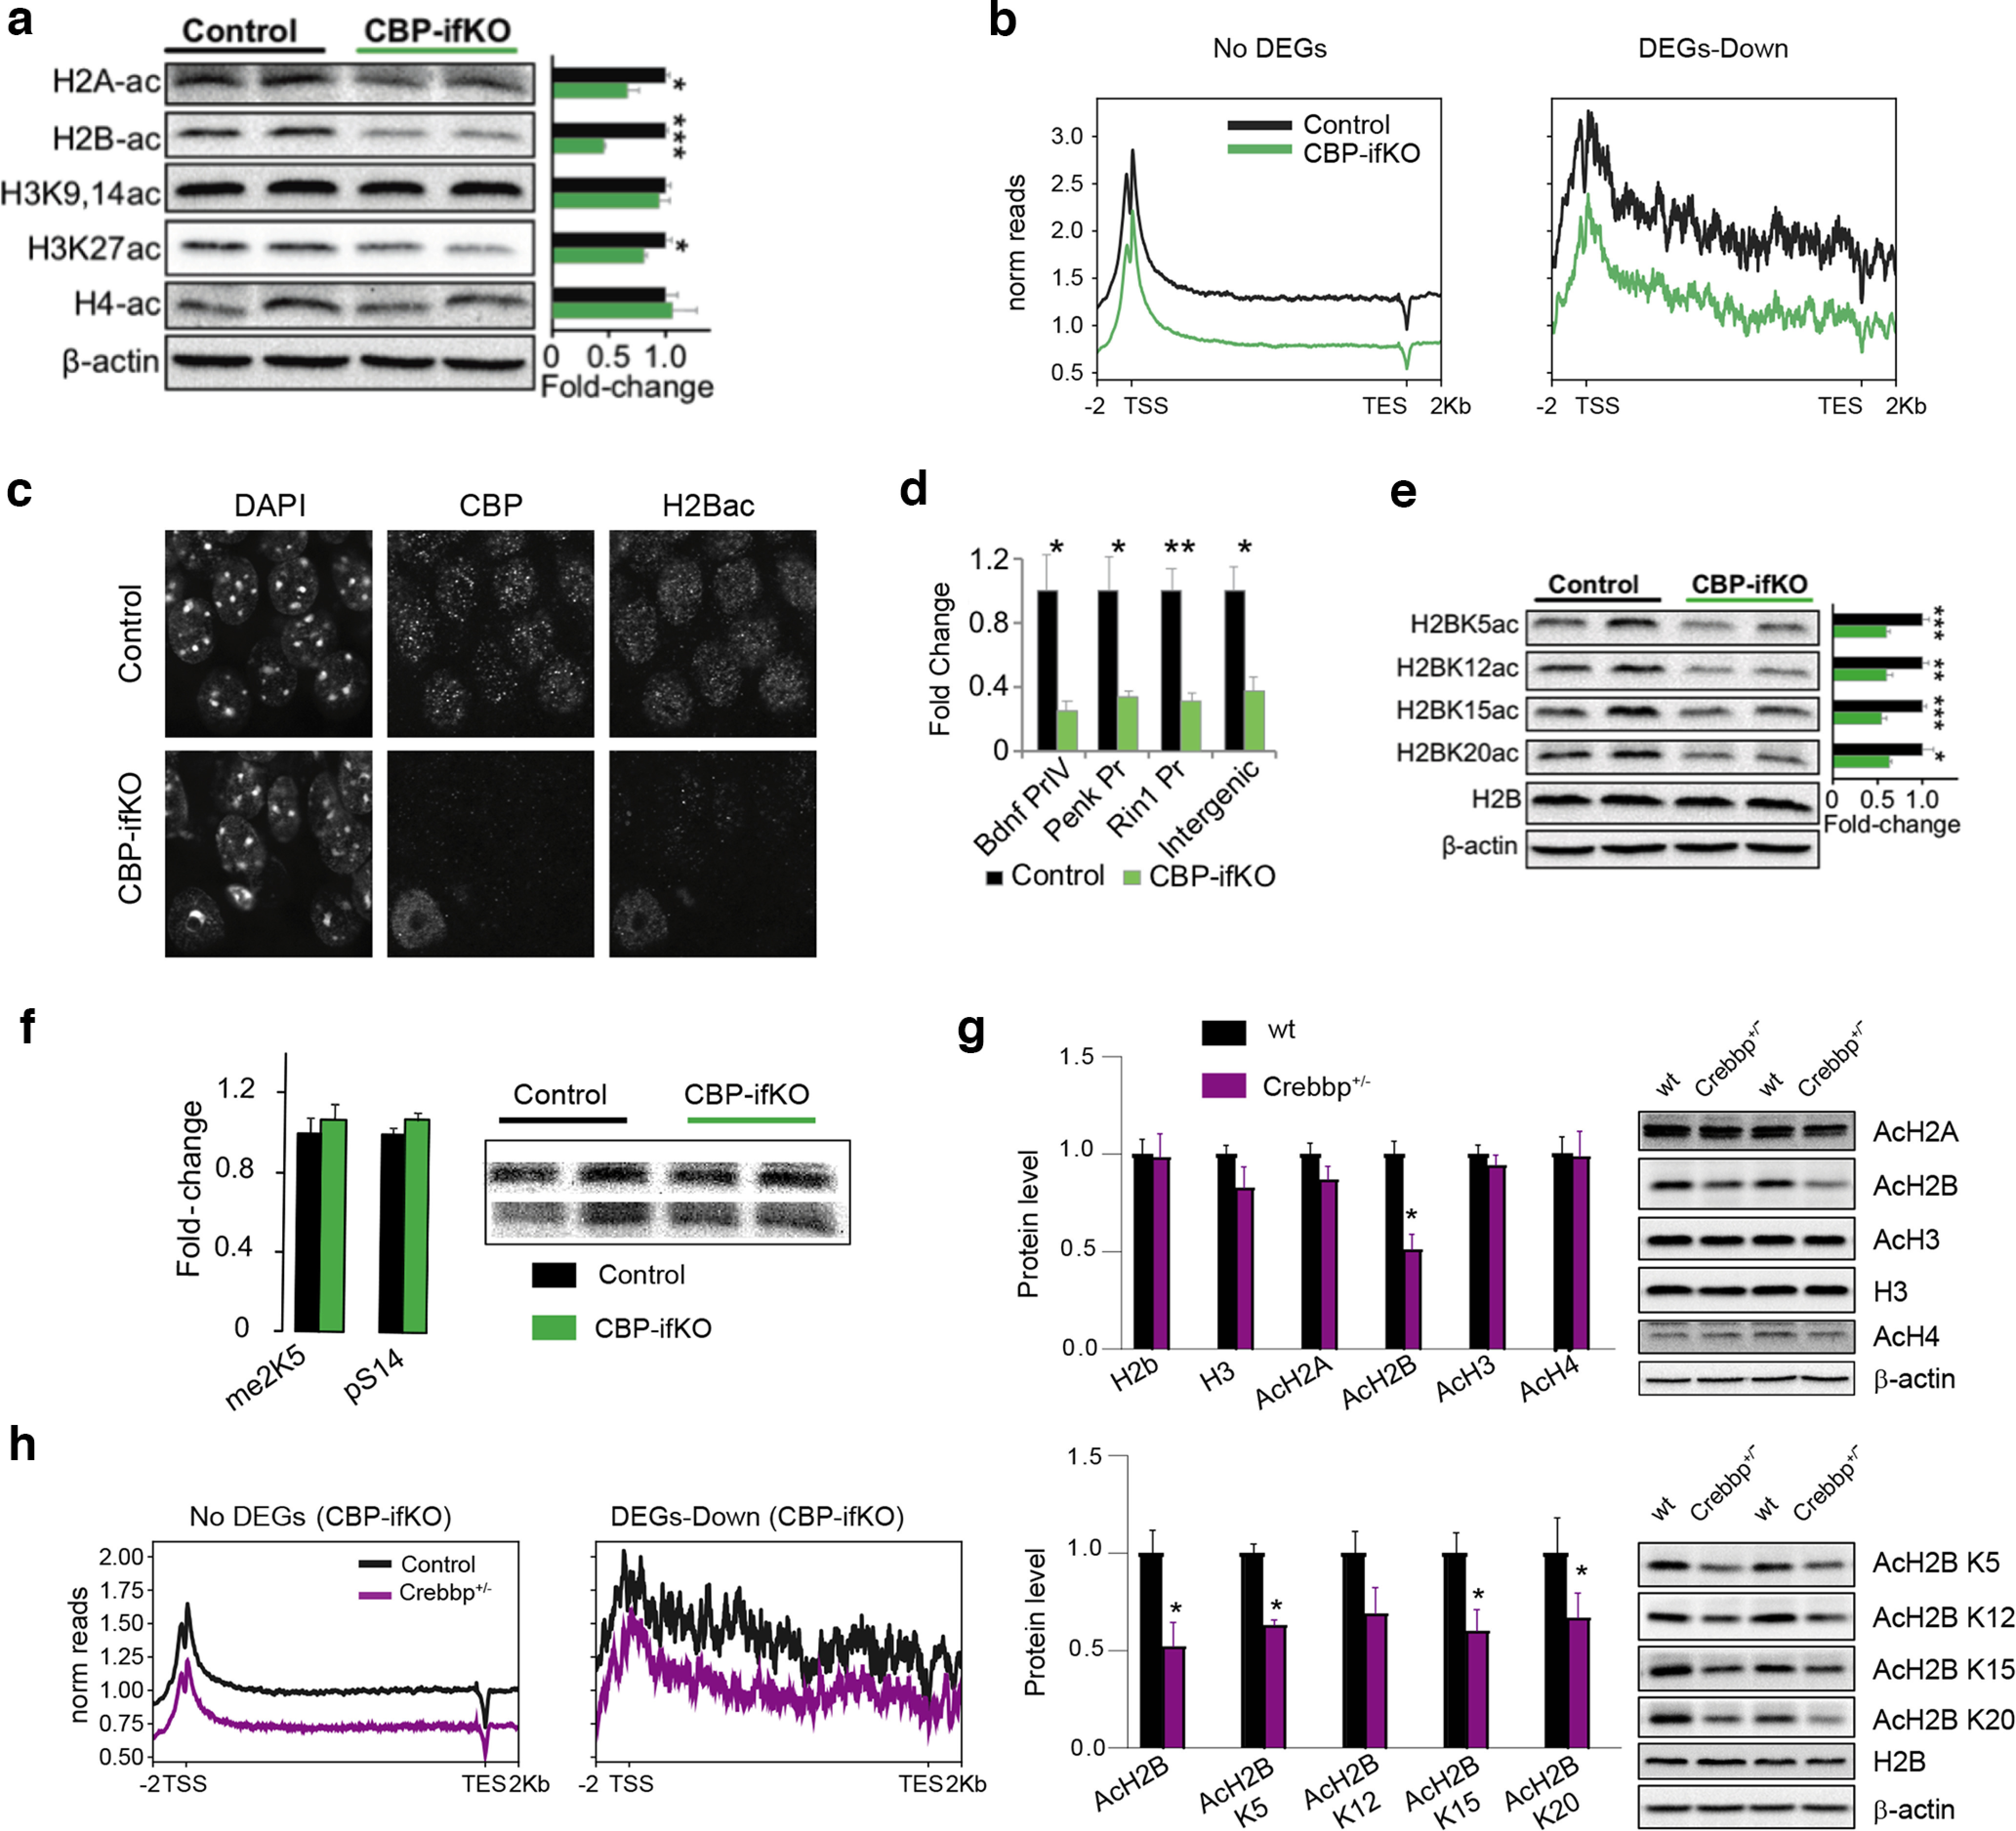
H2B lysine acetylation deficits. ***a***, WB against different core histone acetylations in hippocampal protein extract of CBP-ifKOs and control littermates (*n* = 4). The quantification of the signal is shown on the right. *p-value < 0.05; **0.001 < *p*-value < 0.01; ***p-value < 0.001. A significant decrease in H2A-ac, H2B-ac, and H3K27ac was observed. H3K9,14ac and H4-ac were unaffected by the loss of CBP. ***b***, ChIP-seq was used for the analysis of differential histone acetylation in CBP-ifKOs and control littermates (Extended Data Fig. 4-1, additional detail). Metagene ChIP-seq signal for H2B-ac in the sets of no-DEGs and downregulated genes in CBP-ifKOs. ***c***, IHC for acetylation of H2B in CBP-ifKOs and control littermates. The field shows the nucleus of an interneuron in which creERT2 is not expressed, and therefore there was no loss of CBP immunoreactivity. ***d***, ChIP-qPCR assays on chromatin extracts confirm a global decrease in H2Bac in CBP-ifKOs in all the assessed regions, including intergenic chromatin. ***e***, WB against acetylation of different lysine residues in the N-tail of histone H2B. All the acetylated residues investigated were significantly decreased. The quantification of the signal referred to total H2B is shown in the right bar graph. ***f***, WB against other post-translational modifications of the tail of histone H2B in hippocampal protein extract of CBP-ifKO and control littermates. The quantification of the signal is shown in the bar graph. ***g***, WB against the acetylated form of different core histones (top) and the acetylation of specific lysine residues in the H2B N-tail (bottom) in hippocampal protein extracts of *Crebbp*^+/−^ and wild-type littermates. The quantification of the signal is shown on the right bar graphs. ***h***, ChIP-seq density graph for H2Bac in *Crebbp*^+/−^ and wild-type littermates.

10.1523/JNEUROSCI.0970-22.2022.f4-1 Figure 4-1 ChIP-seq samples generated in this study. Download Figure 4-1, XLSX file.

To link deficient lysine acetylation with transcriptional changes, we extracted hippocampal chromatin from CBP-ifKO and control siblings and performed ChIP-seq against two histone post-translational modifications (hPTMs) that are particularly sensitive to CBP loss: H2Bac and H3K27ac (Alarcón et al., 2004; Valor et al., 2011; Weinert et al., 2018; Lipinski et al., 2020; this study). In parallel, we also examined the biacetylation of histone H3 at K9 and K14, which is in principle not targeted by CBP (Weinert et al., 2018; Extended Data Fig. 4-1).

CBP-ifKOs presented a dramatic and global reduction in H2Bac, an hPTM previously linked with learning and memory (Bousiges et al., 2010), along the entire genome (Fig. 4*b*). This global decrease—manifested in the dramatic reduction of H2Bac levels observed by Western blot (Fig. 4*a*), immunohistochemistry (Fig. 4*c*), and ChIP assays (Fig. 4*d*)—led to a paradoxical increase of H2Bac in promoter regions in ChIP-seq before normalization. This pattern is expected when the changes of a broad-domain histone modification occur at the genome scale (Bonhoure et al., 2014; Orlando et al., 2014; Egan et al., 2016; Guertin et al., 2018). Independent assessment of the four lysine residues in the N-terminal tail of H2B (K5, K12, K15, and K20) by Western blotting confirmed the global hypoacetylation (Fig. 4*e*). Other post-translational modifications of histone H2B, such as phosphorylation and methylation, were, however, not affected by CBP deficiency (Fig. 4*f*). Western blots and ChIP-seq experiments revealed similar H2B acetylation deficits in *Crebbp*^+/−^ mice (Fig. 4*g*,*h*). These results prove that the H2B acetylation deficits first reported in hemizygous mice (Alarcón et al., 2004), which narrowly model the RSTS condition, are not the indirect consequence of developmental effects but are the result of the reduced presence of CBP in the adult neurons. In contrast, our previous analyses in *Ep300*^+/−^ (Viosca et al., 2009, 2010) and p300-ifKO (Lipinski et al., 2020) mice did not reveal H2Bac deficits.

The analysis of H3K27ac, which typically decorates active enhancer regions (Tie et al., 2009), did not show the same global effect observed in H2Bac, but revealed significant losses at specific regions. We observed a decrease in H3K27ac in the set of downregulated genes retrieved in the RNA-seq screen (Fig. 5*a*). Moreover, when we looked for DARs independently of the expression data (Fig. 5*b*), we found that most of these DARs were located into *cis* regulatory elements (CREs; Fig. 5*c*), being the putative enhancers, the region type that displayed the largest decrease in H3K27ac (Fig. 5*d*). ChIP-seq for CBP in hippocampal chromatin of CBP-ifKOs revealed a pronounced loss of CBP at the affected CREs, indicating that these enhancers are neuronal specific (Fig. 5*e*). Consistent with this result, GO analysis of the genes associated with these DARs retrieved neuronal-specific terms (Fig. 5*f*). These results are consistent with our observations in dKAT3-ifKOs (Lipinski et al., 2020), but the changes observed in the p300/CBP double mutants were stronger and much more numerous than in CBP-ifKOs (Fig. 5*g*). These differences indicate that, although H3K27ac is distinctly dependent on CBP, p300 can maintain functional levels of this hPTM at most loci in the absence of CBP.

**Figure 5.**
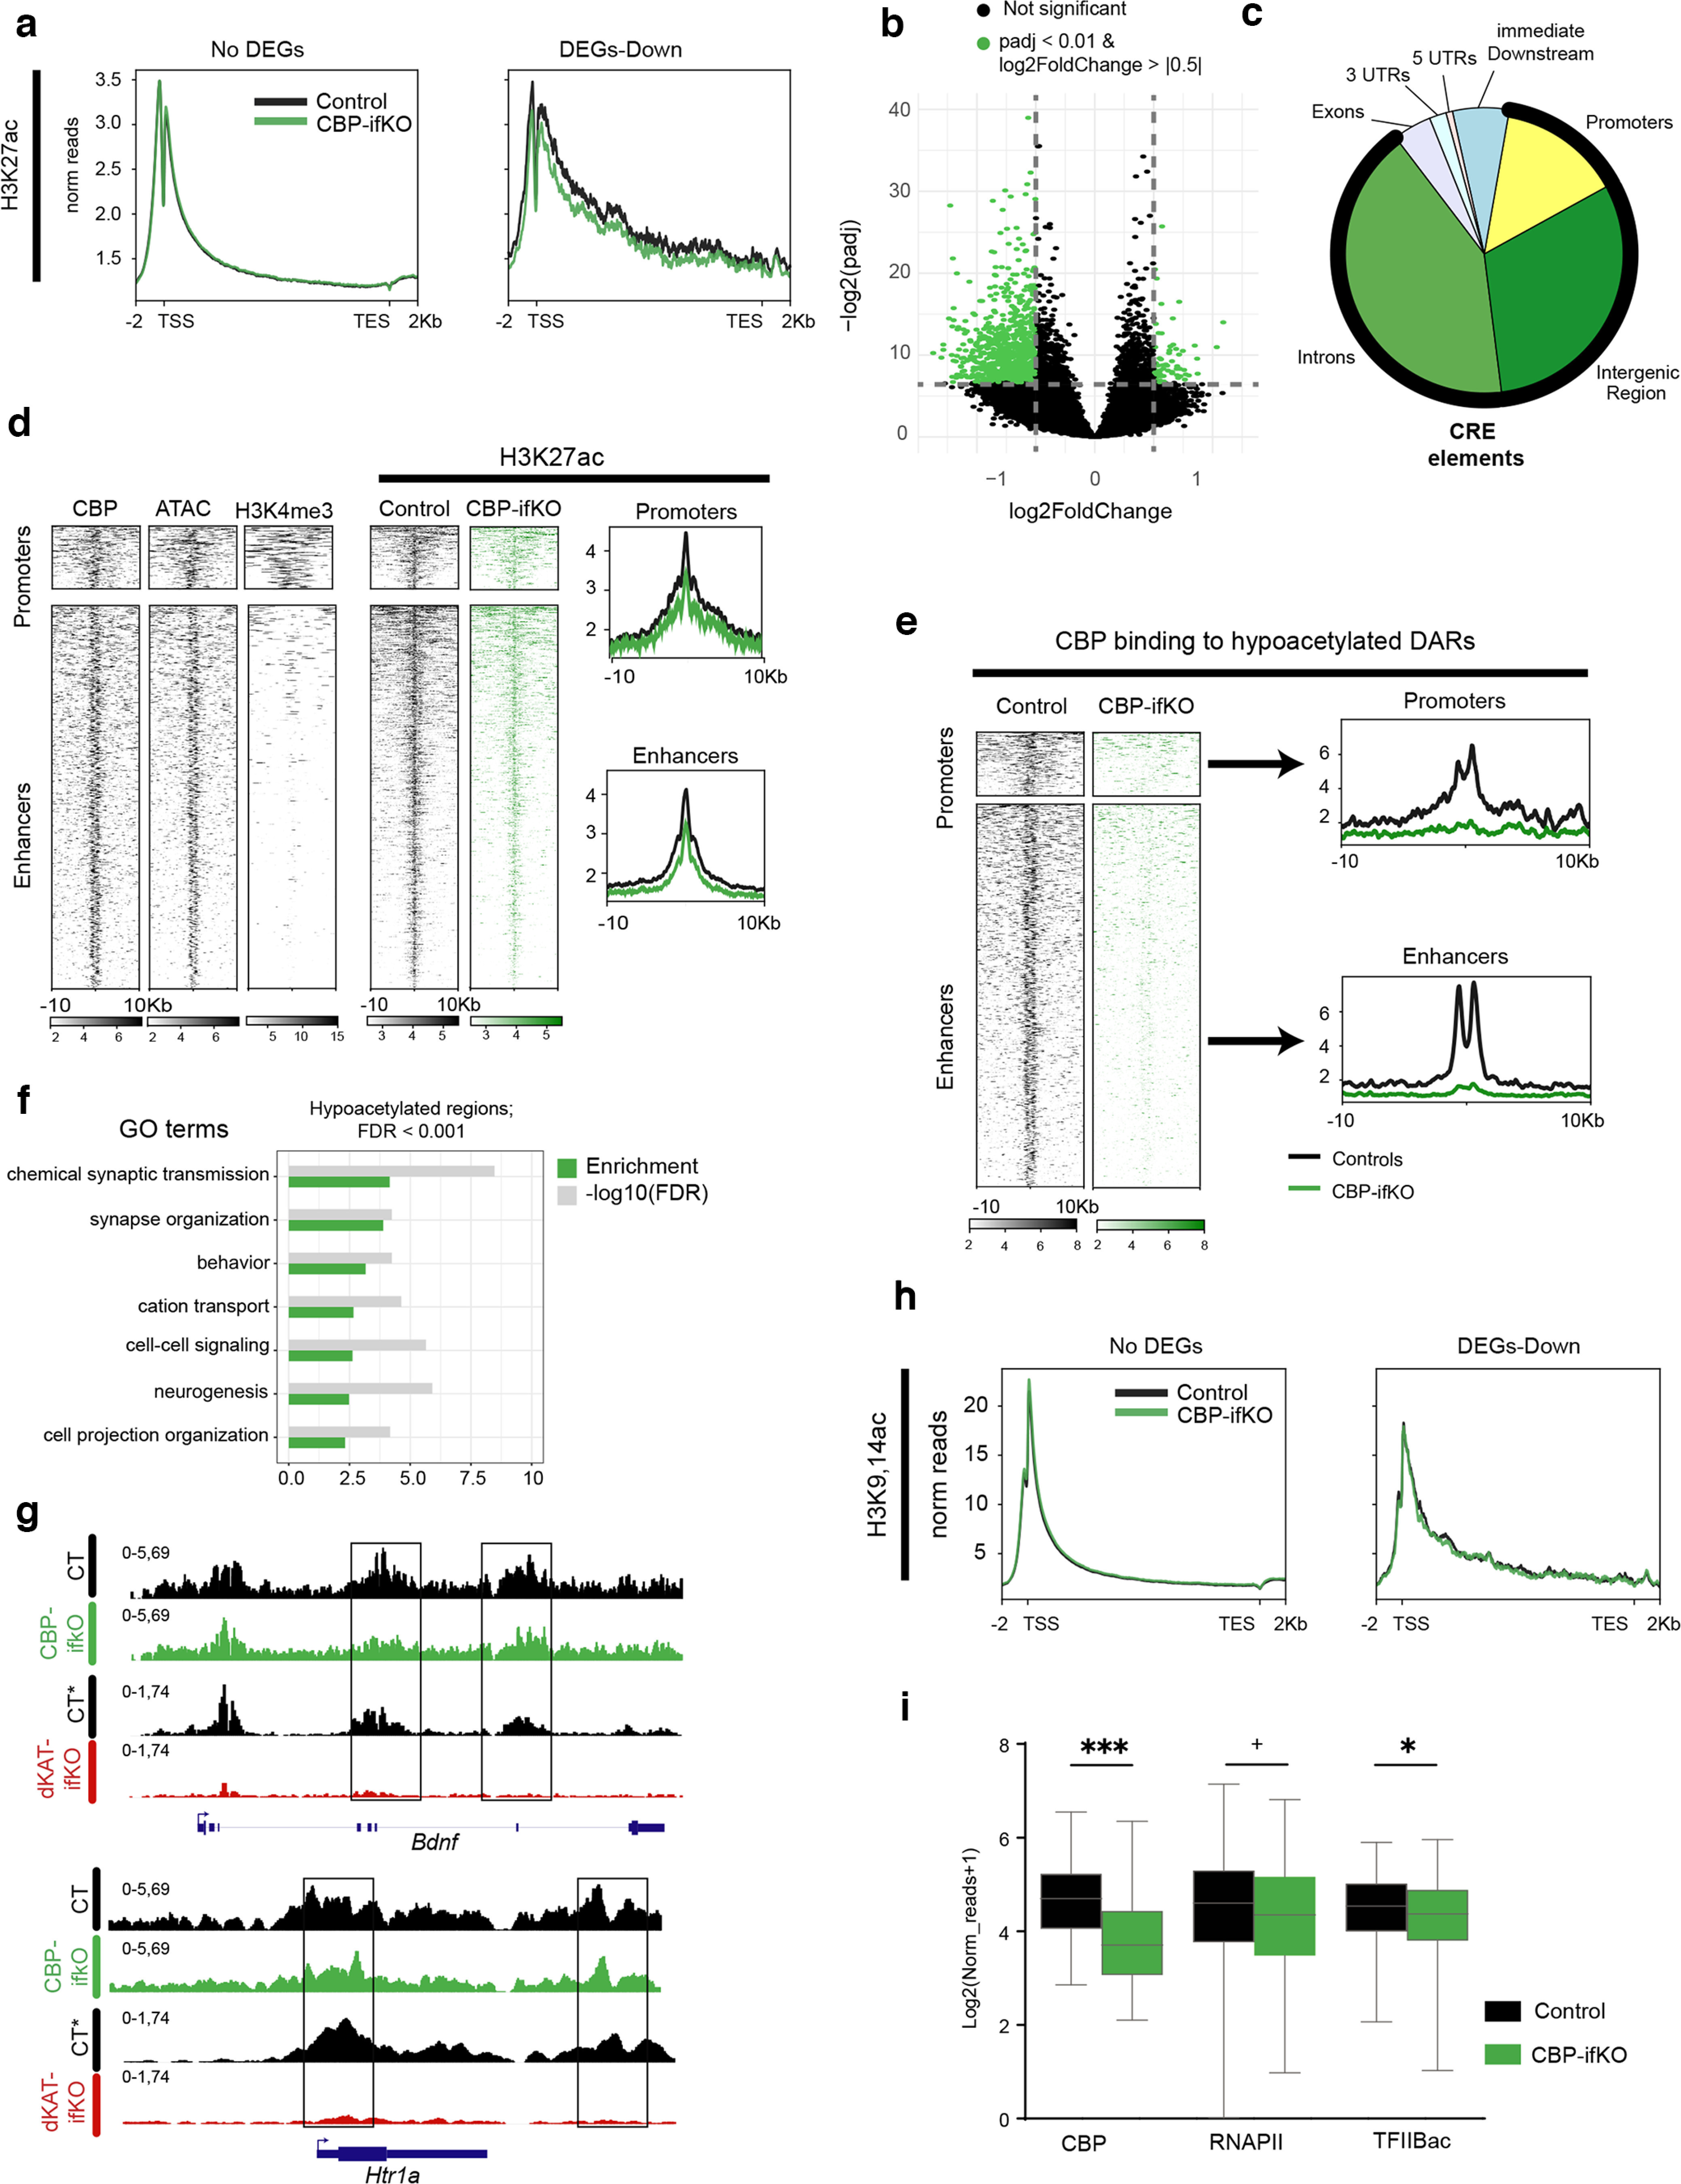
Transcriptional changes are associated with H3K27 lysine acetylation deficits. ***a***, Metagene ChIP-seq signal for H3K27ac in the sets of no-DEGs and downregulated genes in CBP-ifKOs. ***b***, Volcano plot for H3K27-DARs in CBP-ifKOs. We filtered out the regions that match with the BAC construct used to generate the Camk2a-creERT2 transgenics (in those regions, the increase in reads corresponds to changes in gene dose rather than hyperacetylation). ***c***, Positional annotation of hypoacetylated DARs in CBP-ifKOs. Regions with reduced acetylation are primarily located at regulatory regions (CREs; thick black line; number of samples: control = 4, CBP-ifKO = 4). ***d***, Heatmaps show the density of reads in CBP binding, chromatin accessibility (ATAC-seq) and H3K4me3 profiles of control mice and the loss of H3K27ac in DARs of CBP-ifKOs. ATAC-seq and CBP-ChIP signals denote a regulatory role, while H3K4me3 primarily labels promoter regions. ***e***, Heatmap and density profiles of the binding of CBP in CBP-ifKOs and control littermates at decreased DARs. The very weak CBP signal in total hippocampal chromatin of CBP-ifKOs suggests that these regions are neuronal specific. ***f***, Top GO terms from the analysis of hypoacetylated DARs. ***g***, IGV snapshots of H3K27ac ChIP-seq profiles in CBP-ifKOs, dKAT3-ifKOs, and their respective control littermates (CT and CT*, respectively). Two representative genes downregulated in CBP-ifKOs are presented. ***h***, Metagene ChIP-seq signal for H3K9,14ac in the sets of no-DEGs and downregulated genes in CBP-ifKOs. ***i***, ChIP-seq signal for CBP, RNAPII, and TFIIBac at the transcription start site of downregulated genes in CBP-ifKO and control littermates. The observed decreases correlate with the reduced transcription in these genes in mutant mice. + *p*-value < 0.1; *p-value < 0.05; **p-value < 0.01; ***p-value < 0.001.

Contrary to H2Bac and H3K27ac, the profile for H3K9,14ac was very similar in CBP-ifKOs and control littermates. H3K9,14ac levels were unaffected even in downregulated genes (Fig. 5*h*). These results are consistent with experiments in *Drosophila* and analysis of the CBP/p300-dependent acetylome (Weinert et al., 2018), indicating that these lysine residues are not preferred substrates of CBP.

To shed additional light on defective transcription in CBP-ifKOs, we analyzed the binding of CBP and the RNA polymerase II complex (RNAPII) at downregulated genes using ChIP-seq. RNAPII binding was reduced at the promoter of downregulated genes, concomitantly with CBP binding, H3K27ac levels, and acetylated TFIIB (a subunit of the RNAPII complex regulated by lysine acetylation; Choi et al., 2003; Fig. 5*i*). In contrast, in a set of 200 random neuronal genes, RNAPII and acetylated TFIIB levels were not reduced. These results indicate that the loss of CBP affects the recruitment of the transcriptional complex at neuronal genes.

Overall, these genomic screens and analyses underscore the value of H2B acetylation as a reliable marker for CBP deficiency (including pathologic conditions such as RSTS) and the relevance of H3K27 hypoacetylation in transcriptional dysregulation. They also helped to identify genes particularly sensitive to reduced CBP KAT activity that could be used as biomarkers in pathologies in which this protein has been involved, such as Huntington's disease, Alzheimer's disease and aging-related cognitive decline (Valor et al., 2013a; Achour et al., 2015; Chatterjee et al., 2018; Hervás-Corpión et al., 2018).

### Loss of CBP dampens activity-driven transcription

Our analyses indicate that plasticity-related genes are more dependent on CBP than other genes. Many of these genes are highly expressed in neurons and show a characteristic temporal expression pattern, in which periods of low activity alternate with strong transcriptional outburst. This pattern may require more KAT activity than other genes to maintain the competence of the locus. We hypothesized that the impact of the absence of CBP might be more notorious on activity-dependent bursting of transcription and concurrent histone replacement, which would cause a depletion of acetylation. To test this hypothesis, we evaluated the transcriptional response triggered during SE resulting from the synchronous activation of hippocampal neurons. This includes a rapid induction of IEGs (e.g., *Arc*, *Fos*, *Fosb*, *Npas4*) that is followed by a delayed second wave that includes LRGs, such as *Bdnf*, *Nptx2*, and *Frmpd3*. A single dose of the glutamate agonist KA (25 mg/kg) caused SE and triggered a similar induction of IEGs 1 h after KA administration in CBP-ifKO and control littermates. However, all the tested IEGs displayed lower levels in CBP-ifKOs at later time points, indicating that the transcriptional burst is shorter or weaker in the absence of CBP (Fig. 6*a*). This deficit, like others described in previous figures, was not observed in p300-ifKOs (Fig. 6*b*).

**Figure 6.**
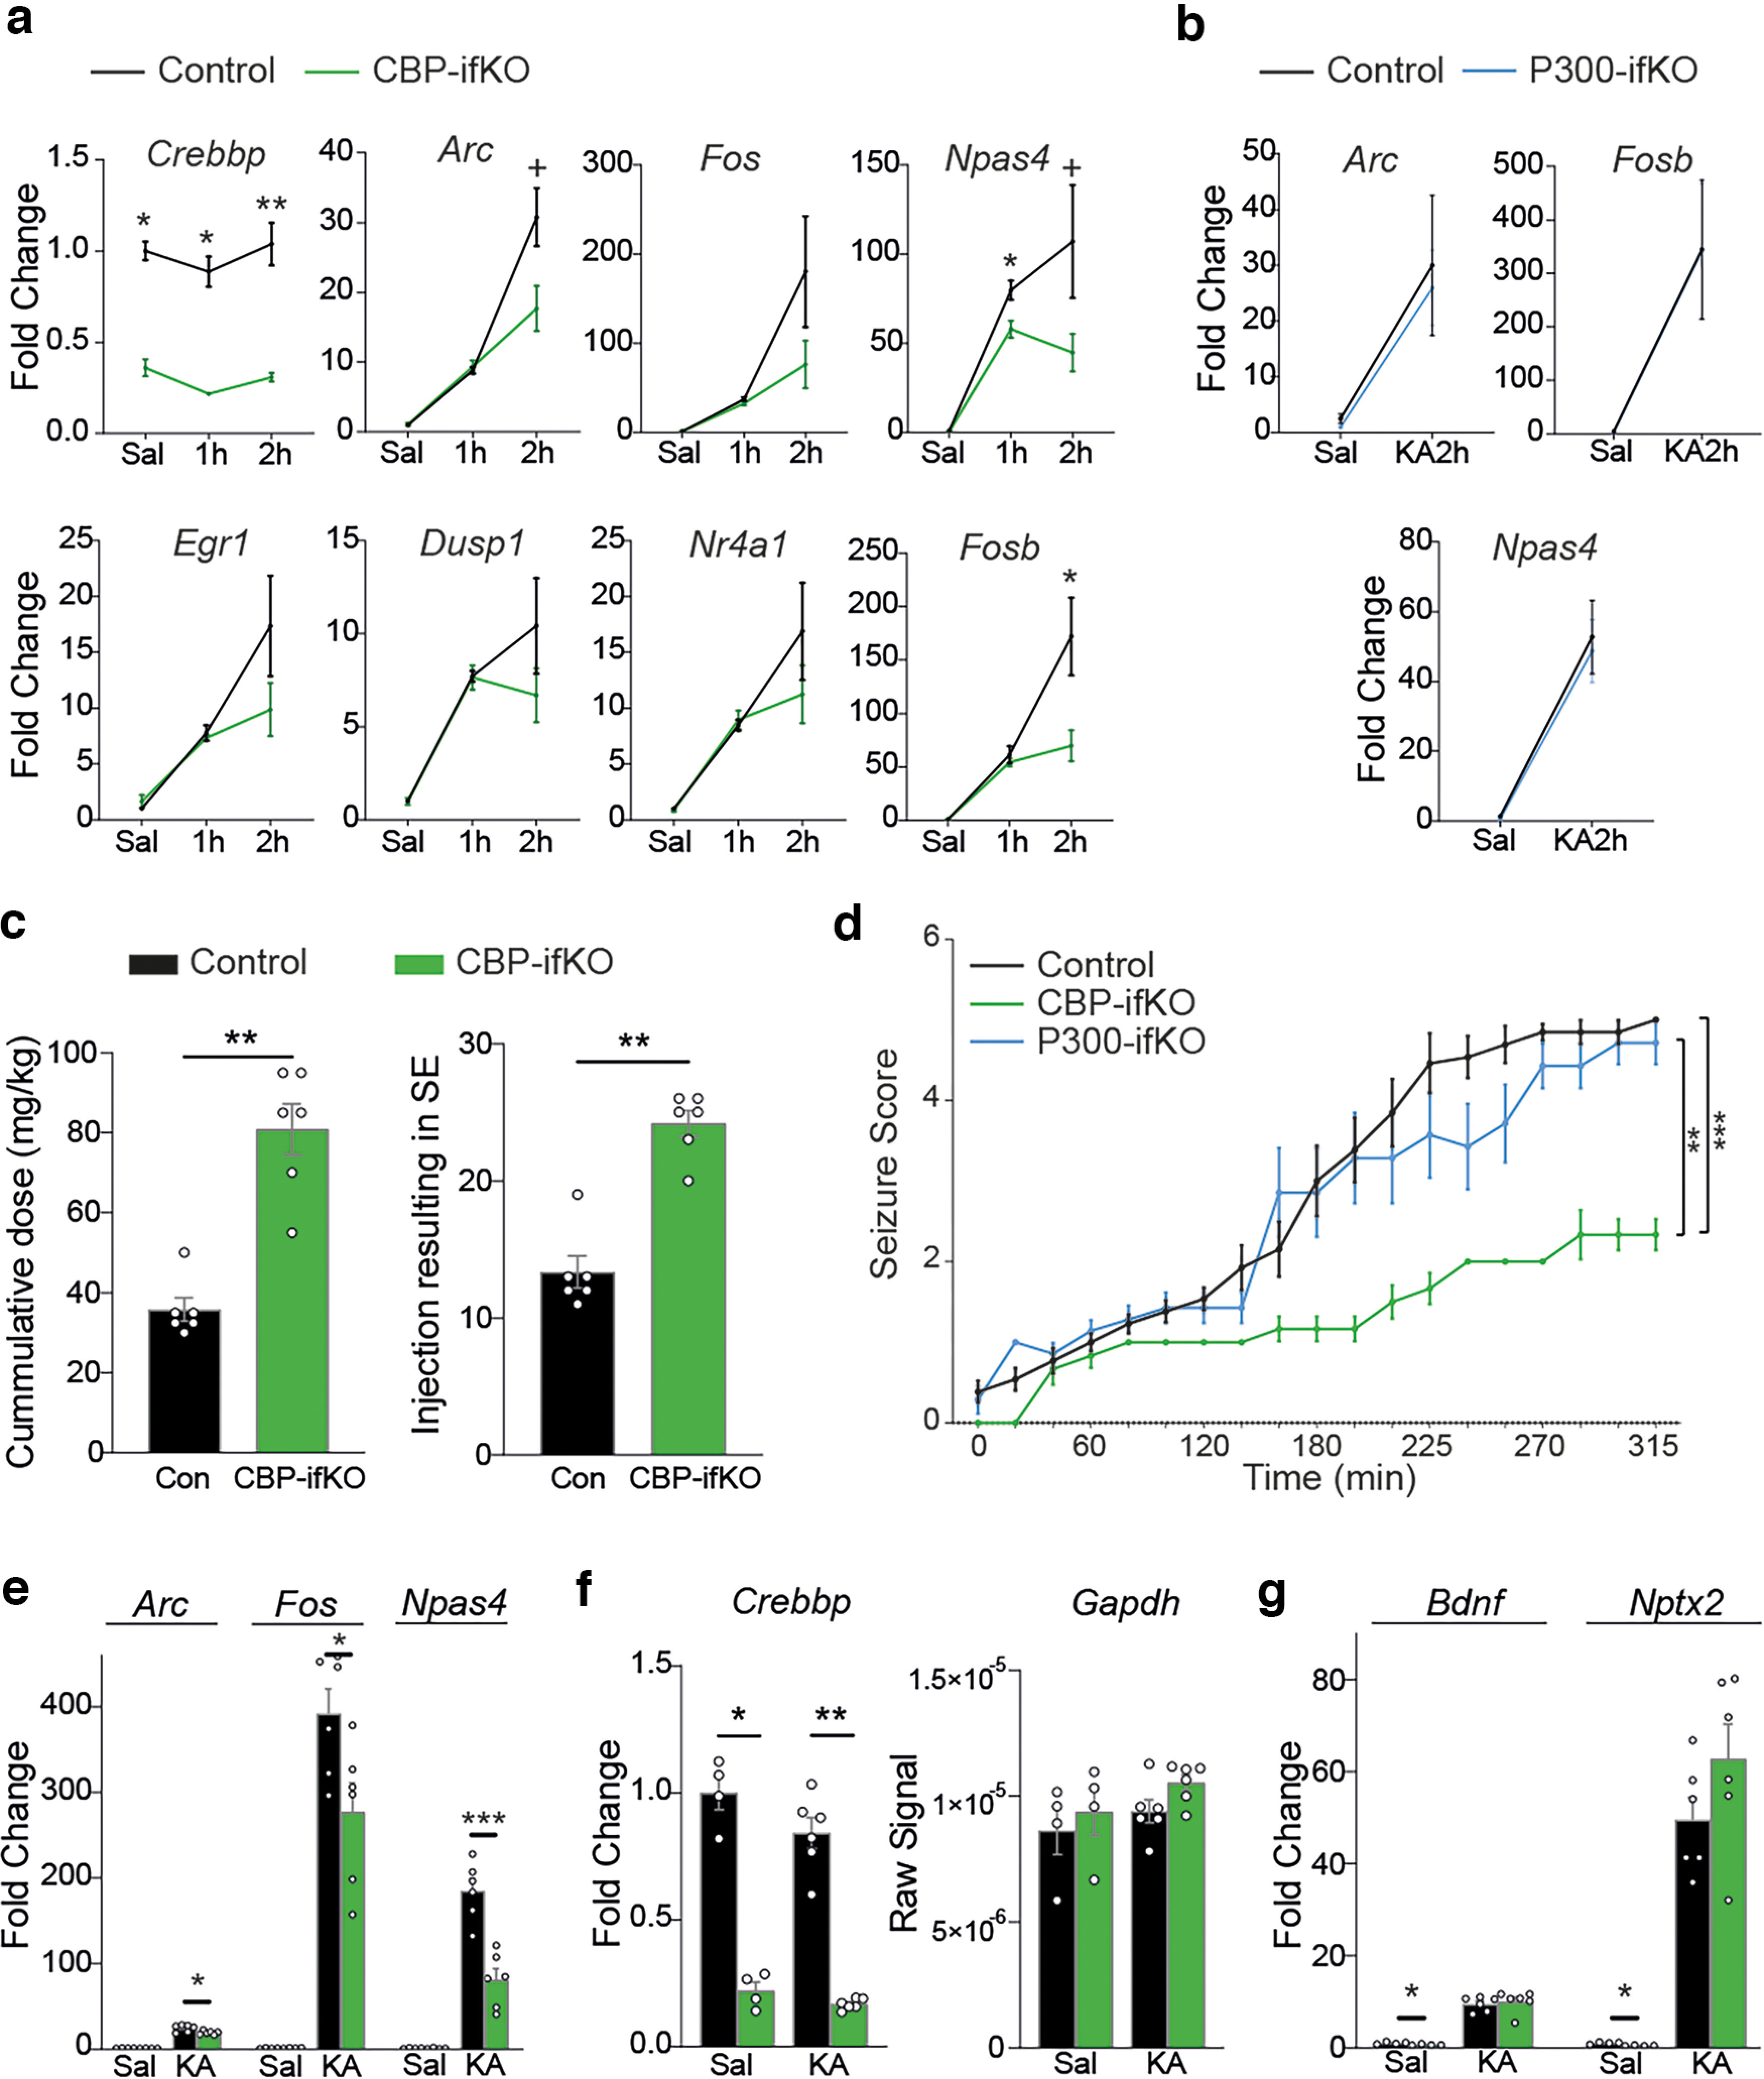
CBP loss impairs activity-driven gene induction. ***a***, qRT-PCR assays show that the initial transcriptional response of CBP-ifKOs to KA is not affected or only slightly reduced 1 h after KA administration, whereas the late response (2 h) is more affected. Asterisks refer to the comparison between genotypes. ***b***, qRT-PCR assays show that IEGs are normally induced by KA in p300-ifKOs. ***c***, CBP-ifKOs require a much larger cumulative dose (left) and number of injections (right) of KA to display seizures. ***d***, Reduced seizure scoring in CBP-ifKOs after progressive KA administration. ***e***, The transcriptional response of IEGs after seizure induced by progressive KA administration is reduced in CBP-ifKOs. ***f***, Similar expression of *Crebbp* and *Gapdh* in CBP-ifKO treated with saline or KA. ***g***, qRT-PCR assays show the reduced expression of *Bdnf* and *Nptx2* in CBP-ifKOs at the basal state, but not after clonic seizure. ^+^*p*-value < 0.1; *p-value < 0.05; **0.001 < *p*-value < 0.01; ***p-value < 0.001.

Next, we examined a protocol for seizure induction based on the repeated administration of small doses of KA (2.5 mg/kg every 20 min). In this protocol, control mice needed ∼100 min to develop clonic seizures, whereas CBP-ifKOs showed a delayed (Fig. 6*c*) and attenuated response manifested both in a lower seizure score (Fig. 6*d*) and a weaker induction of IEGs (Fig. 6*e*). qRT-PCR assays confirmed the downregulation of second-wave genes in CBP-ifKOs at the basal state, and revealed no difference in their induction after KA treatment (Fig. 6*f*,*g*). These results indicate that although CBP is not essential for IEG induction, it controls the magnitude of the transcriptional burst. The damped induction of IEGs together with the downregulation of other plasticity genes at the basal state could explain the behavioral deficits observed in CBP-ifKOs.

### CBP loss prevents kindling

To further test our hypothesis, we challenged CBP-ifKOs in a paradigm that leads to long-lasting changes in response to stimulus: PTZ-induced kindling. In this protocol (commonly used to model epilepsy), an initially subconvulsive dose of PTZ induces progressively more robust seizures after repeated administration (Fig. 7*a*). This sensitization response is likely to rely on transcriptional changes (Perlin et al., 1993; Liang and Seyfried, 2001). Control mice reacted to the treatment as expected, with an initial latent nonconvulsive period, followed by an incremental appearance of seizures. After 10 d of kindling, a subconvulsive dose of PTZ was sufficient to induce seizures in all individuals. To our surprise, none of the CBP-ifKOs entered the progressive seizure stage within >20 d of the experiment. (Fig. 7*b*). Other effects of the treatment, such as the halted gain of weight, were observed in both genotypes, demonstrating that the drug was effectively delivered to KO mice (Fig. 7*c*). We also investigated the transcriptional response associated with kindling in each group. One week after kindling, mice were treated with the same dose of PTZ once again, and 45 min later their hippocampi were extracted for RNA. The RNA-seq analysis revealed the induction of 219 genes in PTZ-treated control mice, whereas CBP-ifKOs showed a much more limited response involving only 62 genes (*p*-adjusted < 0.05; Fig. 7*d–f*, Extended Data Fig. 7-1). IEGs, such as *Fos* and *Npas4*, were induced in both genotypes, but their induction was weaker in CBP-ifKOs. Intriguingly, PTZ-downregulated genes were less affected than upregulated genes, indicating that the anomalous response was largely restricted to gene activation. These results show that CBP is specifically involved in facilitating the transcriptional response to kindling.

**Figure 7.**
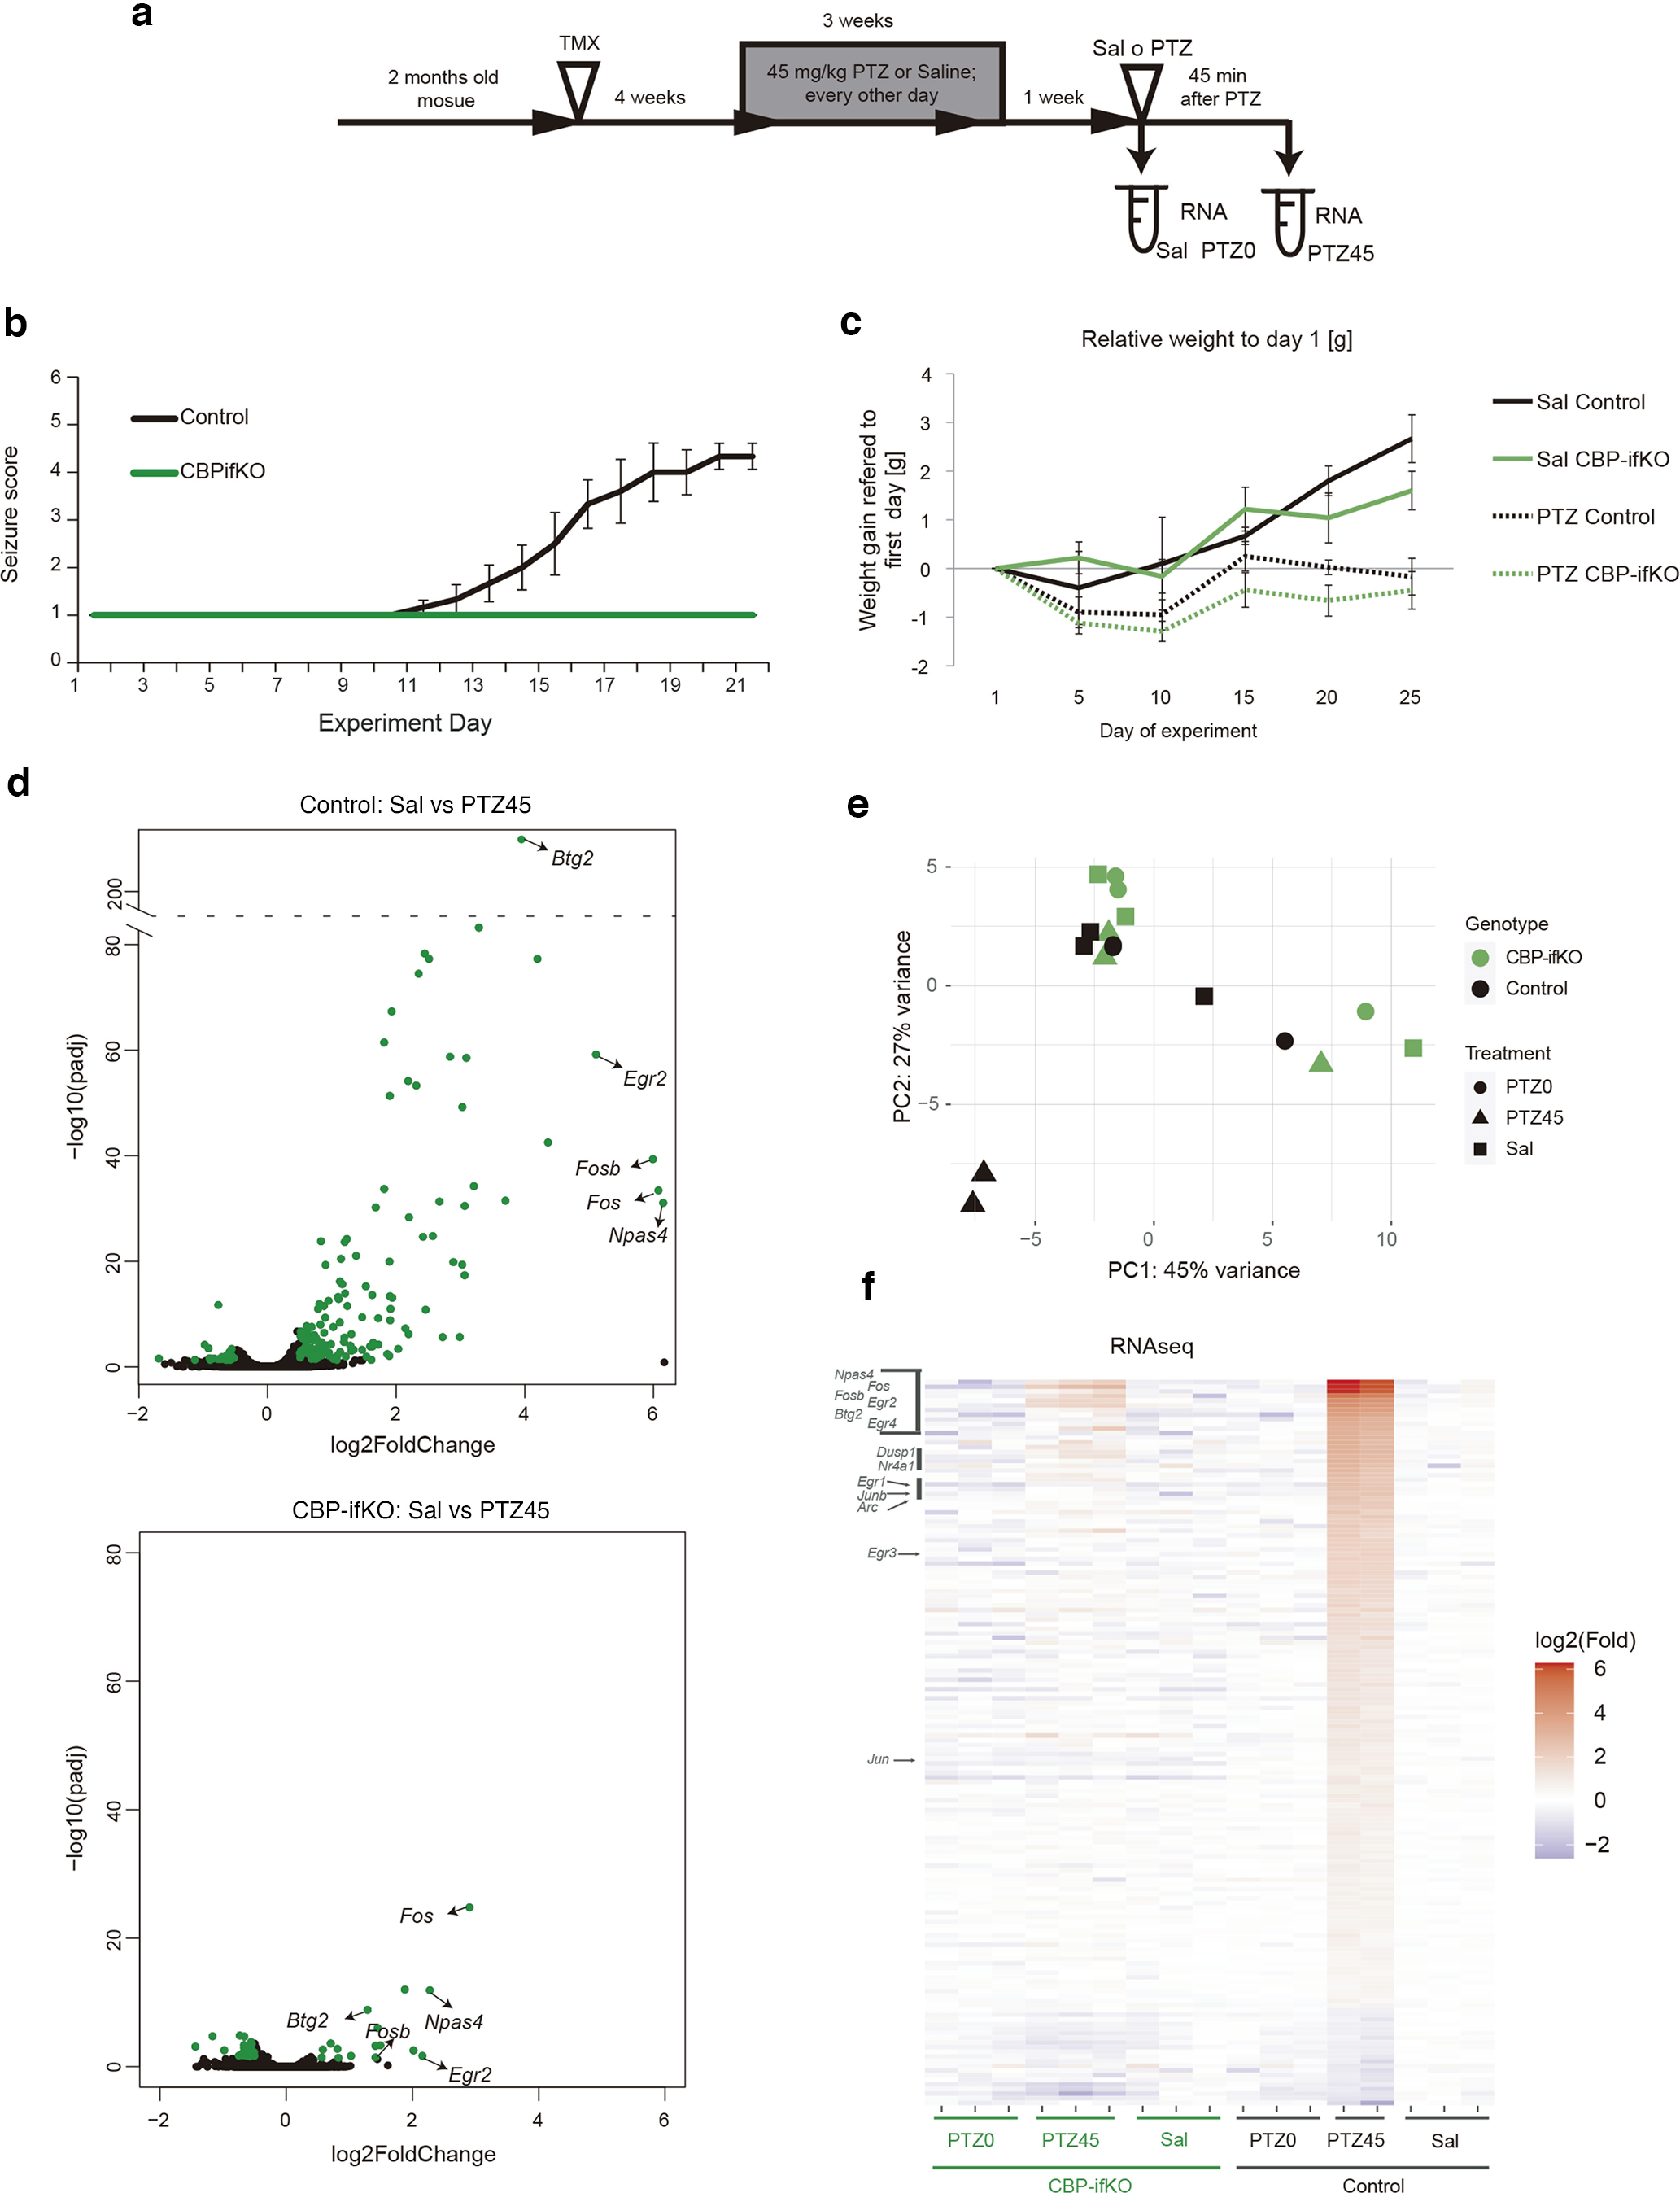
CBP is necessary for kindling. ***a***, Scheme of the kindling experiment. The time when the different RNA-seq samples were taken is indicated. ***b***, Seizure score during the kindling experiment. More details can be found in the Materials and Methods section. ***c***, CBP-ifKOs and control littermates did not gain weight during the kindling protocol. ***d***, Volcano plots presenting the results of the RNA-seq screen performed in control and CBP-ifKO mice. “Sal” corresponds to non-kindled animals treated with vehicle (saline solution) on the day of RNA extraction. “PTZ45” corresponds to kindled animals treated with the PTZ on the day of the experiment. ***e***, PCA for RNA-seq samples of kindling. The control mice treated with PTZ (Ct-PTZ45) induced a gene program that includes dozens of IEGs (Extended Data Fig. 7-1, additional detail). ***f***, Heatmap with the genes showing PTZ induction in the control group (PTZ main effect, 2 × 3 design). In addition to the Sal and PTZ45 samples, “PTZ0” samples correspond to kindled animals treated with saline on the day of the experiment. Transcript levels are shown for all the conditions.

10.1523/JNEUROSCI.0970-22.2022.f7-1 Figure 7-1 2 sheets: ***a***, PTZ regulated genes in control mice (comparison PTZ45 vs saline). ***b***, PTZ regulated genes in CBP-ifKO mice (comparison PTZ45 vs saline). Download Figure 7-1, XLSX file.

### CBP loss interferes with the neuroadaptation to environmental enrichment

To further confirm the role of CBP in establishing novel gene programs, we evaluated CBP-ifKOs in another paradigm that triggers enduring changes in hippocampal excitatory neurons: EE. This condition is known to improve the cognitive performance of mice and promote neurogenesis and synaptogenesis (van Praag et al., 2000; Kempermann, 2019). These processes rely on changes in the transcriptome of hippocampal neurons (Fischer, 2016; Grégoire et al., 2018; Zhang et al., 2018). Consistent with our hypothesis, experiments in *Crebbp*^+/−^ mice had revealed an attenuation of the transcriptional program induced by EE (Lopez-Atalaya et al., 2011). However, these deficits could originate from the defective assembly of neuronal circuits because of CBP deficiency during development (del Blanco et al., 2019).

To specifically investigate the interaction between CBP loss and EE in the adult brain, we exposed CBP-ifKOs to EE for 1 month and examined their performance in the MWM, a cognitive task highly sensitive to EE (Fig. 8*a*, Extended Data Fig. 8-1). Mice exposed to EE did not gain weight when compared with animals housed in SCs, likely reflecting the more intense physical activity in EE conditions (Fig. 8*b*). Differences between the two genotypes emerged when we tested the animals in the MWM. Control mice in EE boxes exhibited better learning of the platform location and performed better in the probe trial than those housed in SCs (Fig. 8*c*,*d*). In contrast, CBP-ifKOs exposed to EE did not show significant improvements. To explore the specificity of the CBP function in EE adaptation, we also compared the performance of p300-ifKOs and control littermates housed in SCs or EE boxes and found that in this case both genotypes showed a significant improvement in spatial navigation after EE (Fig. 8*e*). These results demonstrate that CBP plays a unique role as mediator of EE benefits in the adult brain that is not shared with p300.

**Figure 8.**
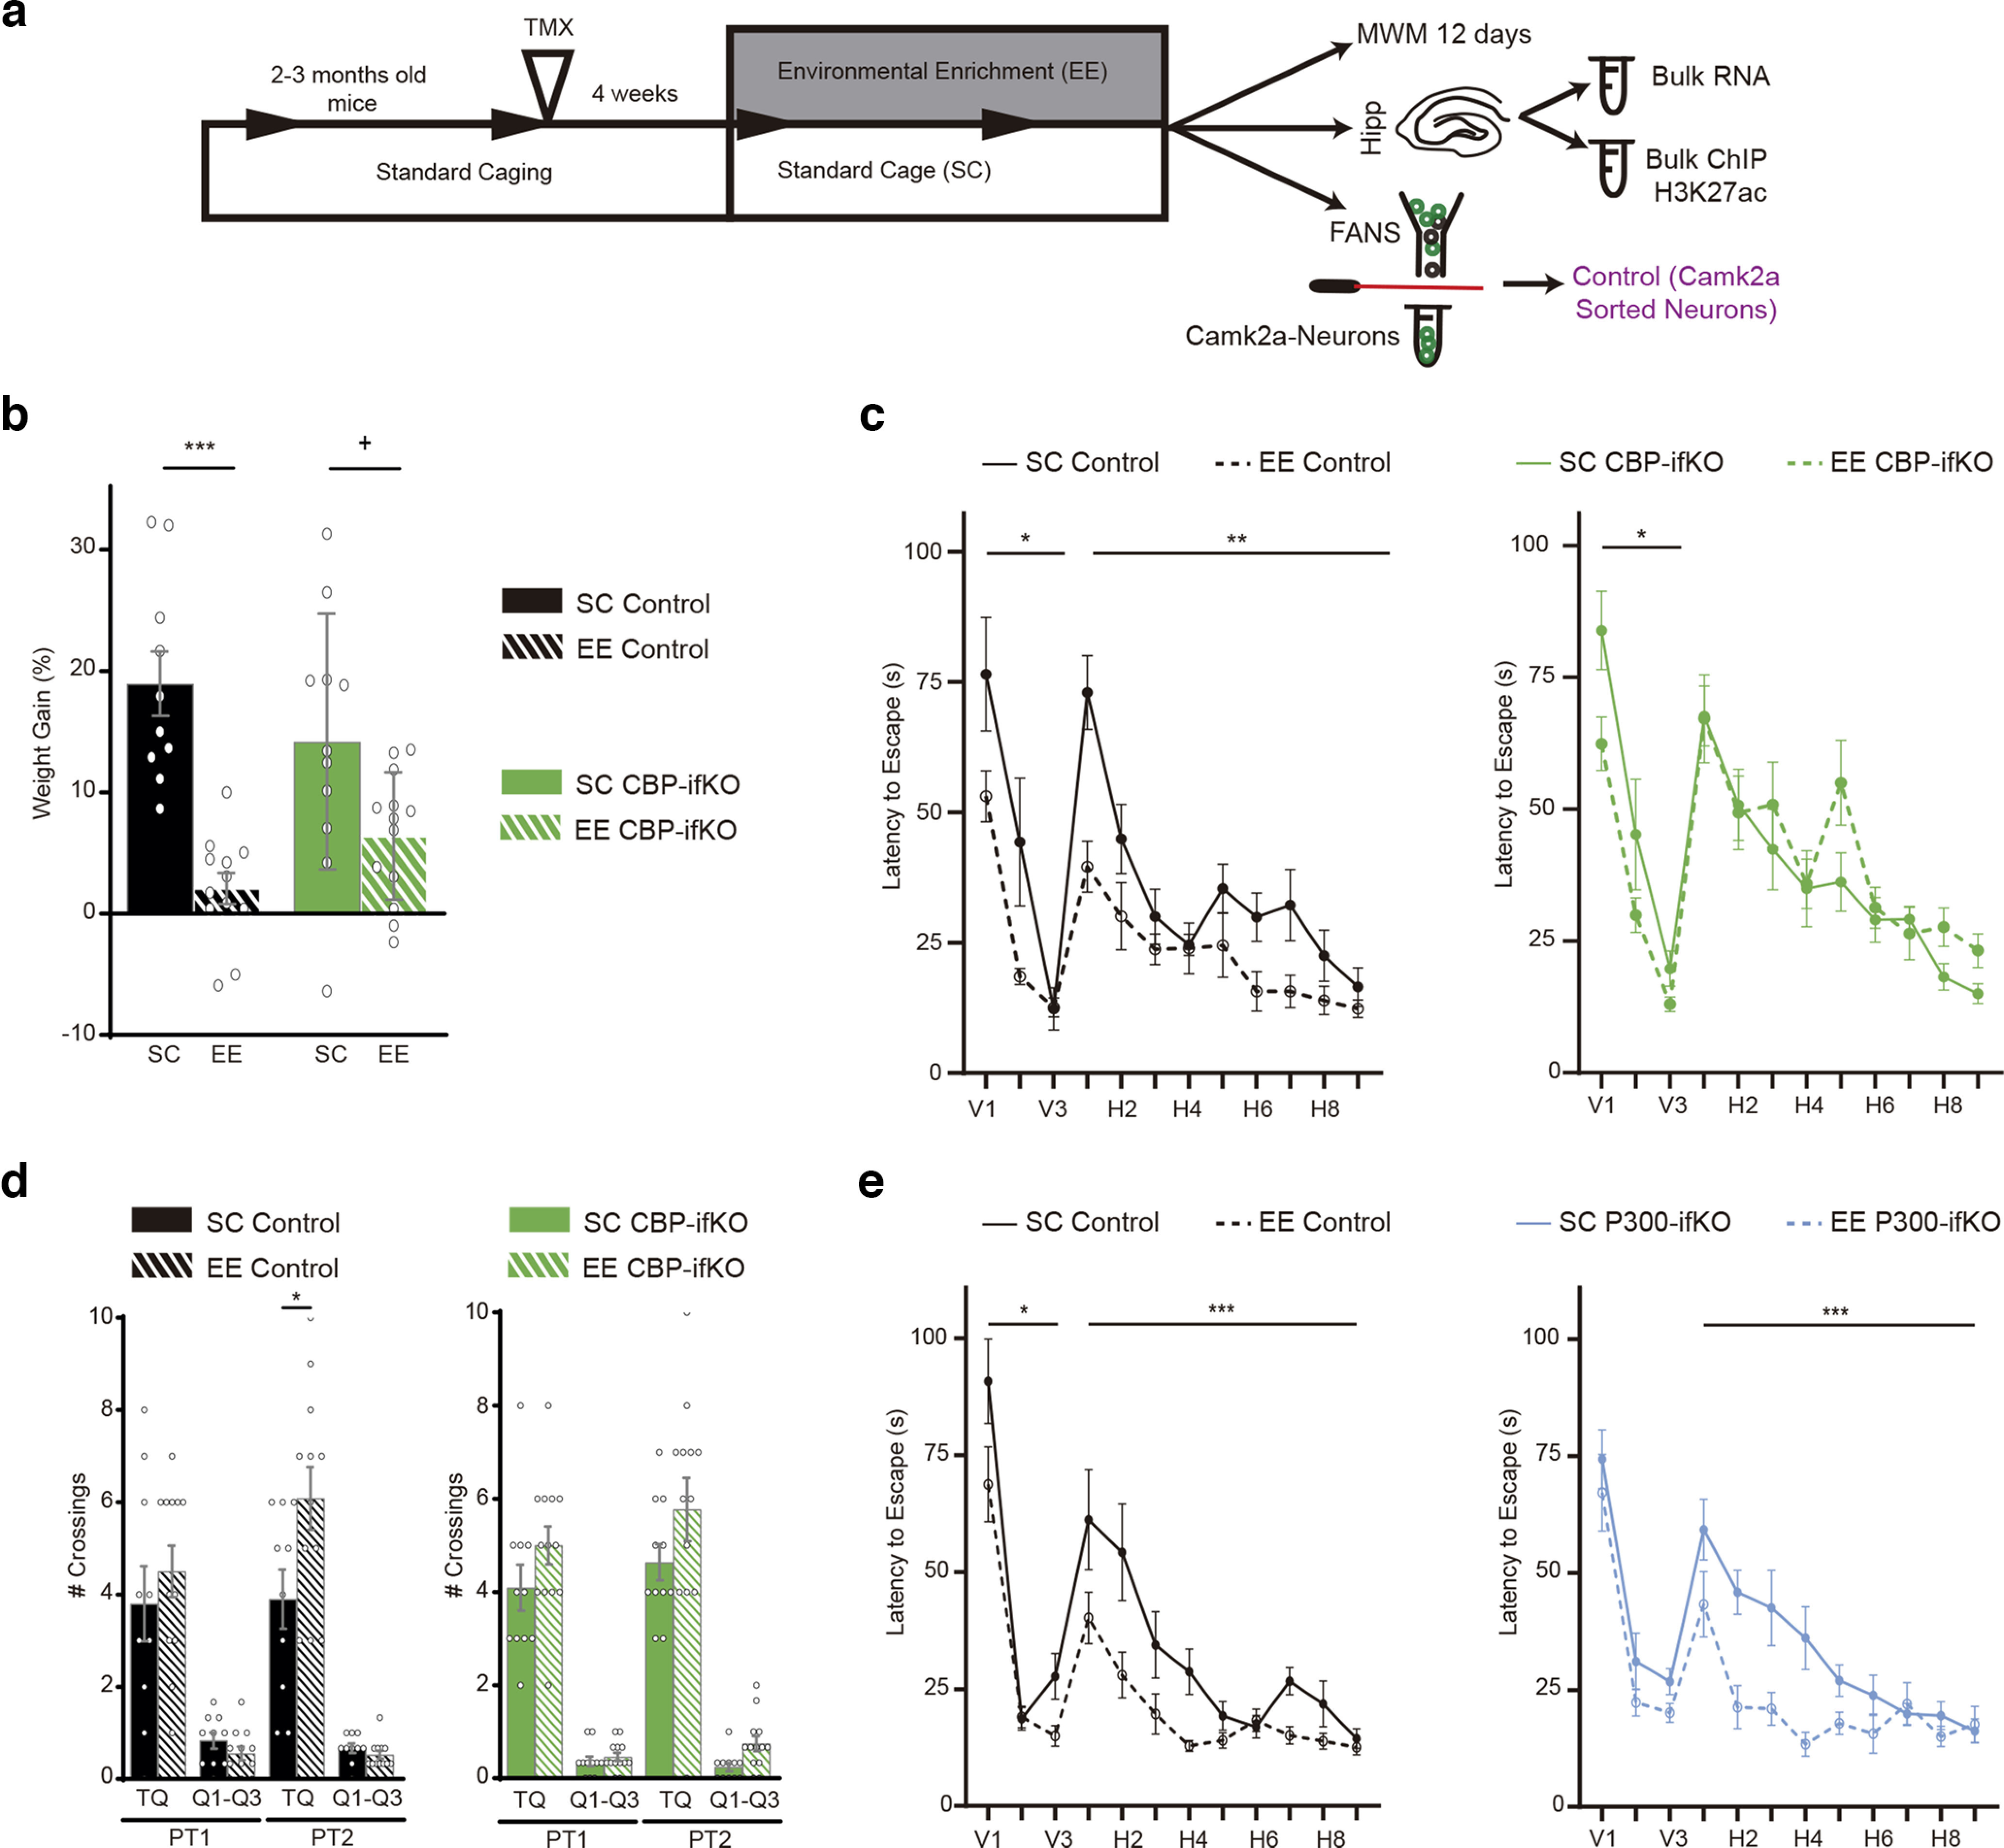
Behavioral impact of EE on CBP-ifKOs and p300-ifKOs. ***a***, Scheme of the EE experiment. CBP-ifKOs and control littermates were housed in SCs or in a large EE box. The time when RNA-seq and ChIP-seq samples were taken is indicated (Extended Data Fig. 8-1, additional detail). ***b***, Control and CBP-ifKO mice exhibit a reduced weight gain when housed in EE cages. ***c***, Latency to find the platform in the MWM task. The graphs compare the performance of control and CBP-ifKOs housed in SCs (solid lines; control, *n* = 10; CBP-ifKO, *n* = 11) or EE (dashed lines; control, *n* = 12; CBP-ifKO, *n* = 13). Note that the curves for the SC groups were previously presented in Figure 2*i* to compare the performance between genotypes. ***d***, Memory retention PTs of 60 s were performed at the beginning of day H5 (PT1) and 24 h after the last day of the MWM (PT2). Graphs show the number of platform crossings during the PTs. TQ, target quadrant; Q1–Q3, quadrants 1 to 3. Comparison between SCs (solid bars) and EE boxes (dashed bars) for controls and CBP-ifKOs. ***e***, MWM results of p300-ifKOs and their control littermates housed in SCs (solid lines; control, *n* = 9; p300-ifKO, *n* = 13) or EE boxes (dashed lines; control, *n* = 10; p300-ifKO, *n* = 7). Graphs represent the time to find the platform. No difference in p300-ifKO performance was observed either in SCs or EE boxes. The curves for the SC groups were previously presented in Figure 2*r*. + *p*-value < 0.1; *p-value < 0.05; **0.001, *p*-value < 0.01; ***p-value < 0.001.

10.1523/JNEUROSCI.0970-22.2022.f8-1 Figure 8-1 Extended information on statistical analysis of behavioral experiments in Figure 8. Download Figure 8-1, XLSX file.

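The EE experiment had 4 groups of 3 female mice, which were control littermates and CBP-ifKOs housed in SC or in EE, and the SC groups are the mice of the third genotype screen described above. The EE libraries were made, sequenced and counted in the same way. The libraries of EE-housed control mice held between 26874015 and 27971488 counts, with a median of 27785440, and those of EE-housed CBP-ifKOs between 33143606 and 37448388, with a median of 36877722. The counts of the EE-housed CBP-ifKOs were all even as well, and division by 2 left a median of 18438861. Depth therefore differed by genotype and little by housing within control mice. All 12 mice were fitted together with 1 coefficient per group, which is the model of genotype, environment and their interaction named in the methods, and 18251 genes passed the expression filter. Within this fit the change from SC to EE was tested in each genotype, the interaction was tested directly, and the environment and interaction terms were tested together. Genes were retained at an adjusted p-value below 0.05 and an absolute log2 fold change in control mice above 0.5, or in CBP-ifKOs for the test within that genotype, while the interaction test had no fold threshold. Counts with 200 changed genes were simulated with the trended dispersions of these libraries, which leave out spread specific to single genes. The changed genes were drawn only from genes above a minimum mean count and had no change in CBP-ifKOs. Library sizes were those of the deposited counts. The shares below therefore do not cover genes with fewer counts or a CBP-ifKO response that is only reduced. Of genes changed by 0.5 on the log2 scale in control mice, 83.0% were recovered at an adjusted p below 0.05, without the fold threshold, by the test within control mice and 48.0% by the interaction test, and at a change of 1 the shares were 99.0% and 93.5%. In the EE-housed mice Crebbp fell from 73.0 ± 3.80 CPM (SD, n = 3) in controls to 46.5 ± 1.89 (SD, n = 3) in CBP-ifKOs, a log2 fold change of -0.64. Mice carry the replicate numbers 1 to 3 in each group. Correlations across genes were computed on log2 values after removal of the group means. Between SC and EE, control mice with the same number had correlations of 0.191, 0.305 and 0.0335, with a mean of 0.176. The mean for different numbers was -0.088. Removal of the group means largely sets that value from the same-number mean, so it is no separate comparison. The correlations were not tested. In CBP-ifKOs the means were -0.001 and 5.8e-04, so no pairing by number was seen there. A fit with the replicate number as a block was also made.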

Next, we extracted total RNA from the hippocampi of CBP-ifKOs and control littermates maintained in standard housing or exposed to EE. 

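Tested within control mice, no gene passed both thresholds between EE and SC, and 768 of the 18251 genes had an unadjusted p below 0.05. Tested within CBP-ifKOs, 2 genes did, and 1567 had an unadjusted p below 0.05. The joint test of the environment and interaction terms retained 6 genes, with 3 increased and 3 decreased in control mice. Without the fold threshold it retained 13 genes. The replicate block left these numbers at 0 genes in control mice and 6 genes in the joint test, and raised that in CBP-ifKOs to 10. The alternative that moved the joint count most among those set before the data were examined was the omission of the filter on low counts, with 114 genes. Within control mice this omission gave 80 genes, and DESeq2 gave 7. Without the filter edgeR's prior degrees of freedom were infinite, so spread specific to single genes was not used. The increased genes of the joint test were Nptx2, Lingo3 and BC002163, and the decreased genes were Dcdc2b, Adamts2 and Ndufs5. Of these, Ndufs5 lies outside the set of genes chosen by rule and was chosen after its values were seen. Values are mean ± SD of 3 mice per group, and adjusted p-values are from edgeR's quasi-likelihood test of both terms. Nptx2 rose by 0.70 on the log2 scale (standard error 0.12) in control mice, to 27.4 ± 2.07 CPM in EE, and by 0.68 (standard error 0.13) in CBP-ifKOs, with an adjusted p of 0.0197. Lingo3 (ENSMUSG00000051067, chromosome 10 from 80832801 to 80844039) had 27.6 ± 2.64 CPM in SC and 40.1 ± 1.47 in EE in control mice, a log2 fold change of 0.54 (standard error 0.08) against 0.33 (standard error 0.08) in CBP-ifKOs, with an adjusted p of 0.0197. Adamts2 (ENSMUSG00000036545, chromosome 11 from 50602084 to 50807573) had 16.8 ± 0.885 CPM in SC and 9.83 ± 2.32 in EE in control mice, a log2 fold change of -0.77 (standard error 0.13) against -0.42 (standard error 0.13) in CBP-ifKOs, with an adjusted p of 0.0425. Dcdc2b (ENSMUSG00000078552, chromosome 4 from 129608331 to 129614257) shares exonic sequence with Tmem234 on the opposite strand and had 4.34 ± 2.21 CPM in SC and 1.55 ± 0.263 in EE in control mice, where control replicate 2 in SC was at 1.85. Its log2 fold change was -1.48 (standard error 0.34) in control mice and -1.69 (standard error 0.31) in CBP-ifKOs, with an adjusted p of 0.0384. BC002163 is a processed pseudogene, and 196 of the 270 stretches of 50 bases in its transcript also occur in Ndufs5 transcripts. The 2 genes moved in opposite directions, by -1.92 for Ndufs5 and 0.81 for BC002163 on the log2 scale in control mice, with adjusted p-values of 0.0371 and 0.0197. The genes retained within CBP-ifKOs were BC002163, with a log2 fold change of 1.37, and 2810459M11Rik, with -0.60, both at an adjusted p of 0.0432 from edgeR, and neither passed after the CBP-ifKO counts were halved.

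**Figure D2:**
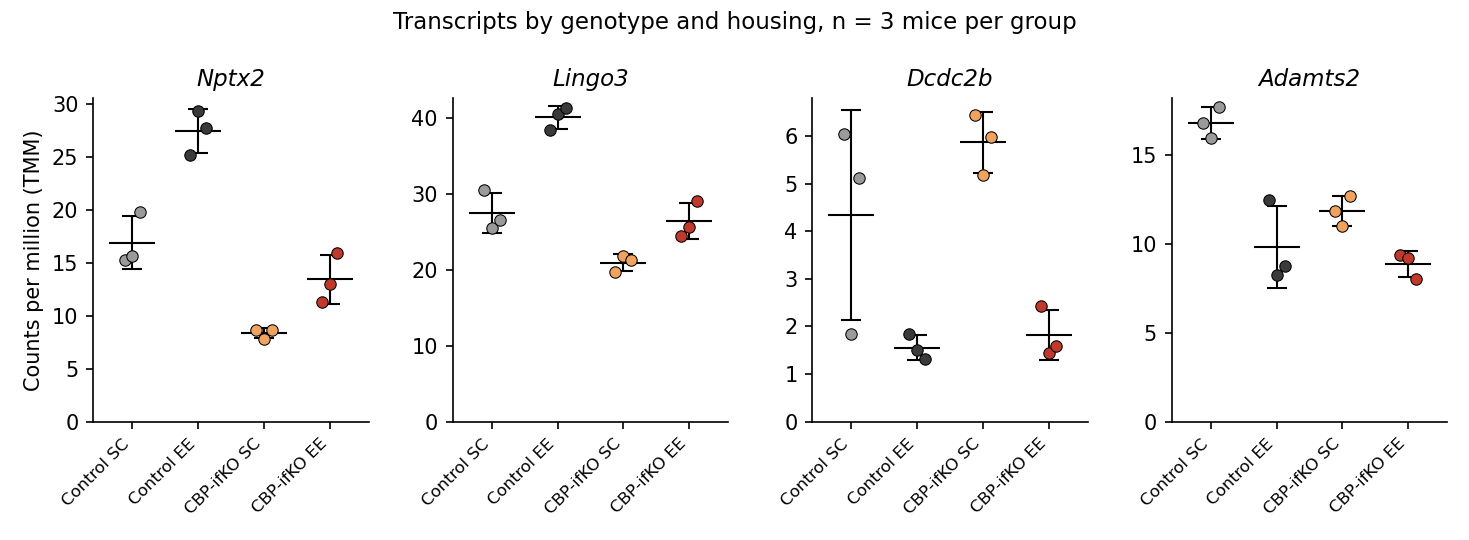
CPM of Nptx2, Lingo3, Dcdc2b and Adamts2 by genotype and housing, with 1 point per mouse and the mean ± SD of 3 mice. The mean of Nptx2 in EE-housed CBP-ifKOs was 13.4, above the 8.37 of SC-housed CBP-ifKOs.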

RNA-seq profiling identified 173 genes affected by EE (*p*-adjusted < 0.05, log2FoldChange > |0.5|, including both genes with a significant EE effect and a housing × genotype interaction; Fig. 9*a*, Extended Data Fig. 9-1). These transcriptional changes were less prominent in CBP-ifKOs than in their control littermates, particularly for upregulations, which suggests that the resilience of CBP-ifKOs to EE may result from their inability to adjust gene expression. 

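The paper's list of EE genes in Extended Data Figure 9-1 holds 84 increased and 89 decreased genes, all of which passed the expression filter here. In control mice the median log2 fold change from SC to EE was 0.31 for the listed increased genes and -0.29 for the listed decreased genes. In CBP-ifKOs the medians were -0.03 and 0.18. Taken along the listed direction, the change was larger in control mice than in CBP-ifKOs for 172 of the 173 genes, and 111 genes had opposite signs in the 2 genotypes. The listed fold changes lie within 0.01 of DESeq2's control EE change minus the interaction for all 173 genes. A list made with this quantity favors such genes, so neither count is separate evidence. With the genotypes exchanged in that listing, 235 of 239 genes had the larger change in CBP-ifKOs. The score of each mouse was the mean log2 CPM over the listed genes, with a prior count of 2. For the increased genes, the score rose by 0.31 in control mice (pooled SD 0.0471, n = 3 per group, exact two-sided permutation p = 0.1, the smallest that 3 against 3 mice allow) and changed by -0.08 in CBP-ifKOs (pooled SD 0.0520, n = 3 per group, exact permutation p = 0.2). For the decreased genes, it changed by -0.33 in control mice (pooled SD 0.0936, exact permutation p = 0.1) and by 0.17 in CBP-ifKOs (pooled SD 0.0584, exact permutation p = 0.1). The difference between genotypes, CBP-ifKO minus control, was -0.39 for the increased and 0.49 for the decreased genes, with two-sided exact permutation p-values of 0.01 and 0.005 over 400 assignments of the housing labels within genotype. The listed genes were selected by the authors on these same 12 mice, so these p-values do not account for the selection. Of the 173 genes, 82 had an unadjusted p below 0.05 within control mice and 25 an absolute log2 fold change above 0.5 there. The interaction test of edgeR retained none of the 18251 genes at an adjusted p below 0.05, with a smallest adjusted p of 0.9998. It retained none of the 173 after adjustment over the list alone. At an unadjusted p below 0.05 there were 574 of all genes and 68 of the listed genes. Without the filter on low counts the interaction test retained 110 genes, of which 4 are genes the filter removes. In that fit edgeR's prior degrees of freedom were infinite, against 7.49 with the filter, so spread specific to single genes was not used. A selection that used both genotypes equally, on the EE effect averaged over genotypes, retained 30 genes, of which 11 were increased, 19 decreased and 6 are in the paper's list. All 30 changed in the same direction in both genotypes, the change was larger in control mice for 11 of them, and the ratio of the root mean square changes, CBP-ifKO over control, was 1.18. This selection favors genes that move alike in both genotypes and disfavors genes that change in 1 genotype alone, so it largely sets the shared direction and bears on the ratio. Across the 12 fits that each left out 1 mouse, the ratio ranged from 0.72 to 1.30. From the smaller changes of the listed genes in CBP-ifKOs, the paper proposes that these mice respond less to EE because they do not adjust gene expression.

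**Figure D3:**
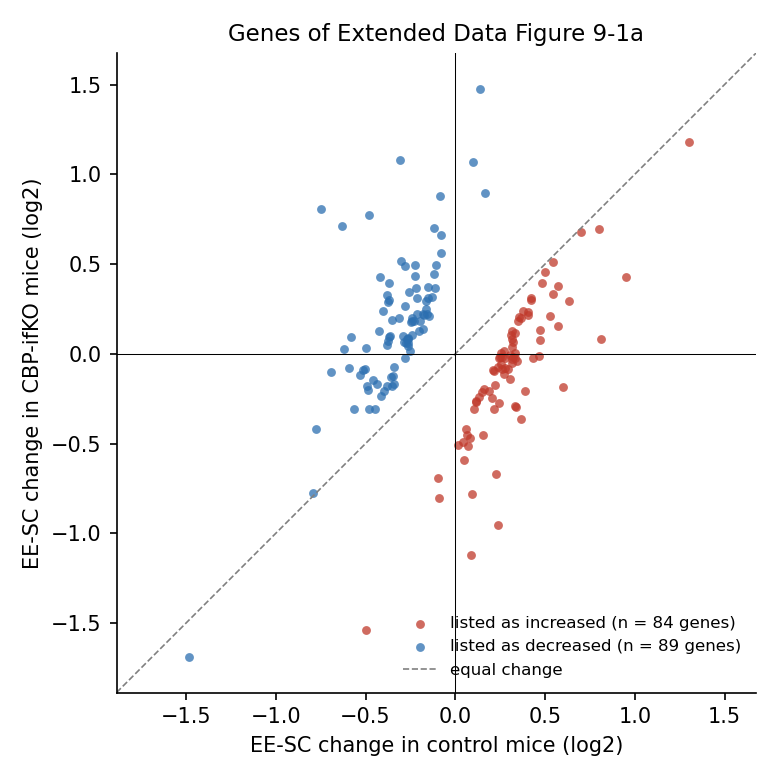
Change from SC to EE on the log2 scale in control mice (horizontal axis) and in CBP-ifKOs (vertical axis), with 1 point for each of the 84 genes listed as increased and the 89 listed as decreased, and a dashed line of equal change. Along the listed direction, 172 points lie on the side of the line with the larger change in control mice. The listed fold changes equal the control change minus the interaction, which favors that side.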

Consistent with this view, ChIP assays at *Bdnf* (a locus known to respond to EE) showed a significant increase in H3K27ac levels in control mice housed in the EE when compared with CBP-ifKO littermates (Fig. 9*b*). To further explore this finding, we performed two independent genome-wide screens to detect changes in H3K27ac in response to EE. In the first experiment using bulk chromatin, we observed that EE caused more increases than reductions in H3K27ac (Fig. 9*c*, Extended Data Fig. 9-1). A second ChIP-seq experiment using sorted nuclei from Camk2a^+^ hippocampal neurons (Fernandez-Albert et al., 2019), allowed us to specifically examine those changes in H3K27ac that occurred in excitatory neurons. Interestingly, the GO analysis of the DARs that gained H3K27ac on EE retrieved terms related with synaptic signaling and organization, and behavior (Fig. 9*d*). Furthermore, the comparison of the two screens indicated that most of the regions displaying gains in H3K27ac on EE were located at regulatory regions in neuronal genes (Fig. 9*e,f*), whereas the regions that displayed losses in H3K27ac mostly came from other cell types (Fig. 9*g*). Notably, EE-induced changes in H3K27ac were largely suppressed in CBP-ifKOs (*p*-adjusted < 0.1, log2FoldChange > |0.25|, including both genes with significant EE effect and housing × genotype interaction; Fig. 9*f*). 

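Robo3 (ENSMUSG00000032128) lies on chromosome 9 from 37415669 to 37433246 of GRCm38. It had 33.2 ± 1.11 CPM (SD, n = 3) in SC-housed and 46.1 ± 3.10 (SD, n = 3) in EE-housed control mice, and 27.5 ± 3.49 (SD, n = 3) and 30.2 ± 6.00 (SD, n = 3) in CBP-ifKOs. The log2 fold change was 0.47 (standard error 0.12, unadjusted p = 0.00117, adjusted p = 0.670 from edgeR's quasi-likelihood test) in control mice. In CBP-ifKOs it was 0.13 (standard error 0.12, adjusted p = 0.780 from edgeR). The difference between genotypes was -0.34 (standard error 0.17, unadjusted p = 0.0630 from edgeR's interaction test). Wnt9a (ENSMUSG00000000126) lies on chromosome 11 from 59306928 to 59333552 of GRCm38. It had 10.1 ± 1.48 CPM (SD, n = 3) in SC-housed and 15.7 ± 2.52 (SD, n = 3) in EE-housed control mice, and 7.00 ± 1.06 (SD, n = 3) and 8.63 ± 1.88 (SD, n = 3) in CBP-ifKOs. The log2 fold change was 0.64 (standard error 0.17, unadjusted p = 0.00158, adjusted p = 0.753 from edgeR's quasi-likelihood test) in control mice. In CBP-ifKOs it was 0.30 (standard error 0.17, adjusted p = 0.652 from edgeR). The difference between genotypes was -0.34 (standard error 0.24, unadjusted p = 0.173 from edgeR's interaction test). After adjustment over all genes, neither gene differed between EE and SC in either genotype, and neither interaction had an unadjusted p below 0.05. Across the 17 alternatives run for these genes, which did not include other filters or fits of 1 genotype, the lowest adjusted p within control mice was 0.0757 for Robo3 and 0.112 for Wnt9a, both with DESeq2. All 3 EE-housed control mice were above all 3 SC-housed control mice for both genes, the separation for which the exact two-sided permutation p is 0.1, whereas the housing groups of CBP-ifKOs overlapped for both.

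**Figure D4:**
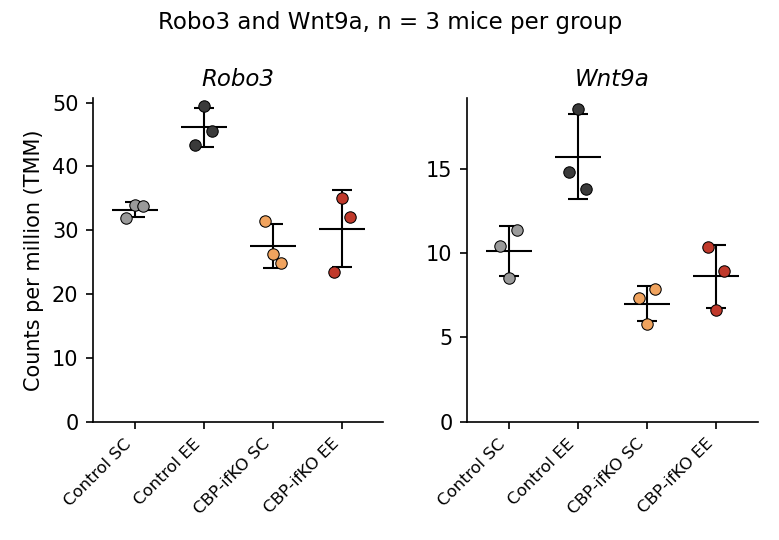
CPM of Robo3 and Wnt9a by genotype and housing, with 1 point per mouse and the mean ± SD of 3 mice. The highest mean of each gene is that of EE-housed control mice.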

Among the genes that display an increase in both transcripts and H3K27 acetylation levels in response to EE in control mice but not in CBP-ifKOs, we find *Robo3* [a member of the Roundabout (ROBO) gene family that controls neurite outgrowth, growth cone guidance, and axon fasciculation] and *Wnt9a* (a member of the WNT gene family, which regulates synapse formation and maintenance, axonal remodeling, and dendrite outgrowth; Fig. 9*h*). Although both genes have been involved in neurodevelopmental processes, their roles in the adult brain remain largely unexplored.

**Figure 9.**
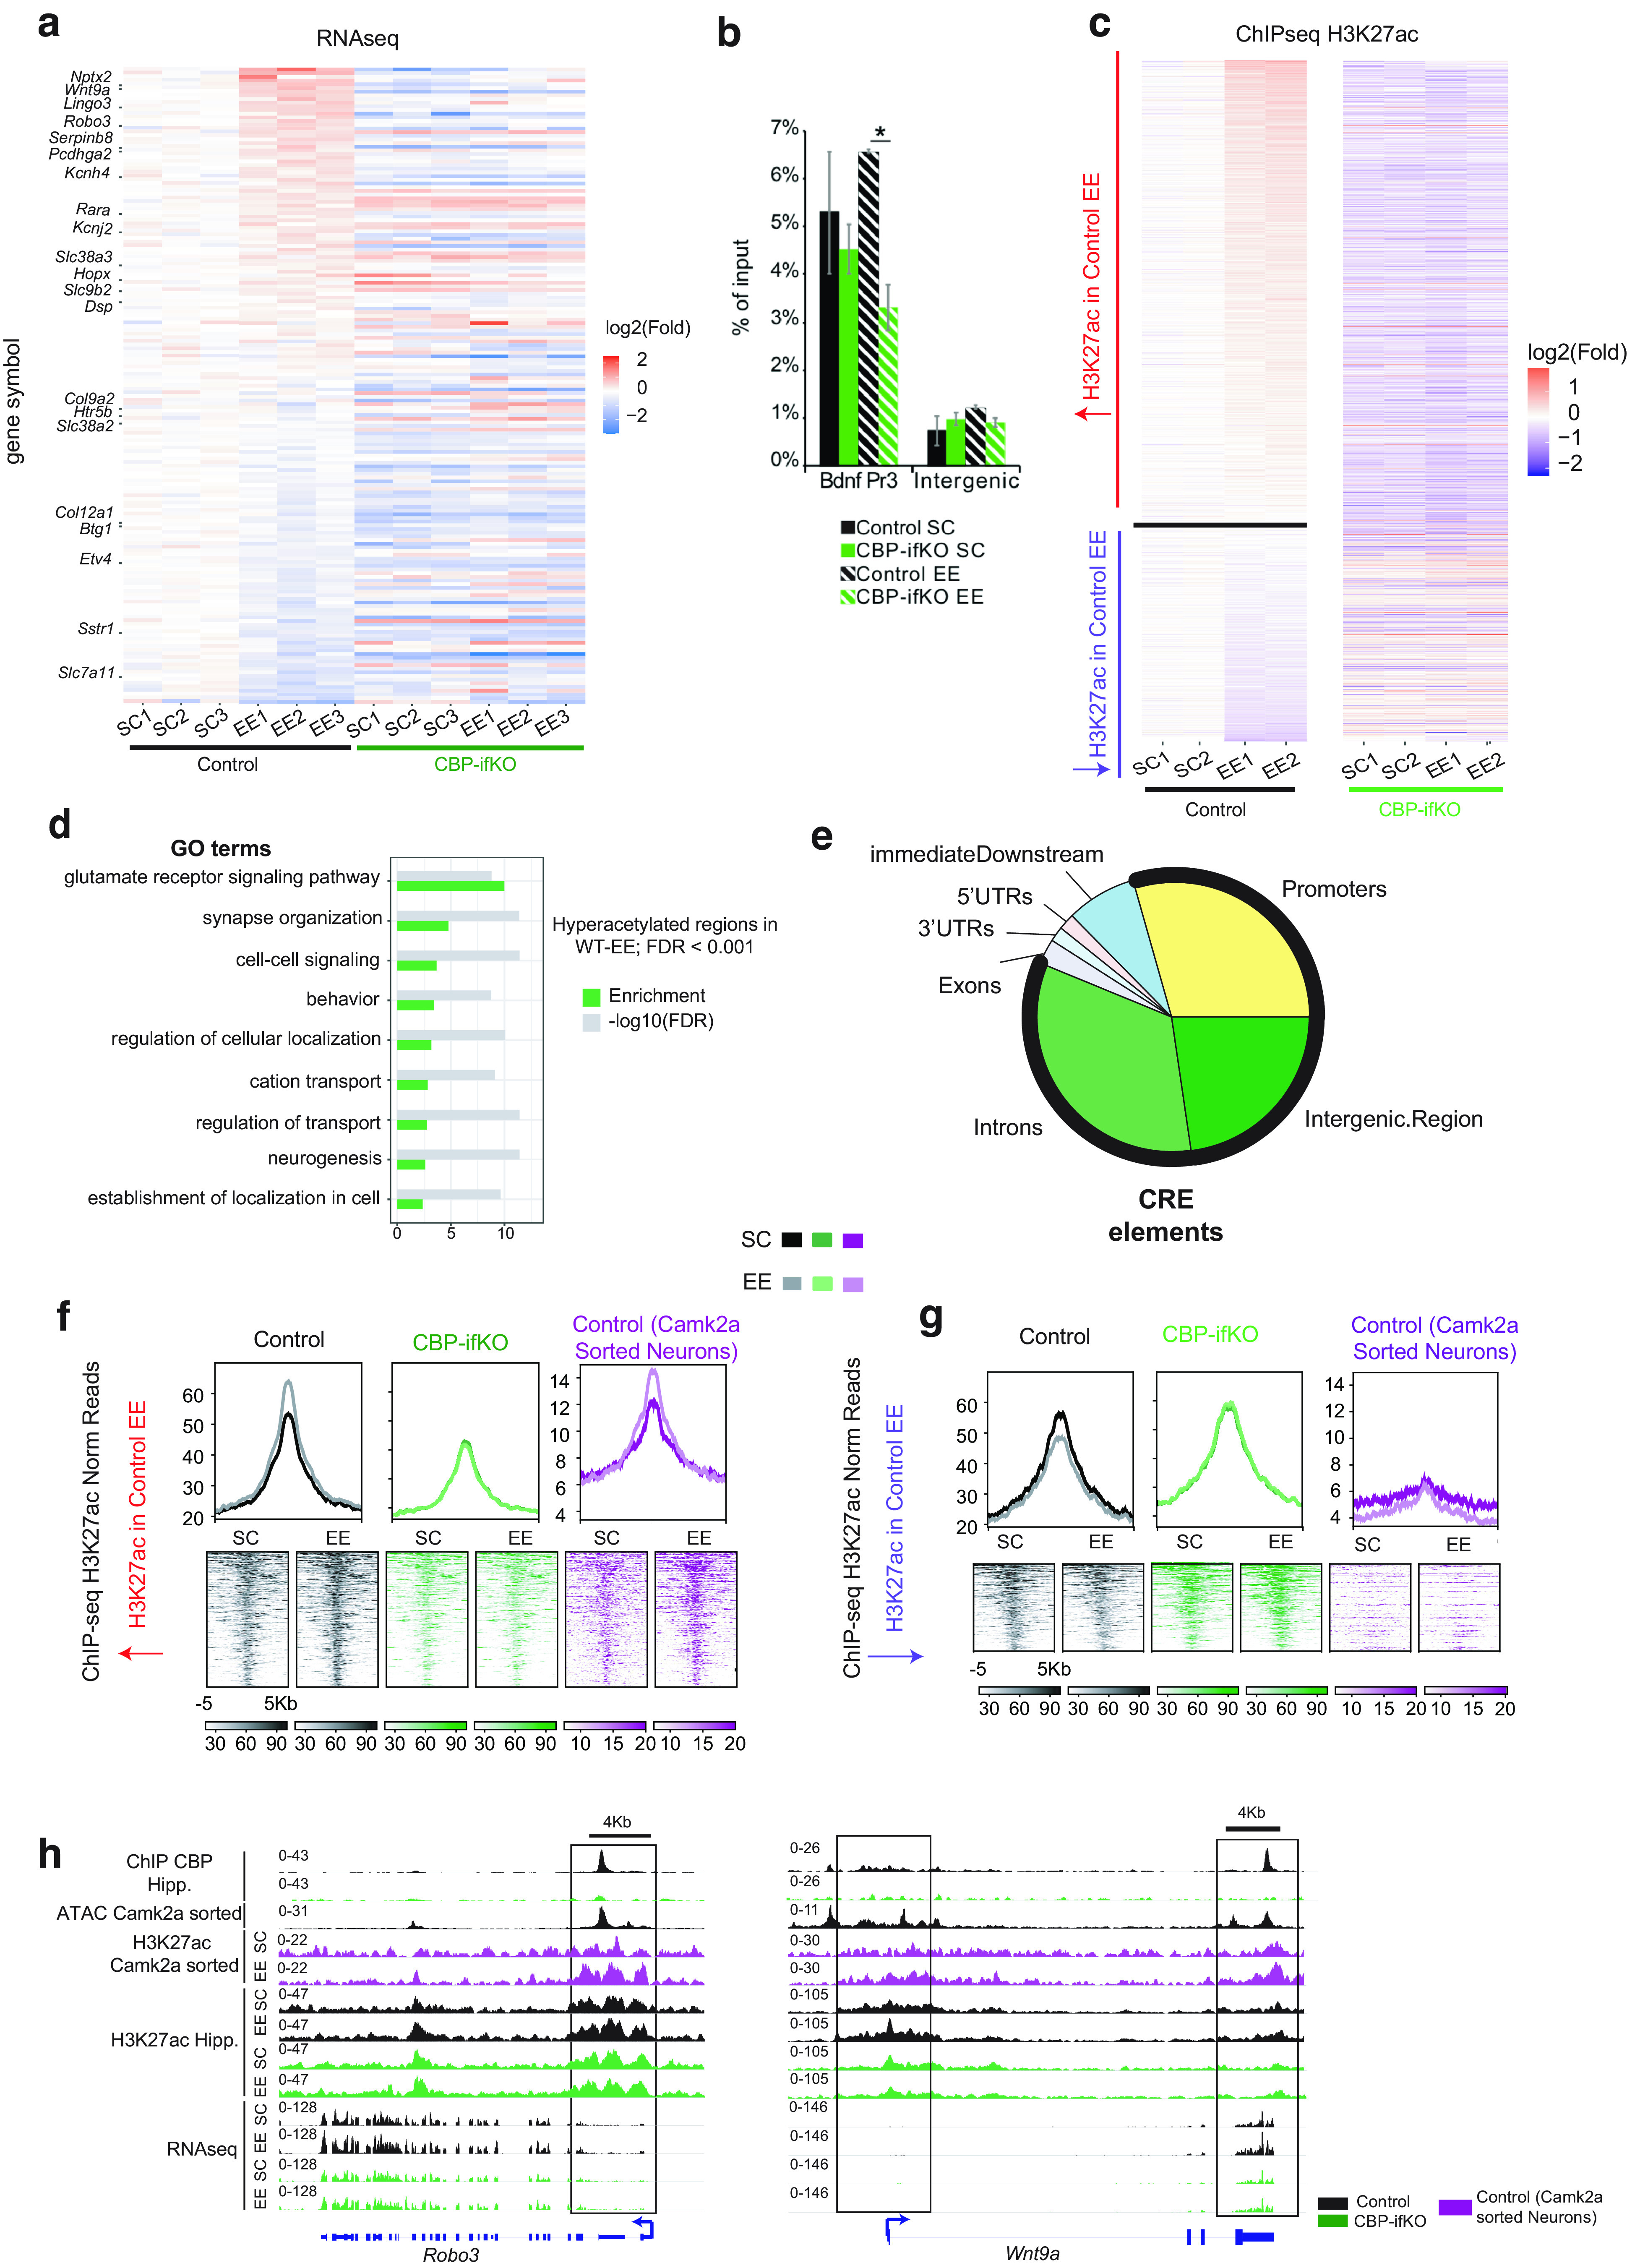
CBP is necessary for neuroadaptation to environmental enrichment. ***a***, Heatmap represents DEGs in the RNA-seq screen showing a significant EE main effect or interaction with genotype (Extended Data Fig. 9-1, additional detail). ***b***, H3K27ac ChIP-qPCRs results at the *Bdnf* locus in the chromatin of SC-housed and EE-housed mice from both genotypes (Extended Data Fig. 9-1, additional detail). ***c***, DARs displaying increased or reduced H3K27ac levels. The changes induced by EE in the control group were not reproduced in CBP-ifKOs. ***d***, GO analysis of DARs that gain H3K27ac on EE-retrieved terms related with synaptic signaling and plasticity. ***e***, Positional annotation of hyperacetylated DARs in EE boxes. Regions with increased acetylation are primarily located at regulatory regions (CREs; thick black line). ***f***, Read density heatmaps show increased H3K27ac in DARs. Regions with increased H3K27ac in EEs are observed in bulk chromatin of control mice, but not in CBP-ifKOs. The increase was also observed in samples corresponding to a H3K27ac ChIP conducted with sorted nuclei from excitatory neurons (in which Camk2a-creERT2 drives the expression of the fluorescent protein Sun1-GFP). ***g***, Read density heatmaps show DARs with reduced H3K27ac in control mice housed in the EE condition. These changes were not detected in CBP-ifKOs. Note that the H3K27ac signal is very low in the ChIP-seq corresponding to sorted neurons from excitatory neurons (in which Camk2a-creERT2 drove the expression of the fluorescent protein Sun1-GFP) when compared with the signal detected in the ChIP-seq using bulk chromatin. The low signal suggests that the H3K27ac signal in these DARs likely corresponds to non-neuronal cells. ***h***, IGV snapshot for *Robo3* and *Wnt9a* showing RNA-seq, H3K27ac and CBP ChIP-seq, and ATAC-seq profiles. *p-value < 0.05.

10.1523/JNEUROSCI.0970-22.2022.f9-1 Figure 9-1 Three sheets: ***a***, EE-regulated genes in CBP-ifKOs and control littermates (including both genes with significant EE effect and housing × genotype interaction). ***b***, DARs displaying increased H3K27ac after EE (including both genes with significant EE effect and housing × genotype interaction). ***c***, DARs displaying decreased H3K27ac after EE (including genes with both significant EE effect and housing × genotype interaction). Download Figure 9-1, XLSX file.

## Discussion

Studies in the last 2 decades have underscored the role of lysine acetylation in neuroplasticity processes, challenging the idea that chromatin regulators are only relevant during development (Gräff and Tsai, 2013; Lopez-Atalaya and Barco, 2014). Here, we refined the gene ablation strategy of previous loss-of-function studies to specifically evaluate the consequences of CBP and p300 ablation in principal neurons in fully mature neuronal circuits. Using this approach, we showed that the ablation of CBP in forebrain excitatory neurons in adult animals compromised their plasticity capabilities, particularly affecting behavioral tasks that rely on spontaneous exploratory behavior, such as novel object recognition and social recognition memory. In addition to these deficits, old CBP-ifKO mice displayed several age-related phenotypes, such as weight loss, impaired gait, spatial navigation, and extinction. In contrast, the elimination of p300 alone did not cause any apparent phenotype. These results are consistent with the weaker phenotype of *Ep300*^+/−^ mice compared with *Crebbp*^+/−^ and the milder symptoms and lower prevalence of RSTS2 [catalog #613684, OMIM (Online Mendelian Inheritance in Man); linked to *Ep300* mutations] compared with RSTS1 (catalog #180849, OMIM; linked to *CREBBP* mutations; Lopez-Atalaya et al., 2014). Note, however, that these results do not exclude a role for p300 in cognitive and plasticity processes. On the contrary, our experiments underscore the critical role of p300 in the absence of CBP because a single functional *Ep300* allele was sufficient to prevent the dramatic neurologic phenotypes observed after combined elimination of CBP and p300 (Lipinski et al., 2020).

Previous pharmacological and genetic experiments have linked CBP with specific forms of memory, particularly NOR (Chen et al., 2010; McQuown et al., 2011; Valor et al., 2011). Why are some forms of memory more sensitive to CBP loss than others? Korzus et al. (2004) suggested that CBP might be particularly important in tasks that recruit an innate behavioral preference for novelty and does not involve an exogenous reinforcers. This view is in agreement with our findings in NOR, social memory, and MB, supporting the idea that stressful reinforcers, such as a swim stress or an electric shock, activate alternative mechanisms that overcome the lack of CBP.

Biochemical experiments have demonstrated the eviction of histones during transcription elongation and the faster turnover of nucleosomes in heavily transcribed genes (Ferrari and Strubin, 2015). A direct consequence of the eviction of histones during transcription—particularly histones H2A and H2B (Kireeva et al., 2002), which are among the most sensitive to CBP loss—is that the epigenetic status of the gene would be transiently weakened and more susceptible to disruption. The absence of CBP could deplete the gene from acetylation marks interfering with the self-maintenance of the locus over time. As a result, deficits would emerge on rapid, chronic, or repeated activation. Consistent with this prediction, a stronger phenotype was observed in CBP-ifKOs in paradigms such as SE, kindling, or EE adaptation in which the neuronal transcriptome needs to readjust after the experience (Delorenzo and Morris, 1999; Mirza et al., 2017). In these paradigms, CBP-ifKOs failed to adapt their behavioral and transcriptional response. Previous observations in other organisms are also consistent with this view. For instance in *Drosophila*, mutants of *nejire* (CBP ortholog) fail to develop a typical long-lasting alcohol tolerance caused by a single alcohol exposure (Ghezzi et al., 2017). In a different example, dietary restriction increases the expression of CBP or its ortholog gene both in the mouse hypothalamus (Moreno et al., 2016) and in *Caenorhabditis elegans* (Zhang et al., 2009). In mice, CBP deficiency impaired the response to EE in the central (Lopez-Atalaya et al., 2011) and peripheral (Hutson et al., 2019) nervous systems. In *C. elegans*, dietary restriction correlated with an increase of the life span and protection from proteotoxicity, and these effects were suppressed by the inhibition of cbp-1 (Zhang et al., 2009). Therefore, although in normal laboratory conditions KATs other than CBP may be sufficient for preserving acetylation levels at most lysine residues, CBP plays a pivotal role in processes in which the neuronal epigenome needs to be edited both during development and in the adult brain. This view and the postulated weakening of acetylation profiles with aging (Peleg et al., 2010; Harman and Martín, 2020) might explain the worsening on the phenotype and the appearance of additional deficits in elderly CBP-ifKOs.

In conclusion, our study identifies CBP as the main KAT responsible for refreshing the acetylation status of plasticity-related genes after neuronal activation, preserving the competence and inducibility of these loci over time. This makes CBP a key component of the molecular machinery that enables phenotypical variation of behavioral and cognitive traits in response to experience and environmental changes. Our results also shed new light on neurologic and psychiatric conditions in which a defective or reduced CBP activity has been reported and plasticity mechanisms are compromised, such as RSTS, substance use disorders, several neurodegenerative diseases, and aging-related cognitive impairments.

How the deposited data were processed for this re-analysis (not part of the article)

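Hippocampal RNA of 12 female mice was analyzed, with 3 mice in each of 4 groups, which were control littermates and CBP-ifKOs housed in SC or in EE. Each mouse was sequenced in 2 runs, and the runs of a mouse count as 1 replicate. The groups were taken from the sample titles and labels, which match the library list in Extended Data Figure 1-1.

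The authors trimmed 50 bp single-end reads with trim_galore, aligned them with STAR to mm10, kept alignments with a mapping quality above 10 and counted reads on exons with Rsubread and an Ensembl annotation of GRCm38. The deposited values are raw counts per gene, without normalization, with the runs of each mouse merged before counting according to the column names. The deposited table also lists the length of each gene in bases, a value of the annotation and not a measurement, which the authors' counting program wrote and which was used here only in a check for length bias. It holds 55471 genes, of which 55144 were matched to a symbol. The alignment, the filter on mapping quality and the counting are therefore contained in the values and were not repeated. Positions, gene types and overlaps of exons were taken from the GENCODE annotation of GRCm38.

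The library totals lay between 26874015 and 27971488 in the 6 control libraries and between 28582210 and 37448388 in the 6 CBP-ifKO libraries. The 10 genes with the most counts took between 5.37% and 6.00% of a library. A floor of 3 counts corresponded to between 0.0801 and 0.112 CPM (counts scaled to the library total), which covers counting error only. In the CBP-ifKO libraries, where no count was odd, a count of 3 cannot occur. The floor is too low there if reads were counted more than once. The depth of a gene sets its precision through the same model that estimates the spread between mice. None of the 148570 nonzero counts in the CBP-ifKO libraries was odd, against 86334 of the 158233 in the control libraries. The main values use the counts as deposited, and the counts of genes, the scores, the ratio and the changes of the genes chosen by rule were computed again with the CBP-ifKO counts halved. The split, held-out, mirror and exchanged-listing tests were made with the counts as deposited.

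Counts were analyzed with edgeR 4.0.16 in R 4.3.3. Genes were retained by edgeR's expression filter, libraries were normalized with TMM, and groups were compared with the quasi-likelihood F test and Benjamini-Hochberg adjustment at 0.05. The genotypes were compared in the 6 SC-housed mice with 17532 genes and in the 6 EE-housed mice with 17625 genes, without a fold threshold. The effects of EE were tested in all 12 mice with 18251 genes and 1 coefficient per group, as the change within control mice, the change within CBP-ifKOs, the interaction, the environment and interaction terms together, and the change averaged over genotypes. A threshold of 0.5 on the absolute log2 fold change was used for the tests within a genotype and for the joint test, where it was set on the change in control mice. The scores of the paper's EE genes are means of log2 CPM with a prior count of 2, compared by exact permutation tests. Sets of marker genes for cell types, fixed before the data were examined, were tested with limma 3.58.1 (camera). The main procedure and the alternatives were tested on simulated data with known changes and the trended dispersions of these libraries.

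The alternatives set before the data were examined were DESeq2 1.42.0 in place of edgeR, DESeq2's size factors, counts thinned to the smallest library, no filter on low counts or a filter of 1 CPM in 3 mice, the replicate number as a block, other sets of mice in the fit, other thresholds, a test of 3 terms including genotype, other definitions of the scores, and leaving out each mouse in turn. Halved counts, halved counts thinned to the smallest library, corrections for GC content and gene length, and listings made with DESeq2 and 3 terms were added after the data were seen. The genes named in the text were fixed before the data were examined by a rule. They are the genes the paper names as changed in these comparisons or labels in Fig. 9a, the calmodulin kinase, serotonin receptor and somatostatin receptor genes of the paper's bona fide list, Crebbp and Ep300, the immediate early genes Arc, Fos and Npas4, and for each comparison up to 3 increased and 3 decreased genes with the smallest p-values among those past its threshold whose groups do not overlap. Genes named outside this rule are marked as chosen after their values were seen.

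The other screens of the paper, which are the pooled samples of the first screen, the kindling experiment, the p300-ifKO screen and the ChIP-seq experiments, were not analyzed here. The replication of the bona fide list could therefore be examined in 1 of its 3 screens only, and the gene ontology analyses were not repeated. The 2 runs of a mouse are not separate in the values, so a comparison of runs was not made.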

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

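The tests of depth, GC content, gene length, halved counts, choroid plexus tissue, the listed fold changes and the exchanged listing were chosen only after the result was seen, and the held-out, mirror and split tests were written earlier.

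The comparison of genotypes in EE-housed mice, which the paper does not report, gave 805 genes with an adjusted p-value below 0.05, of which 182 were increased and 623 decreased in CBP-ifKOs. Of these, 638 lie outside the bona fide list. In SC the number was 968, and 493 genes passed in both housings, all in the same direction. The log2 fold change was 4.13 for Esr1, 2.65 for Arsi, 0.59 for Fam229b, -1.24 for Rgs14, -1.91 for C1ql2 and -1.97 for Gm26644, the genes chosen by rule. Of the 4 splits of these 6 mice that part all mice with the same replicate number, as the real split does, 1 gave as many genes, the real one. The 6 other splits part 1 such pair and gave up to 3 genes. The number of splits cannot give a share below 0.05. Separate mice bear on a grouping by chance as well. Of 965 genotype genes of the SC-housed mice tested in EE, 956 had the same direction there, and so had all 211 bona fide genes, which goes against it. Of the 805 genes, 750 also passed after the deposited counts were thinned to 1 depth, 701 after the CBP-ifKO counts were halved and all libraries then thinned to 1 depth, 767 after a correction for GC content, 799 after a correction for gene length, 783 after halving alone, and 586 without Control EE replicate 1. Each of these tests leaves more than 2 of 3 genes, so none of these explanations accounts for most of the genes. Even counts follow genotype in all 12 libraries, so a further difference in handling that follows genotype cannot be told apart from the loss of CBP, which remains a candidate explanation and a hypothesis.

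One EE-housed control mouse, replicate 1, had a high signal of choroid plexus marker genes. The mean log2 CPM of the 9 marker genes tested was 4.50 in this mouse, against values from -0.09 to 1.03 in the 11 others. All 10 marker genes with counts were higher in this mouse than in every other. Ttr, chosen after its values were seen, had 1129 CPM there and between 4.06 and 32.3 CPM in the others. A candidate explanation is choroid plexus tissue in that sample. The count of 10 genes restates the signal gene by gene and is no separate test of it, so the explanation is left open. The design gives no biological explanation for 1 mouse of a group, and none was tested.

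The EE change of the paper's listed genes differed between genotypes. CBP-ifKO minus control, the difference was -0.39 for the increased and 0.49 for the decreased genes, with exact permutation p-values of 0.01 and 0.005 over 400 assignments, the latter the smallest they can give. The authors chose these genes on the same mice. In a test of selection, the 173 genes with the smallest p-values and an absolute log2 fold change above 0.5 were chosen on 4 of the 6 control mice, in 9 selections. Their change along the chosen direction averaged 0.99 in the choosing mice and -0.07 (SD 0.16 over the selections) in the left-out control mice. The left-out change minus that in CBP-ifKOs was -0.13 on average, and it was above 0 in 2 of the 9 selections. With the genes chosen on CBP-ifKOs in the same way, the change averaged 1.09 in the choosing mice, 0.16 (SD 0.19) in the left-out CBP-ifKOs and 0.08 in controls, and the left-out change was the larger in 6 of the 9. These are not the paper's genes. In the mirror test, genes chosen on all CBP-ifKOs kept 11.7% of their change in controls, and genes chosen on all controls kept 14.6% in CBP-ifKOs.

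The fold changes of the paper's list lie within 0.0048 of DESeq2's control EE change minus the interaction, which equals 2 times the control change minus the CBP-ifKO change. A list made with this quantity favors genes with opposite changes. The same listing with the genotypes exchanged gave 239 genes, 235 of them with the larger change in CBP-ifKOs, and their mean change along the listed direction was larger in CBP-ifKOs by 0.46. The difference between genotypes therefore cannot be told apart from the selection of the genes, and a reduced response of CBP-ifKOs may or may not be present beside it.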

How the results depend on the processing

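The main procedure and the alternatives below were chosen before the data were examined, except for halved counts with and without thinning, the corrections for GC content and gene length, and the 3 listings with DESeq2 and 3 terms, which were chosen after seeing the data.

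DESeq2's size factors, thinning to the smallest library and a filter of 1 CPM left all counts of genes within 1.5 times the main count. They gave 968, 918 and 989 genes for genotype in SC, of which 956, 888 and 943 are among the 968 of the main procedure, and 822, 801 and 883 in EE, of which 790, 750 and 790 are among its 805. Under all 3 the same 6 genes passed the joint test of EE and interaction. No gene passed within control mice, where 768 had an unadjusted p below 0.05, and none passed the interaction test, where 574 did. The scores of the listed genes kept their direction under both scalings, a prior count of 0.5, the median over genes and halved counts.

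Without a filter on low counts there were 80 EE genes in control mice, 121 in CBP-ifKOs, 110 with an interaction, 114 in the joint test, 1512 for genotype in SC and 1677 in EE. Of the genes called without the filter, 8, 9, 4 and 14 in the first 4 counts were ones the filter removes, while the prior degrees of freedom of edgeR went from 7.49 to infinite. DESeq2 gave 7 EE genes in control mice, 20 in CBP-ifKOs and 1257 genotype genes in EE. The replicate block gave 10 EE genes in CBP-ifKOs. Fits with the 6 mice of 1 genotype gave 1 EE gene in control mice and 12 in CBP-ifKOs. A single fit of all 12 mice gave 1293 genotype genes in EE. At an adjusted p below 0.1 there were 4 EE genes in CBP-ifKOs, 1686 genotype genes in SC and 1460 in EE. The joint test gave 13 genes without the fold threshold and 43 with 3 terms. A fold threshold of 0.5 left 283 genotype genes in SC and 276 in EE. The correction for GC content gave 1144 genotype genes in SC and 990 in EE, and that for gene length 1330 and 1148. With halved counts 0 EE genes passed in CBP-ifKOs, where 1567 had an unadjusted p below 0.05 with the counts as deposited. With halved counts thinned to the smallest library there were 3 EE genes in control mice and 1 in CBP-ifKOs, while the joint test kept the same 6 genes, and 896 genotype genes in SC and 775 in EE passed. The listings with DESeq2 and 3 terms gave 174, 32 and 239 genes, with the fold threshold on the control change minus the interaction, on the control change, and on the CBP-ifKO change plus the interaction. The cause was not tested.

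With the scores computed only from the 2 increased and 2 decreased listed genes that passed the joint test here, a selection for an EE effect, the change in CBP-ifKOs reversed, to 0.50 for the increased and -1.05 for the decreased genes, beside 0.62 and -1.04 in control mice. The ratio of EE changes, CBP-ifKO over control, was 1.80 with genes chosen by the CBP-ifKO change, against 1.18. It could not be computed with genes chosen by the control change, since no gene passed. With a fixed correlation between genes of 0.01, 11 of the marker set tests passed instead of 0, where 6 had an unadjusted p below 0.05. The cause was not tested.

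Across the fits that each left out 1 mouse, the counts ranged from 0 to 3 for EE genes in control mice, 0 to 6 in CBP-ifKOs, 0 to 7 in the joint test and 0 to 0 for the interaction. Genotype genes ranged from 399 to 1908 in SC and 285 to 1016 in EE, and bona fide genes past the threshold from 136 to 195. The ratio ranged from 0.72 to 1.30. The scores ranged from 0.28 to 0.34 and -0.38 to -0.26 in control mice, and from -0.11 to -0.04 and 0.13 to 0.19 in CBP-ifKOs, for increased and decreased genes. The cause was not tested.

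The changes of the named genes were the same in direction and side of the threshold in 85 of 85 cases with DESeq2's size factors and with thinning, in 83 with the replicate block and in 77 with DESeq2, where the others were stronger. Leaving out 1 mouse gave 846 values, of which 16 were weaker, 7 stronger and 16 reversed. In control mice the EE change ranged over these fits from -0.33 to 0.51 for Arc, -1.16 to 0.88 for Fos, -0.19 to 0.66 for Npas4 and -0.29 to 0.0441 for Col9a2. In CBP-ifKOs it ranged from -0.55 to 0.24 for Arc, -0.90 to 0.20 for Fos, -0.13 to 0.0549 for Btg1, -0.18 to 0.0215 for Kcnj2, -0.0870 to 0.42 for Serpinb8, -0.0671 to 0.0483 for Slc38a3 and -0.25 to 0.0635 for Slc7a11. The cause was not tested.

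The alternative with the first run only was not run, since the values hold the runs merged. Data of this size were simulated with trended dispersions, which leave out spread specific to single genes. The changed genes lay above a minimum mean count and did not change in CBP-ifKOs. Recovery was counted at an adjusted p below 0.05 and without a fold threshold. A change of 0.5 on the log2 scale was recovered in 83.0% of the changed genes by the test within control mice and in 48.0% by the interaction test. This limits what a count of 0 in the interaction test shows for small changes. The shares do not cover genes with fewer counts or a CBP-ifKO response that is only reduced.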

Differences from the paper's values

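The paper lists 173 genes affected by EE, against 6 in the joint test here. None of the alternatives set before the data were examined closed the gap. The nearest were 114 genes without a filter on low counts and 43 with 3 terms tested, and DESeq2 gave 9. With DESeq2, 3 terms and a fold threshold on the control EE change minus the interaction, a setting chosen after seeing the values, there were 174 genes, of which 161 are in the paper's list. With the genotypes exchanged in that setting, also chosen after seeing the values, there were 239. A fold threshold on the control EE change in its place gave 32.

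The log2 fold changes of 16 of the 23 genes examined differ from those in the paper's Extended Data Figure 9-1. The paper's value and the value in control mice here are 0.75 and 0.54 for Lingo3, 0.81 and 0.47 for Robo3, 0.99 and 0.39 for Pcdhga2, 0.98 and 0.34 for Kcnh4, 0.67 and 0.29 for Kcnj2, 0.52 and 0.25 for Slc38a3, 0.55 and 0.24 for Hopx, 0.75 and 0.22 for Slc9b2, and 0.66 and 0.20 for Dsp. Among decreased genes, the paper's value and the value here are -0.69 and -0.12 for Col9a2, -0.67 and -0.15 for Htr5b, -0.62 and -0.15 for Slc38a2, -0.82 and -0.28 for Col12a1, -0.89 and -0.35 for Etv4, -1.10 and -0.59 for Slc7a11, and -1.13 and -0.77 for Adamts2. A gap counts as closed where the 2 values differ by no more than the larger of their standard errors, which does not mean that the paper's value was reached. Of the alternatives set before the data were examined, only fits without 1 mouse closed a gap in this sense. Over these fits the value went up to 0.62 for Lingo3, 0.58 for Kcnh4, 0.45 for Kcnj2 and 0.42 for Slc9b2, and down to -0.29 for Col9a2 and -0.98 for Adamts2, all short of the paper's values. These were the fits without Control SC replicate 1 for Lingo3, Kcnh4 and Col9a2, without Control SC replicate 2 for Kcnj2 and Slc9b2, and without Control EE replicate 1 for Lingo3, Kcnj2, Col9a2 and Adamts2. None closed it for Robo3, Pcdhga2, Slc38a3, Hopx, Dsp, Htr5b, Slc38a2, Col12a1, Etv4 and Slc7a11. DESeq2's control EE change minus the interaction, a quantity chosen after seeing the values, lies within 0.01 of the paper's value for all 173 listed genes.

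The paper describes the reduced EE change in CBP-ifKOs as strongest for increased genes. Here the difference between genotypes was -0.39 for the increased and 0.49 for the decreased genes. The paper places the EE increase of Robo3 and Wnt9a in control mice alone. Here the EE change of Wnt9a in CBP-ifKOs was 0.30, and the interaction had an unadjusted p of 0.0630 for Robo3 and 0.173 for Wnt9a from edgeR. The paper counts all 211 bona fide genes as changed in the SC screen. Here 187 passed, against 209 with DESeq2 and 211 without a filter on low counts. Camk4 had an adjusted p of 0.0680 from edgeR, and it passed without Control SC replicate 3, with an adjusted p of 0.0401. Among genes of the paper's list, DESeq2 called Nptx2, Lingo3, Slc7a11, Dcdc2b and Adamts2 within control mice, with adjusted p-values of 2.48e-04, 3.71e-05, 0.0152, 0.0151 and 2.02e-04, where edgeR called none. Of these, Lingo3 also passed with edgeR without Control SC replicate 1, Dcdc2b without Control SC replicate 2 and Adamts2 without Control EE replicate 1.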

Other observations

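The tests of counting, of the chromosome 4 segment and of the summed counts were chosen only after the result was seen, and the test of 3 terms and the split tests were written earlier.

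Of the paper's 173 EE genes, 169 did not pass the joint test of EE and interaction here, and 111 of these had a genotype call in either housing. This is 65.7%, against 7.01% of all genes tested. With 3 terms, including genotype, 124 of the 173 genes passed. The statistics the paper lists for these genes have the p-values of a test of 3 terms. Such a test can admit genes that differ by genotype alone. How far this accounts for the longer list was not separated from the choice of fold change, so it remains a candidate explanation.

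Other splits of the same mice were compared with the real ones. For EE in control mice, 4 of the 4 splits that part all same-numbered mice gave at least the 0 genes of the real split, which any split does. At an unadjusted p below 0.05 there were 768. The 6 other splits, which part 1 such pair, gave up to 2 genes. For EE in CBP-ifKOs 1 of 4 splits, the real one, gave 2 genes, and the 6 others gave none. For genotype in SC 1 of 4 splits, the real one, gave as many genes as the 968, and the 6 others gave up to 19. In the joint test 1 of 16 splits that part all pairs, the real one, gave 6 genes, and of the 84 splits that part fewer pairs 1 gave as many, which makes 2 of all 100. For the interaction 32 of 32 splits gave at least the 0 genes of the real one, again as any split does, where 574 genes had an unadjusted p below 0.05. Among splits that part all pairs, 4 or 16 cannot give a share below 0.05, so on that comparison the EE counts in CBP-ifKOs and in the joint test cannot be told apart from a grouping of mice by chance. For genotype in SC, 956 of 965 genes had the same direction in the separate EE-housed mice, which goes against it.

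No count in the CBP-ifKO libraries was odd. Among genes with a mean of 1 to 5 counts, the variance between replicates over the mean was 2.22 in CBP-ifKOs and 1.27 in controls, and 1.14 in each housing after halving. The paper's totals of aligned reads were even in all 6 CBP-ifKO libraries and in 4 of the 6 control libraries. A candidate explanation is that each read of the CBP-ifKO libraries was counted 2 times. The values do not show whether both runs of each CBP-ifKO mouse are in the merged counts. No biological explanation was tested, as the design gives none.

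Ndufs5, Dcdc2b and BC002163 differed between housings, and Ndufs5 was chosen after its values were seen. Ndufs5 and Dcdc2b lie on chromosome 4 and BC002163 on chromosome 16. A chromosome 4 segment that differs between mice was examined by the crowding of the 30 genes with an average EE effect. At most 3 lay within 10 Mb, and Ndufs5, Dcdc2b and Zmym1, the last chosen after its values were seen, lie that close (permutation p = 0.261 over 10000 permutations), so crowding beyond random positions was not seen. This test does not address a segment carried by single mice. In Control SC replicate 2, Ndufs5 and Dcdc2b were both low, at 0.793 and 1.85 CPM, against 4.08 and 3.88 and against 6.05 and 5.12 in the other SC-housed controls, while Zmym1 was at 28.8 against 25.6 and 25.5. BC002163 was at 10.2 in this mouse, against 6.31 and 5.48. A segment that differs between mice therefore stays open. Reads of Ndufs5 may be placed on its pseudogene BC002163. The summed counts of the pair changed by 0.47 on the log2 scale (standard error 0.09, unadjusted p = 8.48e-05 and adjusted p = 0.0534 from edgeR). Every EE-housed mouse had a higher sum (11.8 to 16.6 CPM) than every SC-housed mouse (9.03 to 11.0). Counted reads that only moved within the pair would leave the sum unchanged, so such a move does not account for the whole change. In Control SC replicate 2 the sum was 11.0, near the 10.4 and 9.37 of the other SC-housed controls. Placement of part of the reads therefore stays open. An effect of EE cannot be told apart from these explanations.

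The immediate early gene Arc had 86.6, 94.3 and 229 CPM in the SC-housed control mice, and Fos had 4.83, 11.8 and 47.3 CPM. The log2 fold change from SC to EE was -0.09 for Arc and -0.49 for Fos in control mice, and -0.12 and -0.27 in CBP-ifKOs. For Npas4 it was 0.18 and -0.54. Of 33 tests of 11 marker sets in 3 comparisons, 0 passed after adjustment and 6 had an unadjusted p below 0.05. In SC, these were the CA1, CA3 and CA2, and dentate granule sets, lower in CBP-ifKOs (mean log2 fold changes -0.30, -0.30 and -0.43). From SC to EE in CBP-ifKOs, they were the astrocyte (-0.10), CA3 and CA2 (0.23) and endothelial sets (0.16). With the paper's genes left out, the SC sets had p of 0.999, 0.105 and 0.0430 from camera. Such tests cannot tell the share of a cell type from the expression of its markers. Gm6472, which had passed between genotypes in SC, had a log2 fold change of 0.59 in EE (adjusted p = 0.676 from edgeR). There, Control EE replicate 2 was at 9.69 CPM and the other controls at 1.39 and 1.62, while CBP-ifKO EE replicate 3 was at 1.94 and the others at 7.70 and 9.13. No explanation was tested.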
